# Somatic regulation of female germ cell regeneration and development in planarians

**DOI:** 10.1016/j.celrep.2022.110525

**Published:** 2022-03-15

**Authors:** Umair W. Khan, Phillip A. Newmark

## Abstract

Female germ cells develop into oocytes, with the capacity for totipotency. In most animals, these remarkable cells are specified during development and cannot be regenerated. By contrast, planarians, known for their regenerative prowess, can regenerate germ cells. To uncover mechanisms required for female germ cell development and regeneration, we generated gonad-specific transcriptomes and identified genes whose expression defines progressive stages of female germ cell development. Strikingly, early female germ cells share molecular signatures with the pluripotent stem cells driving planarian regeneration. We observe spatial heterogeneity within somatic ovarian cells and find that a regionally enriched *foxL* homolog is required for oocyte differentiation, but not specification, suggestive of functionally distinct somatic compartments. Unexpectedly, a neurotransmitter-biosynthetic enzyme, aromatic L-amino acid decarboxylase (AADC), is also expressed in somatic gonadal cells, and plays opposing roles in female and male germ cell development. Thus, somatic gonadal cells deploy conserved factors to regulate germ cell development and regeneration in planarians.

## In brief

Unlike most animals, planarians can regenerate germ cells. Here, Khan and Newmark characterize gene expression in the planarian ovary, identifying genes expressed at progressive stages of female germ cell development and in somatic ovarian cells. Functional characterization revealed somatically expressed genes required for specification or differentiation of female germ cells.

## INTRODUCTION

Germ cells serve as a link between generations, producing gametes that propagate the genetic material from parent to offspring. During their development, germ cells undergo dramatic, sex-specific differentiation to generate highly specialized cell types, the sperm and egg, which ultimately yield a totipotent zygote. As the female germline differentiates into oocytes, it acquires the capacity for totipotency (Reik and Surani, 2015; Seydoux and Braun, 2006). This capacity is exemplified by somatic cell nuclear transfer, in which oocyte cytoplasm reprograms differentiated cell nuclei to produce viable clones (Campbell et al., 1996; Gurdon, 1962; Wakayama et al., 1998). Parthenogenesis, in which an unfertilized egg generates an entire new organism (Simon et al., 2003), provides another striking example of the oocyte’s capacity for totipotency. Given the oocyte’s critical roles in embryonic development, understanding the mechanisms underlying female germ cell development has enormous significance.

Somatic support cells within the gonads play critical roles in regulating germ cell development across the animal kingdom. Soma-germline communication is necessary throughout a germ cell’s life, from regulating fate choices and survival, to proliferation and differentiation (Kiger et al., 2000; Kimble and White, 1981; Korta and Hubbard, 2010; Li and Albertini, 2013; Murray et al., 2010). The *in vitro* derivation of functional oocytes and spermatid-like cells from pluripotent stem cells requires co-culture with somatic gonadal cells (Hikabe et al., 2016; Zhou et al., 2016), further emphasizing the importance of soma-germ cell interactions in facilitating proper germ cell development.

Most animals, including model organisms typically used to study development, set aside germ cells early during embryonic development and cannot replace them if lost (Nieuwkoop and Sutasurya, 1979, 1981). By contrast, freshwater planarians demonstrate the striking ability to regenerate both male and female germ cells from tissues lacking any reproductive structures (Morgan, 1901; Sato et al., 2006; Wang et al., 2007). Planarians are best known for their remarkable whole-body regeneration, driven by stem cells called neoblasts (Baguñà et al., 1989), a subset of which are pluripotent (Wagner et al., 2011; Zeng et al., 2018). Planarian germ cells are specified inductively and are derived from neoblasts (Baguñà et al., 1989; Newmark et al., 2008; Sato et al., 2006; Wang et al., 2007). The vast majority of research on planarian regeneration focuses on asexual strains that reproduce by fission; however, planarians can also reproduce sexually as simultaneous hermaphrodites. Some planarians can even reproduce parthenogenetically: sperm serve to activate development, without contributing genetic information (a process known as gynogenesis), demonstrating the potency of the female germline (Benazzi and Benazzi, 1976). Germ cell development in sexual planarians is responsive to physiological cues: following prolonged starvation, gonads regress and accessory reproductive organs are resorbed (Berninger, 1911; Morgan, 1901; Schultz, 1904); when feeding is resumed, gonads again produce gametes and accessory reproductive organs are re-formed. Planarians’ remarkable developmental plasticity provides a unique opportunity to investigate mechanisms regulating sex-specific germ cell specification and differentiation in the context of an adult organism.

In sexual planarians, ovarian tissue is scarce relative to testes; as such, previous transcriptomic analyses predominantly identified genes with enriched expression in the testes rather than ovaries (Rouhana et al., 2017; Wang et al., 2010; Zayas et al., 2005). Whole-animal single-cell sequencing approaches produced similar results (Fincher et al., 2018). Thus, little is known about the gene expression changes driving female germ cell development in planarians. An orphan G-protein-coupled receptor (GPCR), Ophis, is expressed in somatic gonadal cells of ovaries and testes and is required for differentiation of both oocytes and sperm (Saberi et al., 2016); however, gene expression differences distinguishing female from male somatic gonadal cells have yet to be identified, and the roles of somatic ovarian cells in various stages of female germ cell development remain to be determined. Here, to circumvent the limited quantity of ovarian tissue and identify genes with enriched expression in planarian ovaries, we generated gonad-specific transcriptomes using laser-capture microdissection followed by RNA sequencing (RNA-seq). Analysis and validation of these transcriptomic data enabled us to characterize the developmental progression of female germ cells, define somatic ovarian cell types, and identify somatically expressed genes required for proper regeneration and development of female germ cells.

## RESULTS

### LCM sequencing identifies transcripts that mark and distinguish ovaries from testes

The reproductive system of the sexual strain of the planarian *Schmidtea mediterranea* consists of two ovaries located ventrally under the posterior lobes of the brain, numerous dorsolaterally distributed testes, and accessory reproductive organs (yolk glands [vitellaria], oviducts, sperm ducts, copulatory apparatus, and gonopore) (Figure 1A) (Hyman, 1951; Issigonis and Newmark, 2019). To precisely excise ovarian, testis, and surrounding non-gonadal tissues for transcriptomic comparisons, we used laser-capture microdissection (LCM; Figure 1B) (Emmert-Buck et al., 1996; Espina et al., 2006; Forsthoefel et al., 2020). 

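Ovary, testis, and non-gonadal tissue were captured from sexual planarians in 3 replicates each. An ovary replicate pooled sections from 14 worms, and a testis or non-gonadal replicate pooled sections from 6 worms. The strand-specific libraries were read as 100 nt single-end reads, which the authors trimmed, mapped to a planarian transcriptome with the zfs1 transcript added, and counted per transcript in CLC Genomics Workbench. The raw counts of 36036 transcripts, not pooled over replicates, came to 18611584 to 21654320 per non-gonadal library, 20629642 to 25730833 per ovary library, and 22157475 to 25537267 per testis library. The comparisons here were made from these counts with edgeR's quasi-likelihood test, in one fit with a mean per tissue and TMM scaling between libraries. Transcripts with a CPM of at least 1 in at least 3 libraries were tested, and p-values were adjusted by the Benjamini-Hochberg method over all of them. A transcript was past the threshold at a fold change of at least 2 and an adjusted p of at most 0.01, the paper's thresholds. Log2 fold changes are positive where the tissue named first is higher. The filter used the authors' CPM. Other CPM values, unless called plain, are counts scaled to the TMM-adjusted library size, and TPM values are the authors'. The counts are listed by transcript identifier only, so gene names were taken from the labels of Fig. S2A and Fig. S7E, from the table itself for zfs1, and from the first 35.6% of the paper's 1491 ovary-enriched entries of Table S1, of which 405 have a description that names the best match in other species. Replicates are pools of worms, so their spread covers differences between pools. Counting intervals cover counting error only.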

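Testis departed further from non-gonadal tissue than ovary did. Of the 18416 transcripts tested, 3364 were higher and 3466 were lower in ovary than in non-gonadal tissue, whereas 6145 were higher and 6473 were lower in testis. Between the gonads, 5602 were higher in testis and 5828 were higher in ovary. The transcripts higher in ovary had a median log2 fold change of 1.79, and 536 of them were at least 10-fold higher. Those higher in testis had a median log2 fold change of 3.75, and 3366 were at least 10-fold higher. For the 10-fold counts, the 70 and 114 transcripts without a count in any non-gonadal library were set to their lower bound, at which the medians were 1.79 and 3.74. In all, 7683 transcripts were higher in at least 1 gonad, which is 21.3% of the transcripts in the table. A transcript higher in both gonads was assigned to the gonad favored by the direct comparison where this was past the threshold. By this rule 1692 (4.7%) were ovary-enriched, 5272 (14.6%) were testis-enriched, and 719 (2%) were enriched in both.

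**Figure D1:**
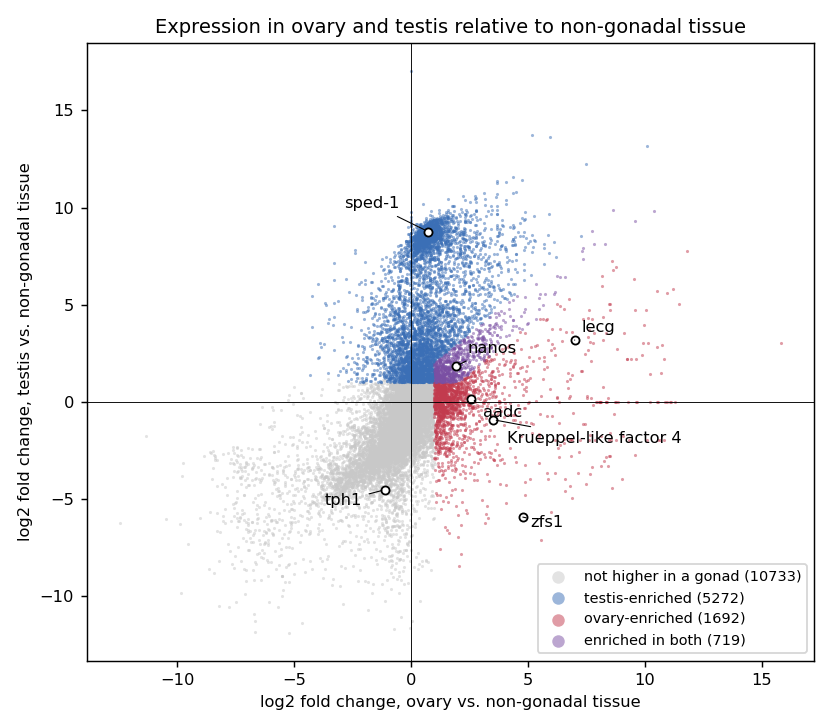
Log2 fold change of each tested transcript in ovary (horizontal axis) and in testis (vertical axis), both relative to non-gonadal tissue and with 3 libraries per tissue. Colors give the classes of 1692, 5272, and 719 transcripts, and open circles mark named transcripts.

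The balance of directions depended on the scaling between libraries. With total counts in place of TMM, 69% rather than 49.3% of the transcripts past the threshold in ovary were higher than in non-gonadal tissue, 39.3% rather than 48.7% in testis, and 30.1% rather than 49% between the gonads were higher in testis. The median log2 fold change then shifted by 0.42, −0.55, and −0.97 in these comparisons. With upper-quartile scaling the shares were 44%, 35%, and 33.9%. Both gonads were compared with the same 3 non-gonadal libraries, so the lists are not independent. A total of 1826 transcripts were higher in both gonads, against 1122 for lists drawn independently, and the part of this excess that comes from the shared libraries was not separated. In libraries simulated without differences the overlap was 0, but so was the number past the threshold in each gonad. That leaves nothing to overlap and sets no reference. The covariance of the log2 fold changes was 0.038 in those libraries and 3.37 in the data. Noise in the shared libraries is thus argued against as the main source of the folds moving together.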

RNA-seq analysis (Mortazavi et al., 2008; Nagalakshmi et al., 2008) of the laser-captured tissues identified 36,036 non-redundant transcripts, of which 7,577 (21%) were upregulated (≥2-fold, false discovery rate p value ≤0.01) in either or both gonads: 1,491 (4%) in ovaries; 4,880 (14%) in testes; and 1,206 (3%) in both (Figures 1B, 1C, and S1A–S1D; Table S1). To validate the LCM-generated gonadal transcriptomes, we examined genes with previously reported gonadal expression (Wang et al., 2010). As expected, we found significant upregulation of the majority of these genes (82 out of 89) in the testis transcriptome (Figure S2A), including *nanos*, a conserved regulator of germ cell development (Handberg-Thorsager and Saló, 2007; Sato et al., 2006; Wang et al., 2007), which was also upregulated in the ovary transcriptome (Figure S2A).

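The names of 10 transcripts in Fig. S2A could be tied to an identifier, and all 10 were higher in testis than in non-gonadal tissue. For nanos (SMED30034750), expression was 36.7 ± 3.59 CPM in ovary (SD, n = 3), 34.8 ± 4.43 CPM in testis, and 9.76 ± 0.833 CPM in non-gonadal tissue. Its log2 fold change was 1.91 in ovary (standard error 0.13, adjusted p = 4.2e-08 from edgeR's quasi-likelihood test) and 1.83 in testis (standard error 0.13, adjusted p = 1.9e-08 from the same test). The testis value dropped to 1.00, just under the 2-fold threshold, with upper-quartile scaling. Between the gonads nanos differed by −0.08 (adjusted p = 0.55 from edgeR's test), but with total-count scaling it was lower in testis, at −1.04. The galactose-binding lectin lecg (SMED30019646) had the opposite balance to most of these genes, with a log2 fold change of 7.00 in ovary and 3.18 in testis (adjusted p = 5.0e-08 and 7.5e-06, edgeR). Without non-gonadal replicate 2, these values were 7.91 and 4.09. The other 8 transcripts were 6.19 (nf-yb) to 8.77 (sped-1) log2 units higher in testis. A testis share was then removed from the ovary and non-gonadal libraries, a step chosen after seeing the data. The share of a library was the level, relative to testis, that 95% of the 200 most abundant testis transcripts reached or exceeded. Low expression or exchanged reads could give such a level too, so the values after removal depend on this choice. With the share removed, sped-1 moved from 8.77 to 10.45, C3H-zfn-1 from 8.65 to 10.11, and elav2 from 8.61 to 9.99. Of the 8, eIF3c and nf-yb were also higher in ovary than in non-gonadal tissue, by 2.98 and 2.37, and the remaining 6 were not past the threshold in ovary. With total-count scaling elav2, bic-c, C3H-zfn-1, and sped-1 passed it in ovary, as did elav2 (1.45), C3H-zfn-1 (1.11), and sped-1 (1.19) without non-gonadal replicate 1 and sped-1 (1.04) without ovary replicate 2. Expression of gapdh was at −0.91 in ovary and passed the threshold as lower with upper-quartile scaling (−1.03) and with the testis share removed (−1.62, adjusted p = 0.00807, edgeR). In plain CPM (counts over the total of the library), mean ovary levels of the 6 were 0.746% to 2.81% of their testis levels, and in every ovary library 95% of the 200 most abundant testis transcripts were found at 0.299% of their testis level or more.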

To validate candidates and identify new genes expressed in the ovary, we performed whole-mount colorimetric RNA *in situ* hybridization (WISH) for ovary-enriched transcripts and detected diverse expression patterns in and around the ovaries (Figures 1D and S2B). Approximately 90% (204 out of 227) of genes tested showed enriched expression in the ovary or associated reproductive structures. These results demonstrate the successful application of LCM-RNA-seq for generating gonad-specific transcriptomes, providing a resource for identifying regulators of germ cell development and regeneration.

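Of the first 35.6% of the ovary-enriched entries of Table S1, the part at hand, 529 were higher in ovary than in non-gonadal tissue and 2 did not pass the threshold. Their median log2 fold change was 1.92. Because the paper selected them from these libraries, this is not independent evidence. Of these entries, 472 were higher in ovary than in testis. In testis, 123 were lower and 42 were higher than in non-gonadal tissue. Among the described entries at hand with non-overlapping replicates and a mean TPM of at least 10, the largest increases in ovary were mostly for transcripts almost without counts in non-gonadal tissue. The transcript described as solute carrier family 43 member 3 (SMED30011282) had 4740 counts over the 3 ovary libraries and 1 count over the 3 non-gonadal libraries, in replicate 3, a ratio of 3180 after scaling (95% exact Clopper-Pearson counting interval 571 to 126000). The transcript described as 26S proteasome regulatory subunit 6A (SMED30003973) had 992 counts in ovary and 0 in non-gonadal tissue, and was at least 222-fold higher, with the bound taken from 3 counts over the group. Transcripts described as RNA-binding protein 39 (SMED30007251) and eukaryotic translation initiation factor 3 subunit H (SMED30007988) had no counts in testis and were at least 775-fold and 670-fold higher in ovary than in testis. ATP-dependent RNA helicase cgh-1 (SMED30006692) was abundant, at 2115 ± 196 CPM in ovary (SD, n = 3). Its log2 fold change against non-gonadal tissue was 7.64 (standard error 0.84, adjusted p = 3.9e-06 from edgeR's quasi-likelihood test), and 9.83 without non-gonadal replicate 2. The transcript of secreted peptide prohormone 17 (SMED30008210) was close to absent from testis, with 8549 counts in ovary, 1417 in non-gonadal tissue, and 3 in testis. Its ratio of non-gonadal tissue to testis was 386 (interval 132 to 1870). The fitted log2 fold change in testis moved from −8.46 to −9.37 without testis replicate 3, which held 2 of the 3 counts. From the comparisons of the captured tissues and the in situ patterns, the paper concludes that LCM-RNA-seq gave gonad-specific transcriptomes.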

### Female germ cell progenitors are specified outside the ovaries and express markers of pluripotency

Histological and ultrastructural studies have shown that planarian oocytes grow and mature in a progression from the margins of the ovary toward the tuba (fertilization duct) (Gremigni and Nigro, 1983; Harrath et al., 2011). Markers of the earliest stages of germ cell development (*nanos* and *krüppel-like factor 4* [*klf4*]) label oogonia at the ovary periphery (Issigonis et al., 2021; Wang et al., 2007); *nanos* and *klf4* are also expressed in two fields of cells, anterior to the ovary at the ventro-medial portion of each brain lobe (Issigonis et al., 2021). To help elucidate the origins and differentiation of the female germ cell lineage, we sought to identify ovary-enriched transcripts expressed at various stages of oogenesis. Fluorescent RNA *in situ* hybridization (FISH) analysis detected *galactose-binding lectin* (*lecg*) expression in differentiating cells throughout the ovary, but not in the anterior field of *klf4*-expressing cells (Figure 1E). Expression of *ubiquitin carboxyl-terminal hydrolase 8* (*ubp8*) was detected in larger oocytes residing within the ovary, proximal to the tuba, but not within smaller *lecg*^+^ cells at the ovary periphery (Figure 1F). Thus, *ubp8* is upregulated later in oocyte differentiation than *lecg* (Figure 1F). The expression patterns of these oocyte markers and the corresponding growth of oocytes reveal progressive stages of female germ cell differentiation, from the periphery of the ovary toward its interior.

Like the previously described patterns of *nanos* and *klf4* (Issigonis et al., 2021), we detected expression of a gene originally annotated as *polyketide synthase-1* (*pks1*) (Zeng et al., 2018) in fields of cells anterior to the ovary; its expression was also detected throughout the ovary (Figures 1D and 1G). This gene was identified via single-cell sequencing as a marker of a pluripotent subpopulation of neoblasts in asexual *S. mediterranea* (Zeng et al., 2018); because its predicted product shares no conserved domains with any reported proteins, including polyketide synthases, and based upon its expression dynamics (described below), we propose renaming it *germline-expressed*, *wound-induced in neoblasts* (*gwîn*; Sindarin for “youth,” corresponding to its expression beginning in early stages of female germ cell development). *gwîn* is expressed in the *klf4*^+^ fields anterior to (Figures 1G and 1Gi) and around the margins of the ovaries (Figures 1G and 1Gii). The *gwîin*^+^ cells in the anterior fields and around the margins of the ovary were labeled by anti-phospho-Histone H3 (pHH3) antibodies (Figure S3Ai and ii), indicating that they are proliferative. *gwîn* is also expressed in *lecg*^+^ oocytes within the ovary (Figures 1G and 1Giii), and, thus, serves as a marker spanning all stages of female germ cell development. These results suggest that the *nanos*^+^ *klf4*^+^ *gwîn*^+^ cells located at the margin of the ovary are oogonia that give rise to *gwîn*^+^*lecg*^+^ oocytes within the ovary (Figure 1G). Finding proliferating cells expressing the earliest markers of germ cell development (*nanos*^+^ *klf4*^+^*gwîn*^+^) anterior to the ovaries suggests that female germ cell progenitors (FGPs) can also be specified outside of the ovaries (Issigonis et al., 2021). Identifying markers for progressive stages of female germ cell development allows us to study early steps in female germ cell specification and differentiation.

### A marker of pluripotent neoblasts is expressed in germ cells and only upregulated in neoblasts after wounding

In addition to *gwîn*, single-cell analysis of a pluripotent neoblast subpopulation identified other cluster-defining transcripts, including *tspan group-specific gene-1* (*tgs-1*) and *tetraspanin-1* (*tspan-1*) (Zeng et al., 2018). The expression of *gwîn* in FGPs of sexual planarians suggested affinities between pluripotent neoblasts and early germ cells; thus, we sought to further explore this relationship. First, we examined the expression of the neoblast marker *piwi-1* (Reddien et al., 2005), a planarian PIWI homolog that is also expressed in germ cells (Davies et al., 2017). We detected relatively high levels of *piwi-1* mRNA in *gwîn*^+^ FGPs (Figures 2A and 2Ai and ii). Consistent with previous studies (Davies et al., 2017), we detected *piwi-1* expression in oocytes, suggesting that *piwi-1* expression is maintained through oocyte differentiation (Figures 2A and 2Aiii). 

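A pair of transcripts is described as tgs-1 in Table S1, and both were higher in ovary and lower in testis than in non-gonadal tissue. The first (SMED30000949) was measured at 15.0 ± 3.80 CPM in ovary, 4.91 ± 0.864 CPM in non-gonadal tissue, and 0.778 ± 0.327 CPM in testis (SD, n = 3 each). Its log2 fold change against non-gonadal tissue was 1.62 in ovary (standard error 0.23, adjusted p = 3.9e-05) and −2.66 in testis (standard error 0.32, adjusted p = 4.0e-06), both from edgeR's quasi-likelihood test. The other (SMED30002872) had log2 fold changes of 1.59 in ovary and −2.55 in testis (adjusted p = 1.0e-04 and 1.1e-05, edgeR). A transcript described as Tetraspanin-1 (SMED30010326) followed the same pattern, at 1.40 in ovary and −2.68 in testis (adjusted p = 5.9e-08 and 8.7e-11, edgeR). It is named by its description alone and was not tied to tspan-1. Each of the 3 was also lower in testis than in ovary. No transcript could be tied to gwîn, so its level is not given.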

Similar to *gwîn, tgs-1* is enriched in the ovarian transcriptome and expressed abundantly in FGPs (Figures 2B and S3C); however, *tgs-1* was also detected in a subset of neoblasts (Figure S3D). In the sexual strain, *gwîn* expression was most pronounced in germ cells in both ovaries and testes (Figures 1G, 2A, 2B, and S3B) and, aside from co-expression in the germ cells, its expression did not overlap with that of *piwi-1*.

To validate the expression of neoblast markers in germ cells, we first assessed *gwîn* expression in asexual *S. mediterranea*. Although these animals reproduce by fission, they develop gonad primordia containing germ cells that fail to differentiate (Handberg-Thorsager and Saló, 2007; Wang et al., 2007). In small asexuals (worm length: 2.3 ± 0.2mm) we did not detect *gwîn* expression anywhere in the animal; larger asexuals (4.2 ± 0.5mm), however, displayed a small group of *gwîn*^+^ cells ventral to the posterior brain lobes (Figures 2D and 2E), reminiscent of FGPs in the sexual strain and consistent with the increase of *nanos*^+^ *klf4*^+^ female germ cells in this region of larger asexual planarians (Issigonis et al., 2021). We did not detect *gwîn* expression in testis primordia of asexuals, suggesting that *gwîn* is upregulated during a later stage of male germ cell development (Figure 2D).

Considering the scarcity of FGPs in asexuals, it seems unlikely that these cells were captured during single-cell sequencing by Zeng et al.; rather, *gwîn* expression in pluripotent neoblasts could result from cell dissociation and the subsequent induction of wound-response transcriptional programs (Lacar et al., 2016; Wu et al., 2017). Indeed, wound responsiveness was one of the criteria used to define this neoblast subcluster (Zeng et al., 2018). To test this idea, we examined *gwîn* expression by WISH after amputating or injuring the worms and found that *gwîn* mRNA was upregulated at wound sites in both sexual and asexual strains (Figures 2C–2F). This dramatic upregulation at wound sites may account for the expression of *gwîn* in additional clusters beyond that expressing *tgs-1*, as well as its broad expression in neoblast colonies observed after partial irradiation (Zeng et al., 2018). We corroborated our ISH analysis by examining previous regeneration transcriptomes (Kao et al., 2013; Rozanski et al., 2019), which revealed that *gwîn* is upregulated as early as 4 to 6 h after injury, a time frame consistent with the possibility of cell-dissociation-induced upregulation in neoblasts (Figure S4A). In contrast, other early germ cell markers, such as *klf4* and *nanos*, are not upregulated at wound sites (Figures S4B and S4C). Next, we confirmed that *gwîn* was upregulated in neoblasts after amputation by performing double FISH with the neoblast marker *piwi-1*. In uninjured asexual planarians, *gwîin*^+^*piwi-1*^+^ cells were only detected in the FGP region (Figure 2E). However, after amputation, *gwîn*^+^*piwi-1*^+^ cells were detected at both anterior and posterior wound sites (Figure 2F). These data indicate that, in intact planarians, *gwîn* marks germ cells rather than neoblasts. Wound-inducible expression of this gene in neoblasts provides another link between germ cells and the planarian’s pluripotent stem cells.

### Gene-expression profiling reveals spatial heterogeneity in ovarian somatic cells

How are FGPs maintained and what regulates their differentiation within the ovary? Somatic gonadal cells play critical roles in regulating germ cell development throughout the animal kingdom. To date, studies of soma-germline interactions in the planarian ovary have been limited by the availability of appropriate markers. The first such marker, *ophis*, encodes an orphan GPCR expressed in somatic support cells of ovaries and testes and is required for both female and male germ cell differentiation (Saberi et al., 2016). Our ISH screen of ovary-enriched transcripts identified three genes with expression patterns distinct from those observed for germ-cell-enriched transcripts, and resembling a scaffold surrounding the germ cells: *delta3*; the forkhead-family transcription factor, *foxL*; and *endothelin converting enzyme 1 (ece1)* (Figures 1C, 1D, and S5A). 

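A transcript in the part of Table S1 at hand is described as Delta-like protein C (SMED30002414), but nothing ties it to delta3 by name. Its expression was 51.1 ± 6.35 CPM in ovary, 7.82 ± 0.271 CPM in non-gonadal tissue, and 0.470 ± 0.196 CPM in testis (SD, n = 3 each). It was higher in ovary than in non-gonadal tissue by a log2 fold change of 2.71 (standard error 0.13, adjusted p = 3.4e-09 from edgeR's quasi-likelihood test). In testis the log2 fold change was −4.03 (standard error 0.23, adjusted p = 1.8e-09 from edgeR's test). No entry described as a forkhead L factor or as endothelin converting enzyme 1 was found there, so foxL and ece1 have no values here.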

We confirmed that *delta3, foxL*, and *ece1* transcripts were not detected in female germ cells using double FISH with pooled probes for the germ cell markers *klf4* and *lecg* (Figures 3A, 3B, and 3C). Additionally, unlike *ophis* (Saberi et al., 2016), *delta3, foxL,* and *ece1* transcripts were not detectable in the testes, indicating sexually dimorphic expression (Figure S5A). *delta3*^+^ cells are closely associated with oocytes, and co-express *ophis* within the ovary, confirming *delta3* as a marker of ovarian somatic cells (Figure 3D). Double FISH to detect *foxL* and *delta3* revealed higher expression of *foxL* in *delta3*^+^ somatic cells situated proximal to the tuba, compared with *delta3*^+^ cells at the periphery (Figure 3E). In contrast, *ece1* is expressed in the peripheral *delta3*^+^ cells (Figure 3F). Double FISH to detect both *ece1* and *foxL* confirmed the presence of *ece1*^*high*^*foxL*^*low*^ cells at the periphery of the ovary (Figures 3G, 3Gi, and 3H) and *ece1*^*low*^ *foxL*^*high*^ cells proximal to the tuba (Figures 3G, 3Gii, and 3H), indicating heterogeneity among ovarian somatic support cells. This heterogeneity could reflect distinct functional roles at different stages of oogenesis.

### Ovarian somatic cells regulate female germ cell development via conserved factors

*foxL* encodes a planarian homolog of the forkhead-family transcription factor FoxL2 (Figure S5B), which is a critical regulator of granulosa cell differentiation in the mammalian ovary. Ovaries fail to develop properly in *FoxL2* knockout mice: the absence of functional granulosa cells in these mutants leads to oocyte atresia and infertility due to progressive follicular depletion (Schmidt et al., 2004; Uda et al., 2004). Human mutations in *FoxL2* can lead to premature ovarian failure or ovarian tumors (Crisponi et al., 2001; Georges et al., 2014; Schmidt et al., 2004; Shah et al., 2009; Uda et al., 2004; Uhlenhaut and Treier, 2011). *FoxL2* is also required to actively maintain female fate in the adult mouse ovary (Uhlenhaut et al., 2009). Although *FoxL2* genes have been identified in a range of invertebrates, its expression in ovarian somatic cells, but not germ cells, has been proposed to be a vertebrate innovation (Bertho et al., 2016). Furthermore, functional roles for *FoxL2* homologs in ovarian development have yet to be demonstrated in any invertebrate.

Thus, it was noteworthy to find planarian *foxL* similarly expressed in ovarian somatic cells, enriched in the tuba-proximal population surrounding late-stage oocytes (Figures 3B, 3E, 3G, and S5A). To examine whether *foxL* also plays a functional role in oogenesis, we used RNAi to knock down its expression in the context of decapitated worms that will regenerate new ovaries (Figure 4A). *foxL*(*RNAi*) worms regenerated their heads normally and displayed normal feeding behavior (Figure S5C). The distribution and numbers of *klf4*^+^ FGPs in the anterior fields were not affected significantly in these animals (Figures 4B and 4C). However, *foxL* RNAi resulted in a dramatic and significant reduction in the number of *lecg*^+^ oocytes (Figures 4B and 4C). These data suggest that *foxL* is required cell non-autonomously for oocyte differentiation and maintenance in planarians.

As reported above, ovarian somatic cells also express a *delta3* homolog (Figures 3A and 3B), which encodes a transmembrane Notch-signaling ligand (Figure S5D) (Bray, 2006). Notch signaling plays critical roles in various aspects of soma-germ cell interactions across species. For example, the *Caenorhabditis elegans* niche uses Notch signaling to regulate germline stem cell maintenance and proliferation (Byrd and Kimble, 2009), whereas, in the *Drosophila* ovary, Notch signaling controls the formation and maintenance of the niche (Xie et al., 2008). To explore the role of Notch signaling in planarian oogenesis, we performed *delta3* RNAi experiments in the context of the ovarian regeneration paradigm (Figure 4A). *delta3*(*RNAi*) planarians displayed a significant increase of *klf4*^+^ FGPs, the distribution of which was skewed toward the midline (Figures 4D, 4E, and 4F). Additionally, the ovaries of *delta3*(*RNAi*) planarians appeared disorganized, with *klf4*^+^ FGPs intermingled with *lecg*^+^ oocytes; oocyte numbers were significantly reduced (Figures 4D and 4E).

Because direct cell-cell interaction is necessary for Notch signaling (Bray, 2006), we asked whether Notch receptors were also expressed in the ovary. We found enriched expression of transcripts encoding both planarian Notch receptors in the ovarian transcriptome (Figures S5D and S5E). FISH revealed mRNAs of both *notch2* and *notch4* in the tuba and oviduct; *notch4* mRNA was also detected in the *delta3*^+^ ovarian somatic cells (Figure 4G). Knockdown of *notch2* resulted in a significant expansion, midline-skewed distribution of *klf4*^+^ FGPs, and disorganized ovaries with depleted oocytes, similar to *delta3*(*RNAi*) worms. By contrast, *klf4*^+^ FGPs appeared unaffected after *notch4* RNAi, but oocyte numbers were reduced (Figures 4D, 4E, and 4F). Although *notch2*(*RNAi*) worms regenerated normally, they were smaller at the end of our assay, suggesting roles in growth or feeding, which could also influence oocyte development (Figure S5F). Altogether, Notch signaling plays several roles in female germ cell development in planarians, regulating the number and distribution of FGPs, as well as the spatial organization of the ovary, with effects upon oocyte production. The expression patterns of the Notch-signaling components reported here suggest that interactions between accessory reproductive organs (oviduct, tuba) and ovarian somatic cells may also help establish proper structure of the ovary.

### A female-specific regulator of germ cell regeneration: bidirectional soma-germline communication

In addition to markers of ovarian somatic cells, the ovary transcriptome enabled us to identify *zfs1*, a female-specific early germ cell marker. This gene encodes a predicted RNA-binding protein (Figure S6A) and is expressed in ovaries as well as in cells anterior to the ovaries (Figures 5A and 5B). 

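Transcripts of zfs1 were found in ovary and were close to absent from testis. The 3 ovary libraries held 3869 zfs1 counts (1212 to 1401 each), the 3 non-gonadal libraries held 96 (17 to 56 each), and the 3 testis libraries held 1. Expression was higher in ovary than in non-gonadal tissue by a log2 fold change of 4.79 (standard error 0.27, adjusted p = 1.1e-08 from edgeR's quasi-likelihood test), or 5.39 without non-gonadal replicate 2. After scaling, the ratio of ovary to testis was 2120 (95% exact Clopper-Pearson counting interval 381 to 83900), and that of non-gonadal tissue to testis was 78.4 (interval 13.7 to 3130). The fitted log2 fold changes of testis, −10.72 against ovary and −5.93 against non-gonadal tissue (adjusted p = 4.4e-10 and 3.1e-05, edgeR), rest on that single count and on the prior count of the fit. Without testis replicate 2, which held the count, they were −12.96 and −8.18. Leaving out non-gonadal replicate 2 instead gave −5.33 for testis against non-gonadal tissue. A transcript described as Krueppel-like factor 4 (SMED30004223), the family of another germ cell marker, was also concentrated in ovary, at 85.4 ± 10.0 CPM against 7.51 ± 2.76 CPM in non-gonadal tissue and 4.01 ± 0.811 CPM in testis (SD, n = 3). Its log2 fold change was 3.50 in ovary (standard error 0.22, adjusted p = 2.2e-08 from edgeR's test). In testis it was −0.91 (adjusted p = 0.00415, edgeR), short of 2-fold, and it passed that threshold with total-count scaling (−1.46) and upper-quartile scaling (−1.75), and without non-gonadal replicate 1 (−1.14) or testis replicate 3 (−1.13).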

Double FISH with *gwîn* indicated that *zfs1* is co-expressed in FGPs and oocytes (Figure 5C); however, unlike other FGP markers (*klf4* and *nanos*) that are also expressed in early stages of male germ cell development, *zfs1* expression was restricted to female germ cells (Figures 5A and 5B). RNAi knockdown of *zfs1* using the previously described ovary-regeneration paradigm (Figure 4A) resulted in a dramatic reduction in the number of *klf4*^+^ FGPs and ablation of *lecg*^+^ oocytes (Figures 5D and 5E). By contrast, male germ cell development was unaffected by *zfs1* RNAi: *klf4*^+^ early male germ cells at the testis periphery, and DAPI-stained sperm in the lumen (Issigonis et al., 2021) appeared normal (Figure 5F). Accessory reproductive structures and egg laying were also unaffected. However, *zfs1*(*RNAi*) animals were sterile: they failed to produce hatchlings (Figures S6B–S6D). These results indicate a germ-cell-intrinsic, female-specific role for *zfs1*, which belongs to a small, yet ancient, family of RNA-binding proteins that regulate mRNA turnover (Cuthbertson et al., 2008; Wells et al., 2017). The yeast ortholog is a regulator of sexual differentiation (Kanoh et al., 1995; Navarro et al., 2017), and the mammalian homolog, ZFP36L2, is critical for oocyte maturation, targeting transcriptional regulators and chromatin modifiers for degradation (Dumdie et al.,2018). Understanding how *zfs1* expression is restricted to female germ cells will provide insight into the modulation of germ cell sex in a simultaneous hermaphrodite.

Although *zfs1*(*RNAi*) animals lack female germ cells, DAPI staining suggested that ovaries were still present (Figure 5D). To examine whether the somatic ovary was affected, we used *delta3* as a marker, revealing increased somatic cells in *zfs1*(*RNAi*) worms (Figures 5G and 5H). We recently reported that *klf4* RNAi resulted in loss of female germ cells and concomitant expansion of the somatic ovary; however, *klf4* RNAi also leads to loss of testes and vitellaria (Issigonis et al., 2021). The ovary-specific effects of *zfs1* RNAi suggest that the absence of female germ cells, rather than altered systemic cues resulting from lack of testes and vitellaria, triggers expansion of ovarian somatic cells in *klf4*(*RNAi*) worms (Figures 5G and 5H). Thus, germ cells and somatic support cells communicate bidirectionally during ovary regeneration.

### Unexpected roles of AADC in germ cell development and regeneration

The laser-capture transcriptomes also revealed unanticipated gonadal expression of conserved genes not previously implicated in gonadal function. Aromatic L-amino acid decarboxylase (AADC) is a broadly conserved enzyme (Figure S7A) that catalyzes a key reaction in the production of monoamine neurotransmitters, such as serotonin and dopamine. Previous studies of asexual planarians showed that *aadc* is expressed in serotonergic neurons within the central nervous system, as well as in pigment cups of the photoreceptors and secretory cells around the pharynx (Currie and Pearson, 2013; März et al., 2013). Thus, it was surprising to find enriched expression of *aadc* mRNA in the planarian ovary (Figure S7B). 

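Expression of aadc (SMED30020439) was several times higher in ovary than in either of the other tissues. It was 116 ± 3.16 CPM in ovary, 19.7 ± 1.53 CPM in non-gonadal tissue, and 21.8 ± 3.26 CPM in testis (SD, n = 3 each). The log2 fold change in ovary was 2.56 against non-gonadal tissue (standard error 0.12, adjusted p = 2.3e-09 from edgeR's quasi-likelihood test). Testis was lower than ovary at a log2 fold change of −2.42 (standard error 0.12, adjusted p = 7.5e-10 from edgeR's test). Against non-gonadal tissue, testis did not pass the threshold, at 0.15 (adjusted p = 0.27 from edgeR's test), and its sign turned with upper-quartile scaling (−0.69) and total-count scaling (−0.40).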

We confirmed ovary-enriched *aadc* expression using *in situ* hybridization (Figure 6Ai), and also detected *aadc* expression in the testes and vitellaria (Figure 6Aii, iii). Double FISH to detect *aadc* and somatic support cell markers in ovaries (*delta3, foxL*, and *ece1*) and testes (*ophis*) revealed that *aadc* is expressed in both female and male somatic gonadal cells (Figures 6B and 6C). In ovaries, *aadc* expression was enriched in the *ece1*^+^*foxL*^*low*^ cells at the periphery (Figure 6B). To confirm this expression in somatic gonadal cells, we generated and validated polyclonal antibodies against AADC (Figures S7C, S7D; STAR Methods). Immunofluorescence labeling with anti-AADC antibodies detected AADC within the somatic support cells, which form scaffolds surrounding the germ cells in ovaries and testes (Figures 6D and 6E, and S7D). These data suggest that AADC could act locally within somatic gonadal cells to produce monoamines. 

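Transcripts of the serotonin pathway differed in level between ovary and testis. Of the 11 transcripts labeled in Fig. S7E, 4 were higher and 3 were lower in ovary than in non-gonadal tissue, 5 were higher and 3 were lower in testis, and 10 differed between the gonads, all past the threshold in edgeR's quasi-likelihood test. The decreases of tph1 and henna in ovary no longer passed it with total-count scaling. Among those higher in ovary, the increase of vmat SMED30015164 is not separated from the low level at which testis transcripts are found in ovary libraries.

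**Figure D2:**
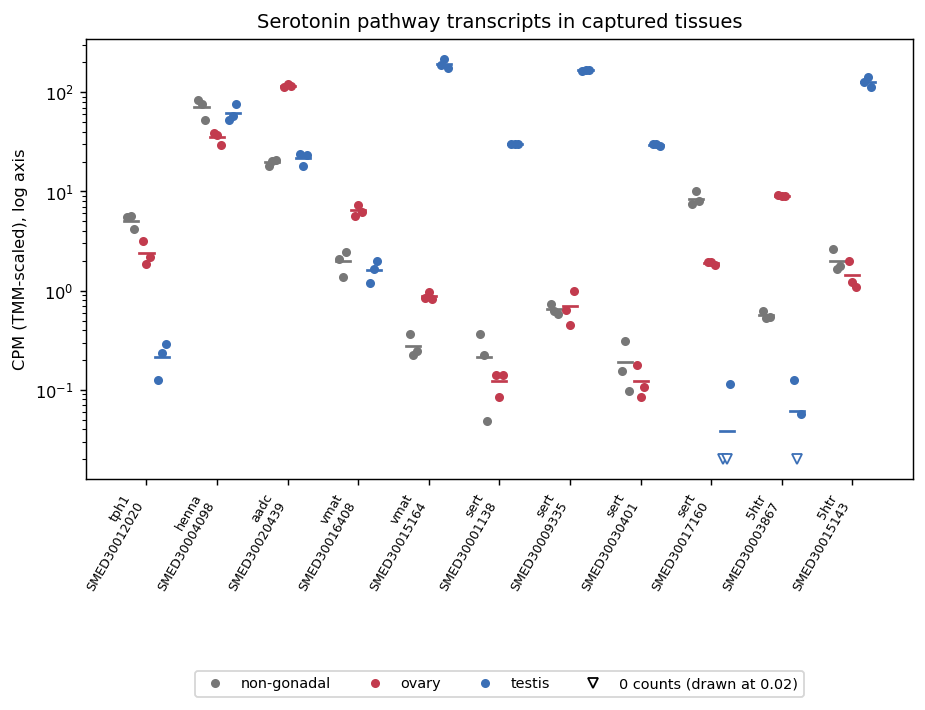
CPM of the 11 transcripts on a log axis, with a point per library (3 per tissue) and a bar at the mean of each tissue. Open triangles mark libraries with 0 counts. The transcripts tph1, henna, and aadc are read in all 9 libraries, while sert SMED30017160 and 5htr SMED30003867 have testis libraries without a count.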

In support of this idea, we find differential expression of various serotonin synthetic enzymes and other pathway components in the ovary and testis transcriptomes (Figure S7E).

To determine whether monoamines play a role in female germ cell development, we disrupted AADC function using the RNAi paradigm described above (Figure 4A). Knockdown of *aadc* resulted in the failure to regenerate ovaries after amputation: we observed a dramatic reduction of *klf4*^+^ FGPs and loss of oocytes (Figures 6F and 6K). Furthermore, *aadc*(*RNAi*) worms failed to regenerate the somatic compartment of the ovary (Figures 6G and 6L). These results suggest that AADC activity is necessary for the specification of FGPs and implicates ovarian somatic cells in this process. More broadly, accessory reproductive organs (vitellaria, oviducts, sperm ducts, and the gonopore) failed to regenerate or be maintained, and egg laying was abolished in *aadc*(*RNAi*) worms (Figures S7F–S7H). No obvious *aadc* expression was detected in oviducts or sperm ducts (Figure 6A), suggesting that AADC function within neurons, somatic gonadal cells, and/or vitellaria could act extrinsically in regeneration of these organs.

In contrast to the lack of ovaries after *aadc* knockdown, *aadc*(*RNAi*)animals displayed hyperplastic testes, full of early male germ cells (Figure 6H). Testes of control worms consist of peripherally located, immature (*klf4*^+^*nanos*^+^ and *klf4*^−^*nanos*^+^) germ cells, with luminal differentiating germ cells (spermatids and sperm) (Issigonis et al., 2021; Wang et al., 2007). Testes of *aadc*(*RNAi*) worms, however, consisted mainly of *klf4*^+^*nanos*^+^ early male germ cells and lacked differentiated cells (Figures 6H, 6I, and 6M). Unlike the ovaries, somatic cells in the testes appeared unaffected after *aadc* knockdown (Figures 6J and 6N). Taken together, these results implicate somatic gonadal cells as a potential source of monoamines, which may be acting differentially upon male and female germ cells in planarians.

## DISCUSSION

Planarians exhibit extraordinary plasticity in reproductive development, including the ability to regenerate germ cells *de novo*; the mechanisms underlying this plasticity remain poorly understood. To uncover mechanisms underlying female germ cell development and regeneration, we generated gonad-specific transcriptomes. These studies identified genes defining progressive stages of female germ cell development and revealed heterogeneity of somatic ovarian cells. We uncovered intriguing similarities between female germ cells and neoblasts, the pluripotent stem cells that drive regeneration. We identified conserved, somatically expressed regulators, which have sex-specific functions in germ cell development and regeneration. Our findings underscore the key role played by somatic support cells in both development and regeneration of germ cells.

### Germ cell sex in a simultaneous hermaphrodite and the relationship of FGPs to pluripotent stem cells

Planarians are simultaneous hermaphrodites, developing ovaries and testes in different regions of the body. Because the genes implicated thus far in the earliest stages of germ cell development (*nanos* and *klf4*) are expressed in both male and female germ cells (Handberg-Thorsager and Saló, 2007; Issigonis et al., 2021; Sato et al., 2006; Wang et al., 2007), it was unclear whether the sex of these early germ cells was already determined. The identification of *zfs1* as a female-specific, germcell-intrinsic factor indicates that planarian germ cells “know” their sex early in their development. Presumably, inputs from global-patterning signals that define the animal’s major body axes (Reddien, 2018) are integrated such that germ cells born antero-ventrally toward the base of the brain adopt female fates, whereas those born dorso-laterally adopt male fates. Exploring the impact of global-patterning signals on sex-specific germ cell specification will be an important future direction.

The distribution of FGPs in fields anterior to the ovaries suggests two plausible scenarios. These fields could represent streams of migratory female germ cells that will later be incorporated into the ovary, similar to the example of planarian eye progenitors that are found in streams outside of the photoreceptors (Atabay et al., 2018; Lapan and Reddien, 2012). Alternatively, early female germ cells may be specified in a relatively broad antero-ventral region, but only those cells interacting with somatic gonadal cells (or other anatomical landmarks) will be incorporated into the ovary and produce oocytes. Whichever of these models best reflects reality, the gene expression changes we identified throughout female germ cell development suggest that FGPs/oogonia found around the margin of the ovary differentiate peripherally into oocytes that mature and move internally toward the tuba, where they exit from the ovary for fertilization (Figure 7).

Previous studies have noted the similarities between neoblasts and germ cells, from the presence of ribonucleoprotein granules called chromatoid bodies, to the expression of several genes associated with germline development in other animals, including *vasa, piwi, tudor, pumilio*, and *bruno* (Guo et al., 2006; Reddien et al., 2005; Salvetti et al., 2005; Shibata et al., 1999; Solana et al., 2009). Single-cell transplantation into lethally irradiated hosts revealed a subpopulation of neoblasts capable of giving rise to all cell types in the animal; these pluripotent neoblasts are functionally defined as clonogenic neoblasts (cNeoblasts) (Wagner et al., 2011). Single-cell sequencing efforts to characterize a pluripotent neoblast subpopulation identified TSPAN-1 as a cell-surface marker that can be used to enrich for cNeoblasts (Zeng et al., 2018). These authors identified *tgs-1* and *pks1* (here renamed *gwîn*) as signature transcripts associated with this *tspan-1*^+^ cluster in the asexual strain of S. *mediterranea.* We have shown that, in the sexual strain, these two genes are expressed abundantly in FGPs. Although *gwîn* is expressed at high levels constitutively in germ cells during homeostasis, it is only upregulated in neoblasts in response to wounding. This wound-responsive, neoblast-specific upregulation of genes associated with early stages of female germ cell development is particularly intriguing given the recent demonstration that neoblast fates are far more plastic than generally appreciated: specialized neoblast subclasses that express transcription factors associated with specific cell types are capable of generating daughters that adopt other fates (Raz et al., 2021). These authors also found that *tgs-1* was not expressed in all early neoblast colonies; rather, their single-cell sequencing analysis detected *tgs-1* expression in clusters displaying features of neural specification (Raz et al., 2021). Whether *tgs-1* expression in female germ cells reflects additional similarities between FGPs and neural fates (e.g., reliance on post-transcriptional control of gene expression; Kulkarni et al., 2020) will be a fascinating avenue for future study. Nonetheless, our results suggest that neoblast plasticity may involve transient activation of some germ-cell-associated genes. Similarities in gene expression between germ cells and pluripotent neoblasts during regeneration are consistent with previous observations that planarian germ cells are capable of contributing to the regeneration of somatic tissues (Gremigni et al., 1980a; 1980b).

### Ovarian somatic support cells: Key players in germ cell regeneration

Somatic support cells of planarian ovaries were observed ultrastructurally decades ago (Fischlschweiger, 1991, 1994; Gremigni and Falleni, 1998; Gremigni and Nigro, 1983; Harrath et al., 2011), but their functional characterization began with the discovery of *ophis*, a GPCR-encoding gene that is expressed in somatic gonadal cells and required for germ cell differentiation (Saberi et al., 2016). The paucity of these cells had thus far hindered their discovery by bulk and single-cell sequencing approaches (Fincher et al., 2018; Zayas et al., 2005). We used LCM to overcome this limitation, and the resulting gonad-specific transcriptomes enabled us to identify a set of sexually dimorphic ovarian support cell markers (*delta3*, *foxL,* and *ece1*). Their expression patterns revealed heterogeneity within ovarian somatic cells: enriched expression of *ece1* and *aadc* was observed in cells distal to the tuba, whereas enriched expression of *foxL* was detected in cells proximal to the tuba, associated with later-stage oocytes. We found that *aadc* was required for FGP specification and maintenance, whereas *foxL* was required for oocyte differentiation and maintenance, without affecting FGPs (Figure 7). These disparate effects suggest that the tuba-distal and tuba-proximal somatic cell populations may control distinct stages of female germ cell development (Figure 7). Such distinct functional domains would be consistent with the recently described functional compartmentalization of the somatic niche in the germarium of the *Drosophila* ovary (Shi et al., 2021; Tu et al., 2021) and the distinct populations of granulosa cells regulating reproductive onset versus duration in the mouse ovary (Niu and Spradling, 2020).

The expression patterns and knockdown phenotypes of the Notch-signaling components reported here suggest that interactions between ovarian somatic cells (which express *delta3* and *notch4*) and accessory reproductive organs, the oviduct and tuba (which express *notch2* and *notch4*), help establish (and/or maintain) proper ovarian structure. Notch signaling also affects the germ cells: RNAi knockdown of *delta3* or *notch2* resulted in both the skewed distribution of FGPs toward the midline and an increase in the number of FGPs. The midline skewing could reflect the role of *delta3* in midline patterning: it is expressed at the midline and knockdown in the asexual strain leads to cyclopia (Sasidharan et al., 2017). We did not observe cyclopic worms in our RNAi regeneration assays, so it remains to be determined if FGPs are more sensitive to the disruption of midline cues than the photoreceptors, or if the altered distribution reflects altered signaling from the somatic ovary. Nonetheless, potential alterations in midline patterning seem unlikely to affect the number of FGPs; thus, the somatic ovary may be capable of communicating with FGPs and regulating their specification and/or proliferation at a distance.

*FoxL2* is a critical regulator of granulosa cell fate in mammals; homologs of this gene had yet to be characterized functionally in any invertebrate. Our observations that a planarian homolog (*foxL*) is expressed robustly in a subpopulation of somatic ovarian cells and is required for oocyte differentiation and maintenance suggest that the female-specific role of FoxL family members in the somatic gonad may well predate the emergence of vertebrates. The sexually dimorphic expression of planarian *foxL* is particularly intriguing in the context of this simultaneous hermaphrodite. In mice, female-specific FoxL2 and male-specific Dmrt1 transcription factors act in a mutually antagonistic manner to maintain gonadal sex: post-natal conditional knockout of *foxL2* results in granulosa cell transdifferentiation into Sertoli cells (Uhlenhaut et al., 2009); by contrast, post-natal conditional knockout of *dmrt1* results in Sertoli cell transdifferentiation into granulosa cells (Matson et al., 2011). In addition to *foxL*, planarians also have a *dmrt1* homolog (*dmd-1*), which is expressed specifically in male reproductive organs (including somatic cells of the testes) and is required for the specification, differentiation, and maintenance of male germ cells as well as accessory reproductive organs (Chong et al., 2013). Whether functional antagonism, like that observed in mice, between female-specific *foxL* and male-specific *dmd-1* also plays a role in maintaining gonadal sex in this simultaneous hermaphrodite will be an important avenue for future studies.

### Potential non-neuronal roles of monoamines in germ cell development

Biogenic monoamines, like serotonin and dopamine, act as neurotransmitters across the animal kingdom (Weiger, 1997; Yamamoto and Vernier, 2011). It is perhaps less widely appreciated that many of these molecules predate the evolution of nervous systems (Roshchina, 2016) and play other, non-neuronal roles (Bellono et al., 2017; Lv and Liu, 2017; Matsuda et al., 2004). Our finding that AADC, an enzyme required for monoamine synthesis, plays sex-specific roles in planarian germ cell regeneration implicates monoamines in the regulation of crucial stages of germ cell development, from specification to differentiation. AADC is involved in the synthesis of many different monoamines (including serotonin, tyramine, tryptamine, histamine, dopamine, and other catecholamines); thus, it is unclear whether the observed sex-specific effects reflect sex-specific activities of different monoamines or whether male and female tissues respond differentially to the same monoamine.

Although we do not yet know the identity of the monoamine(s) mediating the *aadc*(*RNAi*) phenotype, planarian gonads possess the machinery to respond differentially to the same monoamine. For example, we queried the gonad transcriptomes and found evidence for serotonergic pathways in both testes and ovaries (Figure S7E). Tryptophan hydroxylase (TPH) catalyzes the conversion of L-tryptophan to 5-hydroxy-L-tryptophan, which is decarboxylated by AADC to produce serotonin. Vesicular monoamine transporters (VMAT) then package serotonin into vesicles for release, where it can bind serotonin receptors (5HTR). Serotonin transporters (SERTs) terminate signaling by taking up extracellular serotonin. A homolog of the *Drosophila* peripheral tryptophan hydroxylase (TPH), *henna*, is highly expressed in both testes and ovaries, relative to the neuronally expressed *tph1* (Currie and Pearson, 2013; März et al., 2013; Sarkar et al., 2019). 

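The henna transcript (SMED30004098) was much more abundant than tph1 (SMED30012020) in each tissue. Expression of henna was 35.1 ± 4.85 CPM in ovary, 62.2 ± 12.3 CPM in testis, and 71.4 ± 16.4 CPM in non-gonadal tissue (SD, n = 3 each). For tph1 it was 2.40 ± 0.669, 0.215 ± 0.0829, and 5.09 ± 0.804 CPM in the same order. Relative to non-gonadal tissue neither was enriched in a gonad. The log2 fold change of henna was −1.02 in ovary and −0.20 in testis (adjusted p = 3.0e-04 and 0.32 from edgeR's quasi-likelihood test), and that of tph1 was −1.09 in ovary and −4.52 in testis (adjusted p = 0.0010 and 5.5e-08 from the same test). The ovary decreases of henna and tph1 lay close to the 2-fold threshold and were −0.60 and −0.68 with total-count scaling, under the threshold. Without ovary replicate 2, tph1 was at −0.96. Without ovary replicate 3, non-gonadal replicate 1, or non-gonadal replicate 2, henna was at −0.91, −0.88, and −0.97. With upper-quartile scaling henna passed the threshold in testis as well (−1.03).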

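A pair of vmat transcripts differed between the gonads in opposite directions. The vmat transcript SMED30016408 was at 6.43 ± 0.848 CPM in ovary, 1.61 ± 0.414 CPM in testis, and 1.97 ± 0.542 CPM in non-gonadal tissue (SD, n = 3 each). Its log2 fold change was 1.71 in ovary against non-gonadal tissue (standard error 0.24, adjusted p = 3.1e-05 from edgeR's quasi-likelihood test) and −1.99 in testis against ovary (adjusted p = 6.6e-06 from the same test). In testis against non-gonadal tissue it was −0.28 (adjusted p = 0.34 from edgeR's test), and −1.11 and past the threshold with upper-quartile scaling. The vmat transcript SMED30015164 was at 193 ± 22.1 CPM in testis, a log2 fold change of 9.43 against non-gonadal tissue (standard error 0.19, adjusted p = 2.2e-12 from edgeR's test). It was also higher in ovary than in non-gonadal tissue, by 1.67 (standard error 0.29, adjusted p = 2.5e-04 from edgeR's test). In plain CPM (counts over the total of the library) its level in the ovary libraries was 0.823% to 1.01% of its testis level. The 200 most abundant testis transcripts had medians of 0.658% to 1.07% there, so the increase is not separated from the low level at which testis transcripts are found in ovary libraries. With the testis share removed from the ovary and non-gonadal libraries, a step chosen after seeing the data, the ovary value was 4.23 (standard error 1.02, adjusted p = 0.00271, edgeR) and the testis value moved from 9.43 to 13.16, but both rest on 1 count left of 17 in non-gonadal tissue.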

Planarian gonads also express *vmat* and *sert* homologs, suggesting the ability to release and recycle serotonin. 

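Of 4 sert transcripts, 3 were concentrated in testis. Their mean CPM in testis was 167 for SMED30009335, 30.0 for SMED30001138, and 29.4 for SMED30030401, and their log2 fold changes against non-gonadal tissue were 8.00, 7.12, and 7.21 (adjusted p = 2.5e-12, 3.3e-11, and 1.3e-11 from edgeR's quasi-likelihood test). The last was 7.80 without non-gonadal replicate 2, and the first was 8.78 with the testis share removed from the ovary and non-gonadal libraries, a step chosen after seeing the data. In plain CPM (counts over the total of the library) their mean ovary levels were 0.797% to 0.814% of their testis levels, and none passed the threshold in ovary. The other sert transcript (SMED30017160) was highest in non-gonadal tissue, at 8.47 ± 1.40 CPM (SD, n = 3), with a log2 fold change of −2.16 in ovary (adjusted p = 2.7e-06, edgeR). It had 2 counts over the testis libraries, both in replicate 3, against 529 in non-gonadal tissue, a ratio of 216 (95% exact Clopper-Pearson counting interval 59.5 to 1790). The serotonin receptors were divided between the gonads. The 5htr transcript SMED30003867 had 839 counts in ovary, 35 in non-gonadal tissue, and 3 in testis. Its log2 fold change in ovary was 4.00 (standard error 0.24, adjusted p = 1.4e-08 from edgeR's test), and the ratio of ovary to testis was 153 (interval 52.3 to 746). The fitted log2 fold change of testis against ovary was −7.13, or −8.05 without testis replicate 1, which held 2 of the 3 counts. The 5htr transcript SMED30015143 was higher in testis than in non-gonadal tissue, by 6.00 (standard error 0.21, adjusted p = 1.8e-11 from edgeR's test), and did not pass the threshold in ovary, at −0.48 (adjusted p = 0.11 from the same test).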

Notably, ovaries and testes appear to differentially express different *vmats, serts,* and serotonin receptors. Thus, gonadal cells are capable of producing and responding locally to monoamines such as serotonin; the expression of distinct receptors in ovaries and testes suggests the possibility of differential responses. The expression of AADC by somatic support cells and the presence of specific monoamine receptors in both ovaries and testes supports the idea that these molecules can be produced and sensed locally within the gonads. Moreover, a recent report showed that serotonin could induce ovary development in another planarian species (*Dugesia ryukyuensis*), further supporting the role of monoamines in planarian reproductive system development (Sekii et al., 2019).

Might monoamines act in germ cell development in other animals? Genes encoding an entire serotonergic network, consisting of synthetic enzymes, receptors, and transporters, are expressed in mammalian ovaries (Dubé and Amireault, 2007). In mice and humans, two paralogous genes encode tryptophan hydroxylase, the rate-limiting enzyme in serotonin synthesis. Expression of one paralog (*Tph1*) is found in a wide range of non-neuronal tissues and is responsible for synthesizing ~95% of the body’s serotonin, whereas expression of the other (*Tph2*) is detected largely in neural cells (reviewed in Amireault et al., 2013). The embryonic defects observed in offspring of *Tph1*^−/−^ knockout females (Côté et al., 2007) are confounded by potential indirect effects from the compromised physiological states of these mice, which have diabetes and anemia (Amireault et al., 2011; Paulmann et al., 2009). These complications of interpreting *Tph1*^−/−^ phenotypes and the finding that the placenta serves as the source of serotonin that acts in the fetal forebrain (Bonnin et al., 2011) seem to have quelled investigations into potential roles of serotonin in oogenesis and early embryonic development. Furthermore, because *Tph2* is among the genes showing the greatest degree of upregulation in the female somatic gonad at the time of sex determination (Beverdam and Koopman, 2006), it seems quite likely that it may act redundantly with *Tph1* in the ovaries. Similar expression of multiple serotonin receptors in the gonads would also likely compensate for loss of any single gonadally enriched gene. Thus, exploring potential roles of these deeply conserved molecules in the reproductive organs of a simpler animal, like the planarian, may overcome such concerns about redundancy and guide future tissue-specific knockout studies.

Regardless of whether or not the role of monoamines uncovered here reflects deeply conserved mechanisms for regulating germ cell development across animal phylogeny, the observed effects upon the planarian’s reproductive system have other important implications. Planarians are free-living representatives of the phylum Platyhelminthes (the flatworms) and their reproductive system shares several important features with those of parasitic flatworms (flukes and tapeworms), which have major impacts on global public health (Collins and Newmark, 2013). All of these flatworms have ectolecithal eggs (i.e., yolk on the outside); yolk cells are produced by specialized accessory reproductive organs known as vitellaria and they are essential for embryonic development. Furthermore, transmission of parasitic flatworms requires prolific egg and yolk cell production. Because inhibition of *aadc* results in the loss of ovaries and other female accessory reproductive organs (including vitellaria), unraveling the role of monoamines in the female flatworm reproductive system may lead to new approaches for preventing parasite transmission.

### Limitations of the study

This work represents a first step in characterizing global gene expression in the planarian ovary and identifying genes that play critical roles in various stages of female germ cell development in this animal. The use of LCM to identify genes with enriched expression in ovarian tissues was quite successful, as indicated by the ~90% validation using *in situ* hybridization as well as by our ability to define successive stages of female germ cell development and distinct somatic ovarian cell types. However, this initial expression-based screen likely missed genes that are also expressed abundantly in non-gonadal tissues. Future single-cell sequencing efforts will provide a more comprehensive picture of gene expression in all ovarian cell types. Moreover, the functional analysis presented here, using RNAi in the context of an ovary-regeneration assay, only allowed us to examine germ cell phenotypes in knockdown animals that could properly regenerate their heads (including cephalic ganglia) and their feeding circuitry. Thus, any genes required for proper female germ cell development that are also required more broadly for proper neoblast function, neural activity, or viability would be missed by our assay, because knockdown planarians would fail to regenerate, feed, or survive. Despite such limitations, the genes identified here will facilitate future studies in which subtler experimental perturbations (e.g., localized ovarian ablation) are used to dissect more precisely the processes by which planarian neoblasts give rise to functional female germ cells.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

- Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Phillip A. Newmark ().

#### Materials availability

- Newly generated materials generated in this study will be made available upon request.

#### Data and code availability

- All next-generation sequencing data have been deposited at the GEO repository under the accession number GSE191229 and are publicly available as of the date of publication.
- This paper does not report original code.
- Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

### Planarian maintenance and care

Hermaphroditic, sexual *S. mediterranea* were maintained at 18°C in 0.75X Montjuïc salts (Cebrià and Newmark, 2005) supplemented with 50 μg/mL Gentamicin (Gemini Bio-Products) and fed beef liver paste. Asexual *S. mediterranea* (clone CIW4; Sánchez Alvarado et al., 2002) were maintained at 22°C in 1X Montjuïc salts and fed beef liver paste. Planarians were maintained in Ziploc containers and kept in Petri dishes for RNAi experiments. Planarians were starved at least one week before initiating RNAi experiments, *in situ* hybridizations, or immunostainings.

### METHOD DETAILS

#### Laser-capture microdissection and RNA extraction

Planarians were killed in chilled 2% HCl in PBS (RNAse-Free) and then fixed in 100% Acetone for 1 hour at −20°C. Planarians were then incubated in 10, 20, 30% sucrose in PBS (RNAse-Free) for 20 minutes each before embedding in Tissue Freezing Medium (TFM) blocks (Ted Pella). The samples were then cryosectioned at 16 mm thickness onto PEN membrane slides (Thermo Fisher). The slides were stained with 1% cresyl violet and 1% eosin Y (Sigma) in 75% ethanol (Clément-Ziza et al., 2008). The tissue samples were dissected using Veritas Laser Capture Microdissection System (Arcturus) and captured on to Capsure HS LCM Caps (Thermo Fisher). After capture, RNA was isolated using the Arcturus PicoPure RNA isolation kit (Thermo Fisher). Ovarian tissue samples were collected from 14 worms (10 worms used for cross-sections and 4 worms used for sagittal sections) for each replicate (3 replicates total). Testis- and non-gonadal-tissue samples were collected from 6 worms for each replicate (4 worms used for cross-sections and 2 worms used for sagittal sections). RNA concentrations were determined using Qubit Fluorometer (Thermo Fisher), and RNA integrity was analyzed using 2100 Bioanalyzer Instrument (Agilent).

#### RNA sequencing and gene expression analysis

Libraries were generated using Trueseq RNA stranded kit (Illumina), and 100 nt single-end sequencing reads were generated on Hi-Seq 2500 (Illumina). Trimming of adapters and low-quality reads as well as subsequent read mapping and differential gene expression analyses were performed using CLC Genomics Workbench (Qiagen). Reads were mapped to a de novo assembled *S. mediterranea* transcriptome (smed_20140614) (Robb et al., 2015) with the *Smed-zfs1* transcript added. The transcriptome was annotated in OmicsBox (BioBam) using the SwissProt Protein database. Heatmaps were generated in R using the ComplexHeatmaps package (Gu et al., 2016).

#### Molecular biology methods

200–1000 bp fragments of the gene of interest (Table S2) were amplified using Platinum Taq DNA Polymerase (Invitrogen) from cDNA. Amplified fragments were cloned into pJC53.2 (Collins et al., 2010) via TA cloning. Riboprobes and dsRNA were synthesized as previously described (King and Newmark, 2013; Rouhana et al., 2013).

#### *In situ* hybridization and immunohistochemistry

Whole-mount ISH was performed as previously described (King and Newmark, 2013) with modifications for larger sexual worms: formaldehyde fixation was increased to 30 min, proteinase K treatment was increased to 20-25 min, and post-proteinase K fixation was increased to 30 min. pHH3 was labeled using anti-phospho-Histone H3 (Ser10) (Millipore Sigma). AADC polyclonal antibody was generated by injecting a synthetic peptide (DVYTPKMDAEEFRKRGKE) into rabbits (Pierce Biotechnology, Rockford, IL). The serum was affinity purified with the peptide antigen and used at a dilution of 1:2000 for immunofluorescence. Colorimetric and FISH/immunofluorescence samples were imaged on Axio Zoom.V16 (Carl Zeiss) and LSM 710 or 880 confocal microscope (Carl Zeiss), respectively. Cell counts were performed using the spot detection tool in Imaris (Bitplane).

#### RNA interference

Knockdowns were performed by feeding *in vitro*-transcribed dsRNA, as previously described (Rouhana et al., 2013). 6-8 mature sexual animals were fed ~10-20 ug dsRNA mixed with 90 uL liver puree: water mixture 5:1 (with food coloring) in a petri dish. For all RNAi experiments, dsRNA corresponding to bacterial *ccdB* gene was used for negative controls. Animals were fed dsRNA 4 times, cut posterior to the ovaries, and tail fragments were allowed to regenerate for two weeks, followed by 8 dsRNA feedings.

#### Protein domain \ analysis

Conserved protein domains were analyzed using InterProScan, SMART and Phobius protein domain analysis tools. Predicted protein sequences were aligned using MUSCLE.

### QUANTIFICATION AND STATISTICAL ANALYSIS

All two-sample and three-sample comparisons were analyzed using Welch’s t-test or one-way ANOVA (Dunnett’s test), respectively, in Prism (GraphPad). Differential expression for RNAseq was analyzed in CLC Genomics Workbench (Qiagen) using the Wald test.

## Supplementary Material

1

2

3

## Figures and Tables

**Figure 1.**
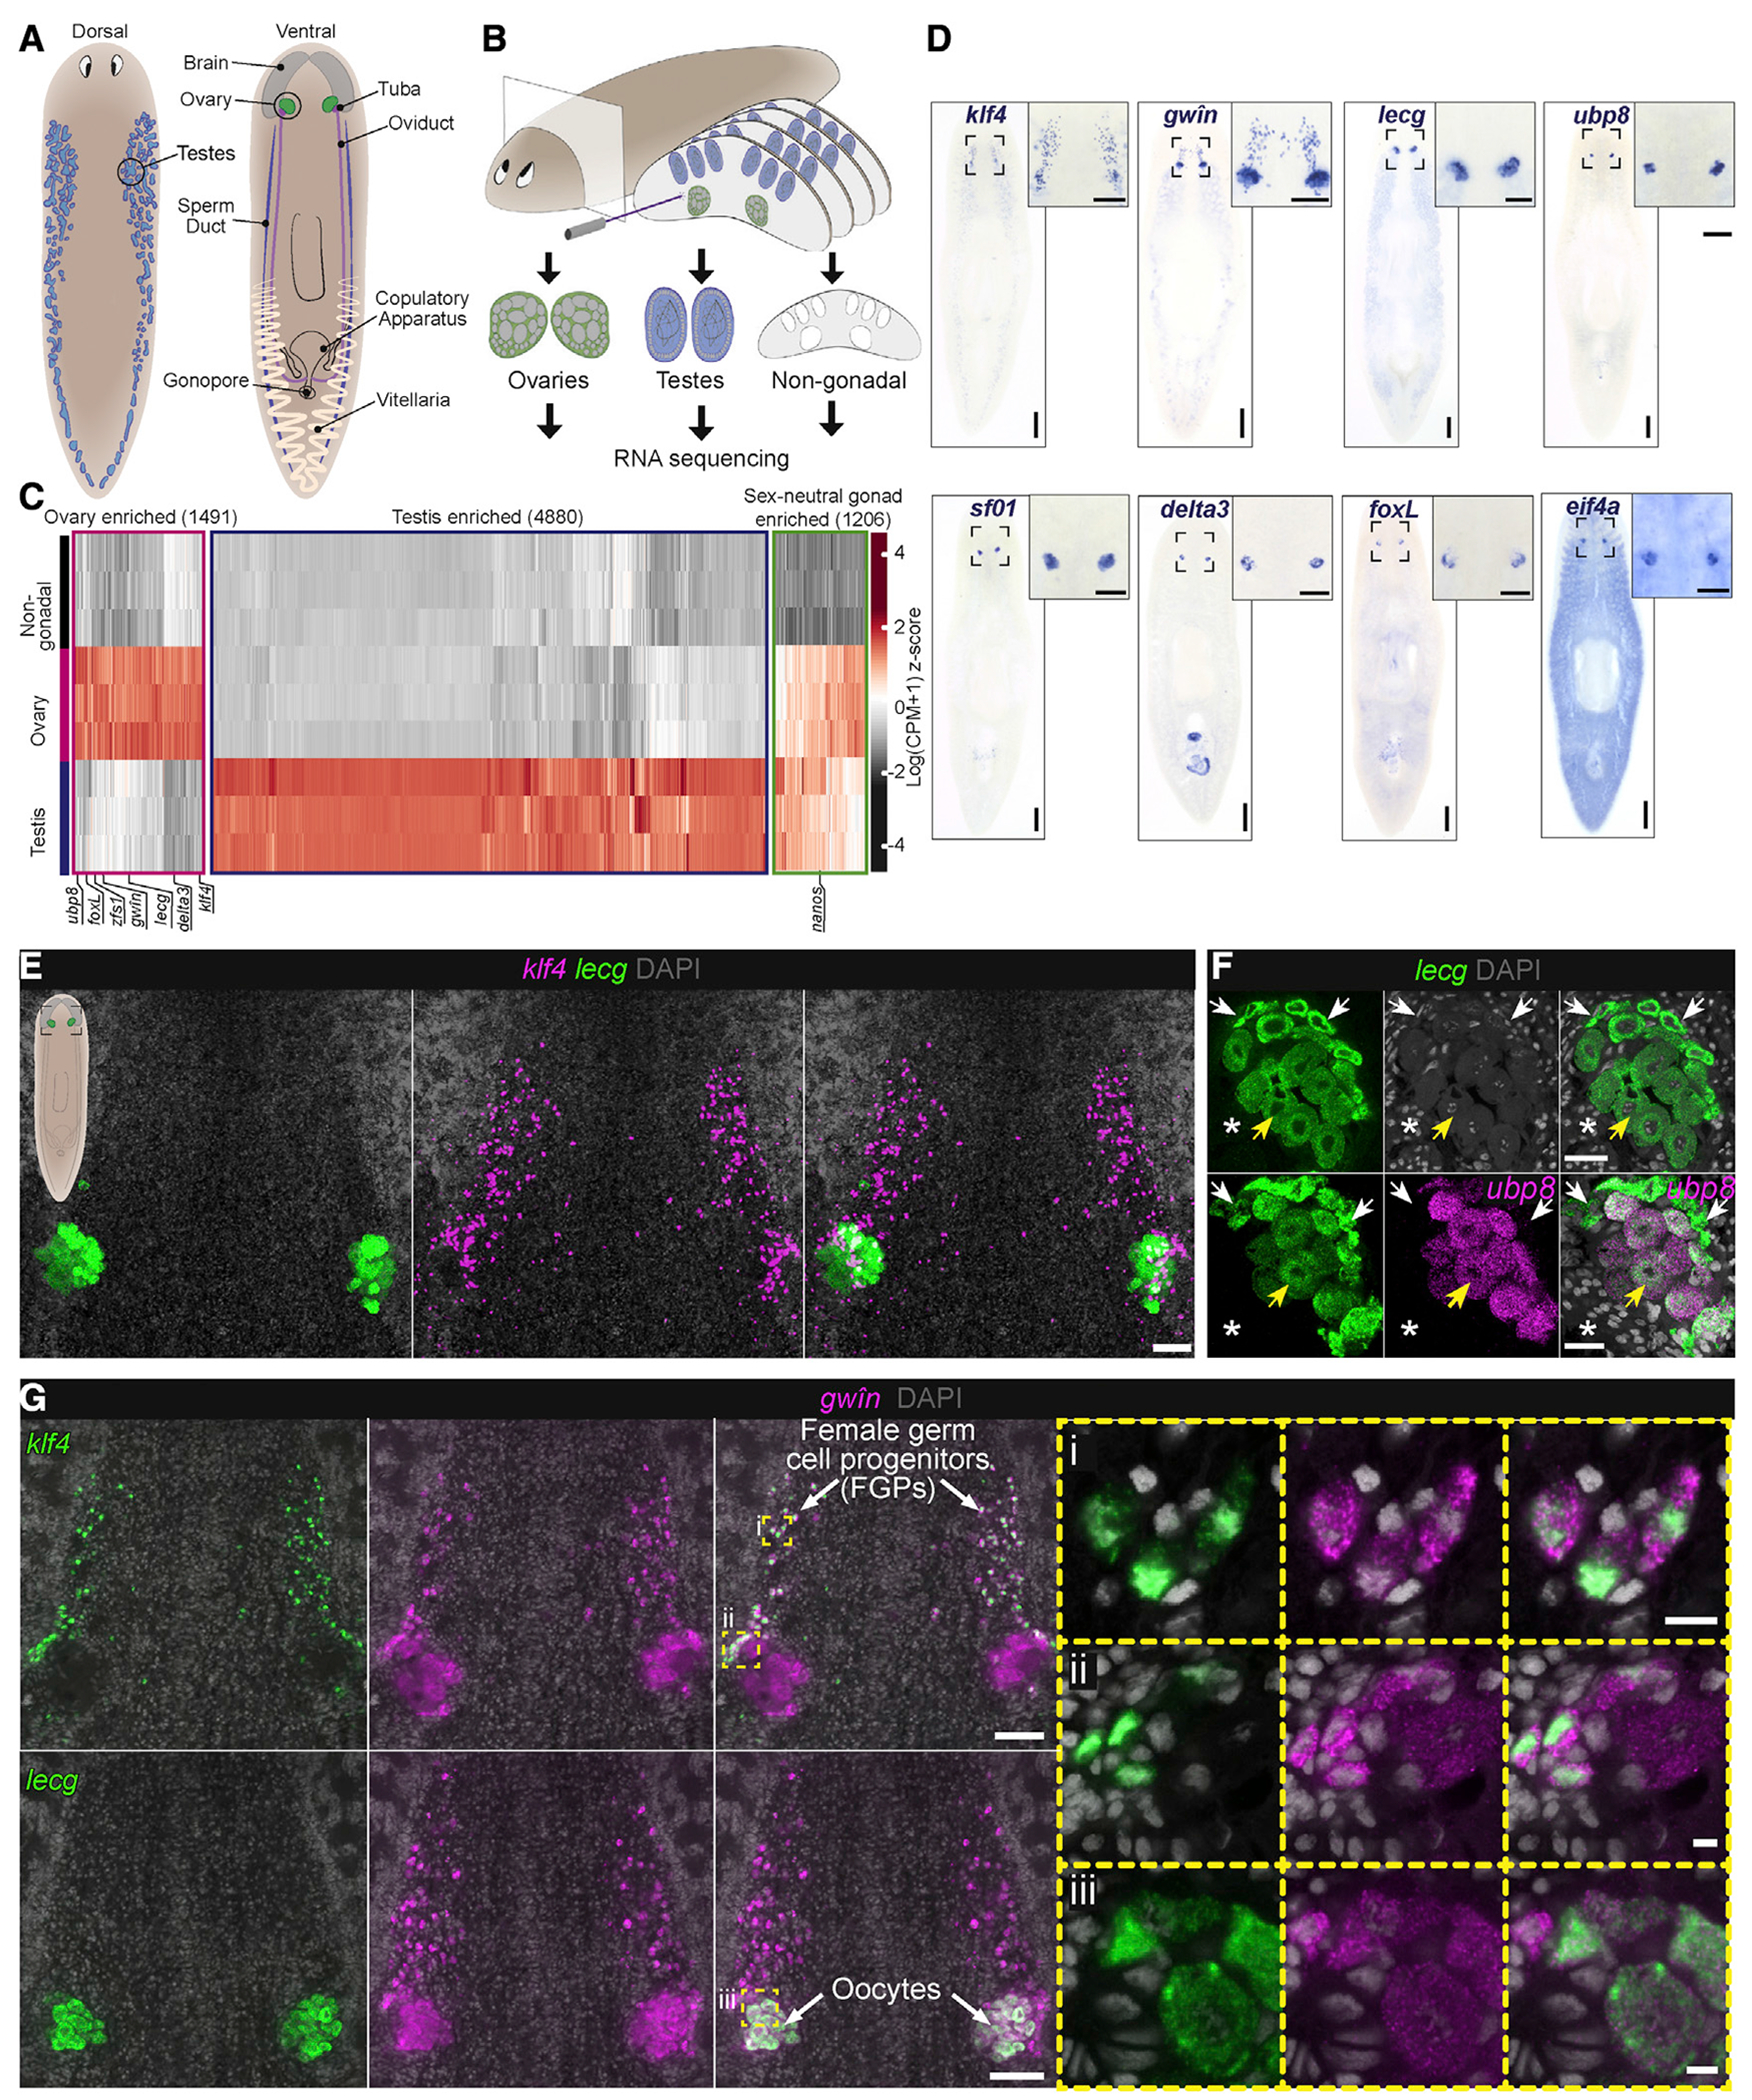
Ovary transcriptome reveals progressive stages of female germ cell development (A) Reproductive system of the sexual strain of *S. mediterranea*. (B) LCM-RNA-seq approach to generate gonadal transcriptomes. (C) Hierarchical clustering of genes with significantly enriched expression in ovaries, testes, or both. (D) Representative whole-mount RNA *in situ* hybridizations (WISH) to detect candidate ovary-enriched transcripts. (E) Double fluorescent RNA *in situ* hybridization (FISH) to detect *klf4* and *lecg* reveals a field of *klf4*^+^ cells anterior to the ovary. (F) FISH to detect *lecg* and *ubp8*, revealing expression in oocytes. Smaller, immature oocytes (white arrows) are observed at the periphery of the ovary; larger, mature oocytes (yellow arrows) reside internally, proximal to the tuba (fertilization duct; asterisks). (G) FISH to detect *gwîn* and *klf4* or *lecg* shows *gwîn* expression in *klf4*^+^ cells anterior to the ovary (i) and at the margin of the ovary (ii). Co-expression of *gwîn* with *lecg* is observed in oocytes (iii). *klf4*^+^*gwîn*^+^ cells are presumptive female germ cell progenitors (FGPs) that differentiate into *gwîn*^+^*lecg*^+^ oocytes within the ovary. Nuclei are labeled with DAPI. Scale bars: (D) 500 μm, insets 200 μm; (E) 100 μm; (F) 50 μm; (G) 100 μm, insets 10 μm. See also Figures S1 and S2.

**Figure 2.**
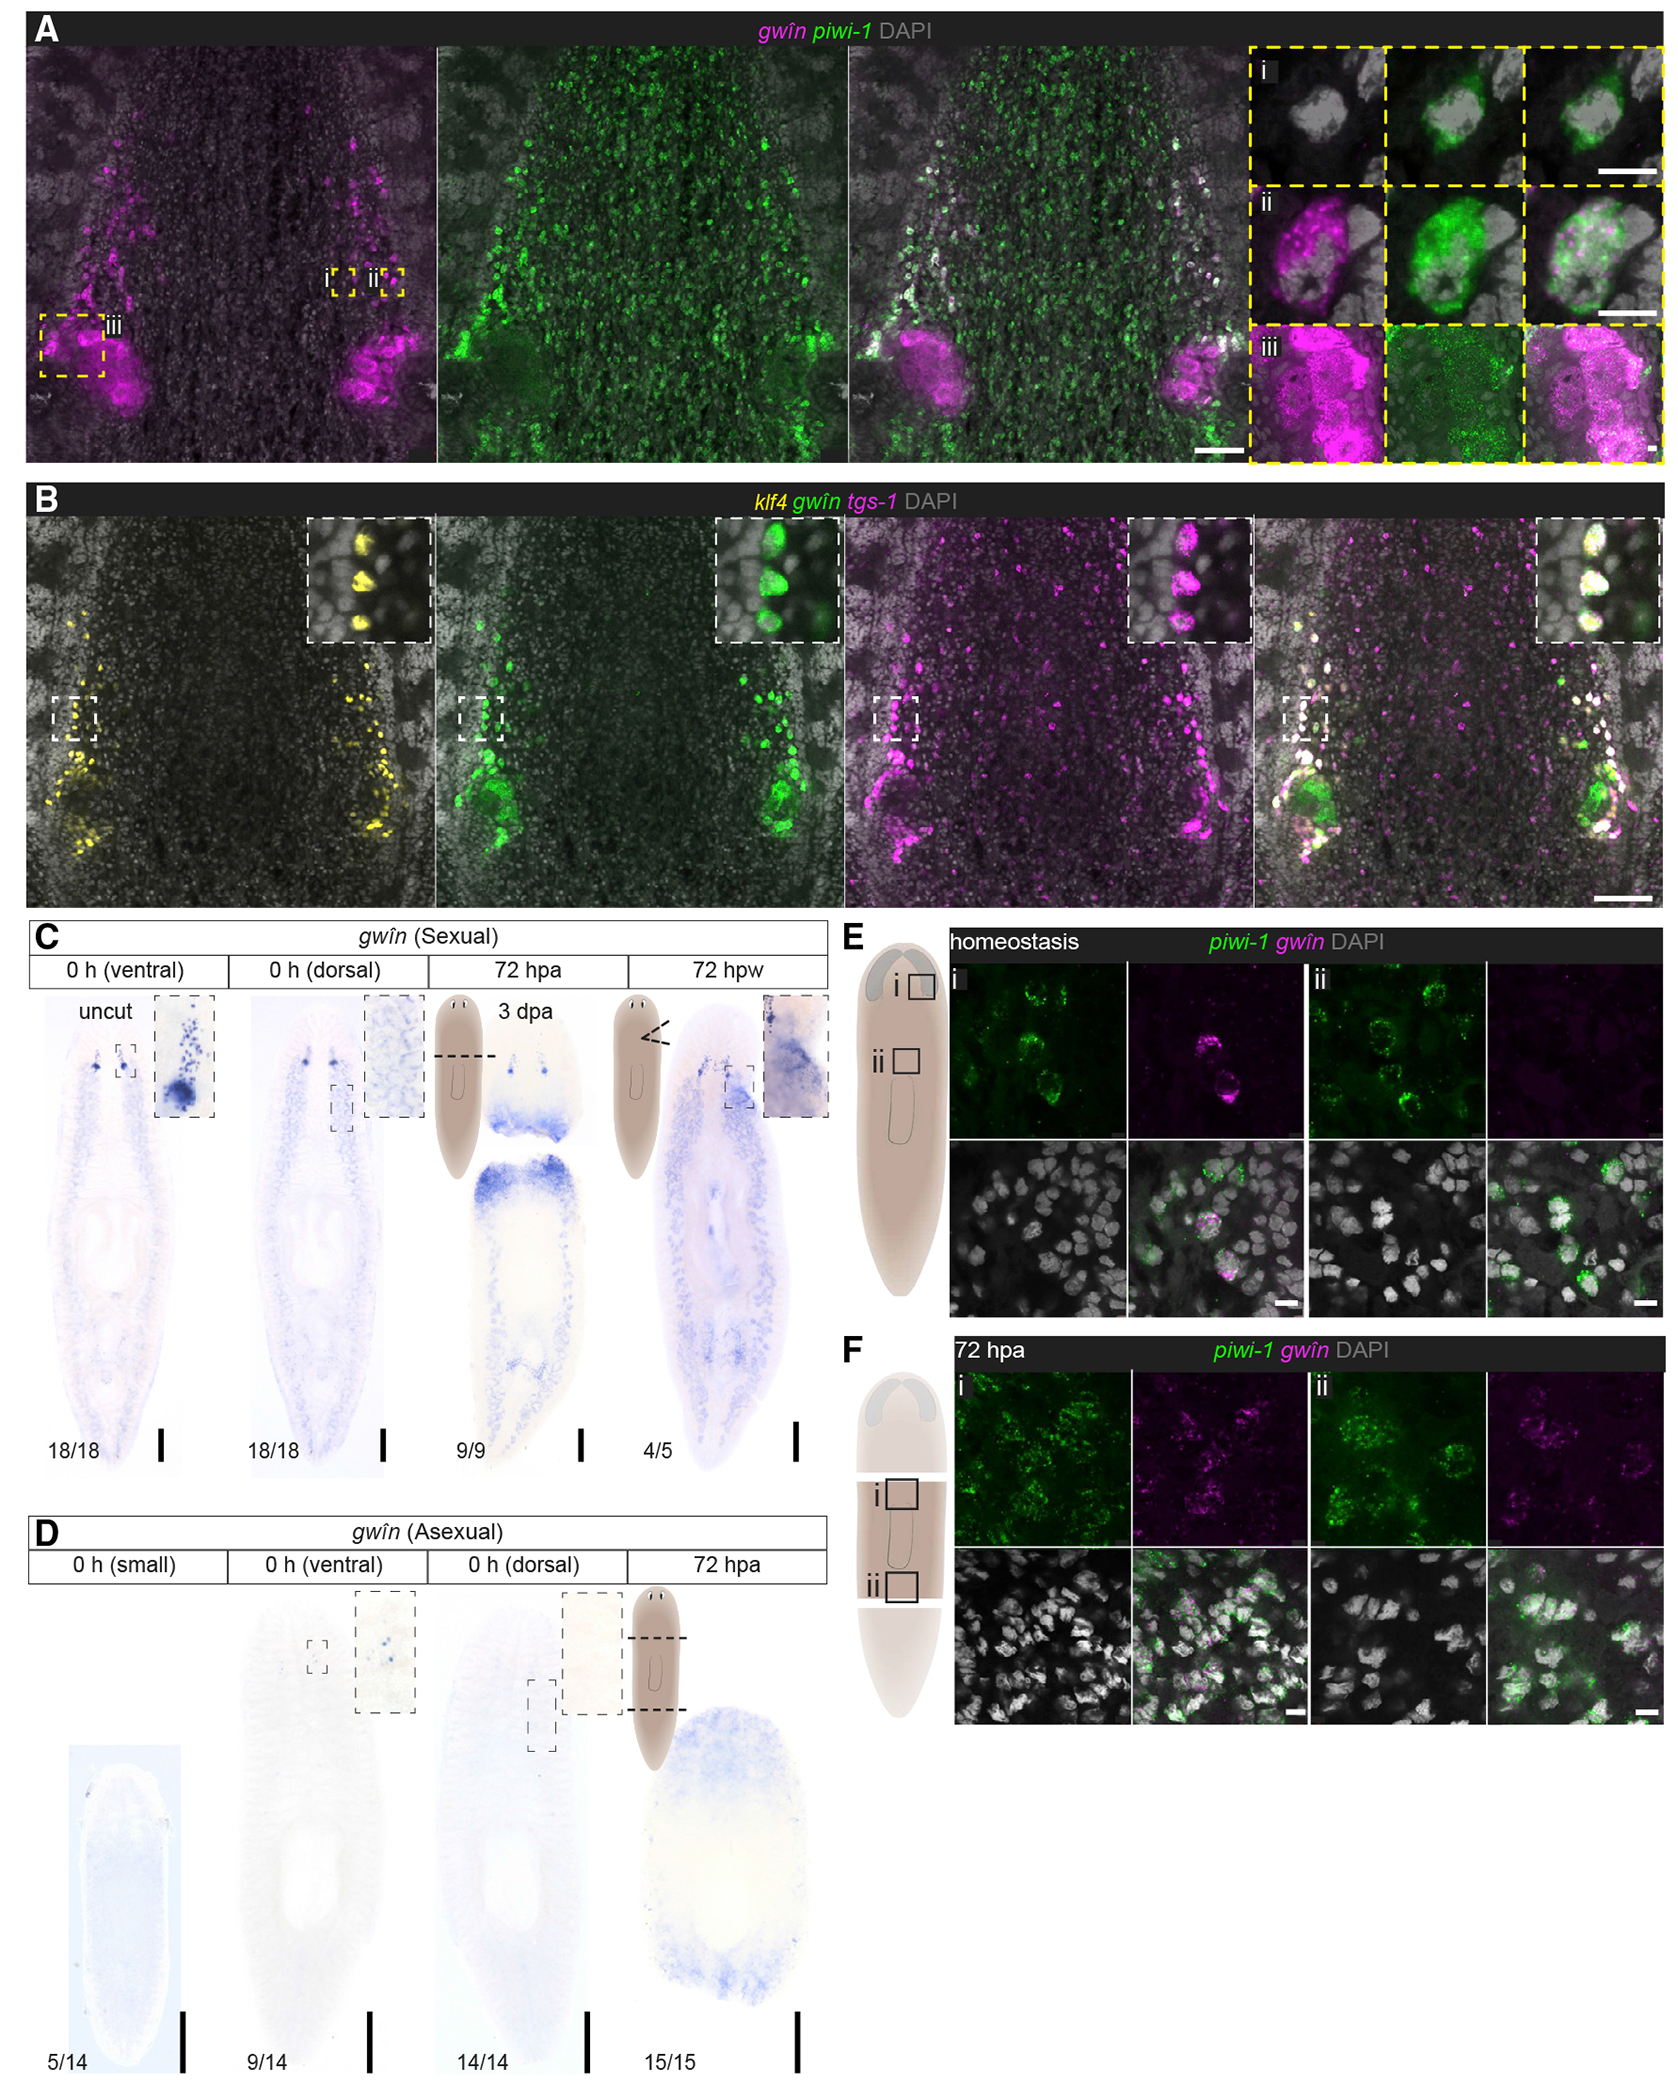
FGPs express markers associated with a pluripotent neoblast subpopulation (A) FISH to detect *gwîn* and the neoblast marker, *piwi-1.* Expression of *piwi-1* is maintained from neoblasts (i) into FGPs (ii) and oocytes (iii). (B) FISH to detect *tgs-1* with *klf4* and *gwîn. tgs-1* marks a pluripotent subset of neoblasts and is enriched in FGPs. (C and D) WISH to detect gwîn sexuals (C) and asexuals (D) during homeostasis (uncut) and 72 h post-amputation (hpa) or-wounding (hpw). *gwîn* is upregulated at wound sites in both sexuals and asexuals. (E and F) FISH to detect *gwîn* and *piwi-1* in asexuals during homeostasis (E) and 72 hpa (F), shows upregulation of *gwîn* in neoblasts at wound sites after amputation. Scale bars: (A and B) 100 μm, insets 10 μm; (C and D) 500 μm; (E and F) 10 μm. See also Figures S3 and S4.

**Figure 3.**
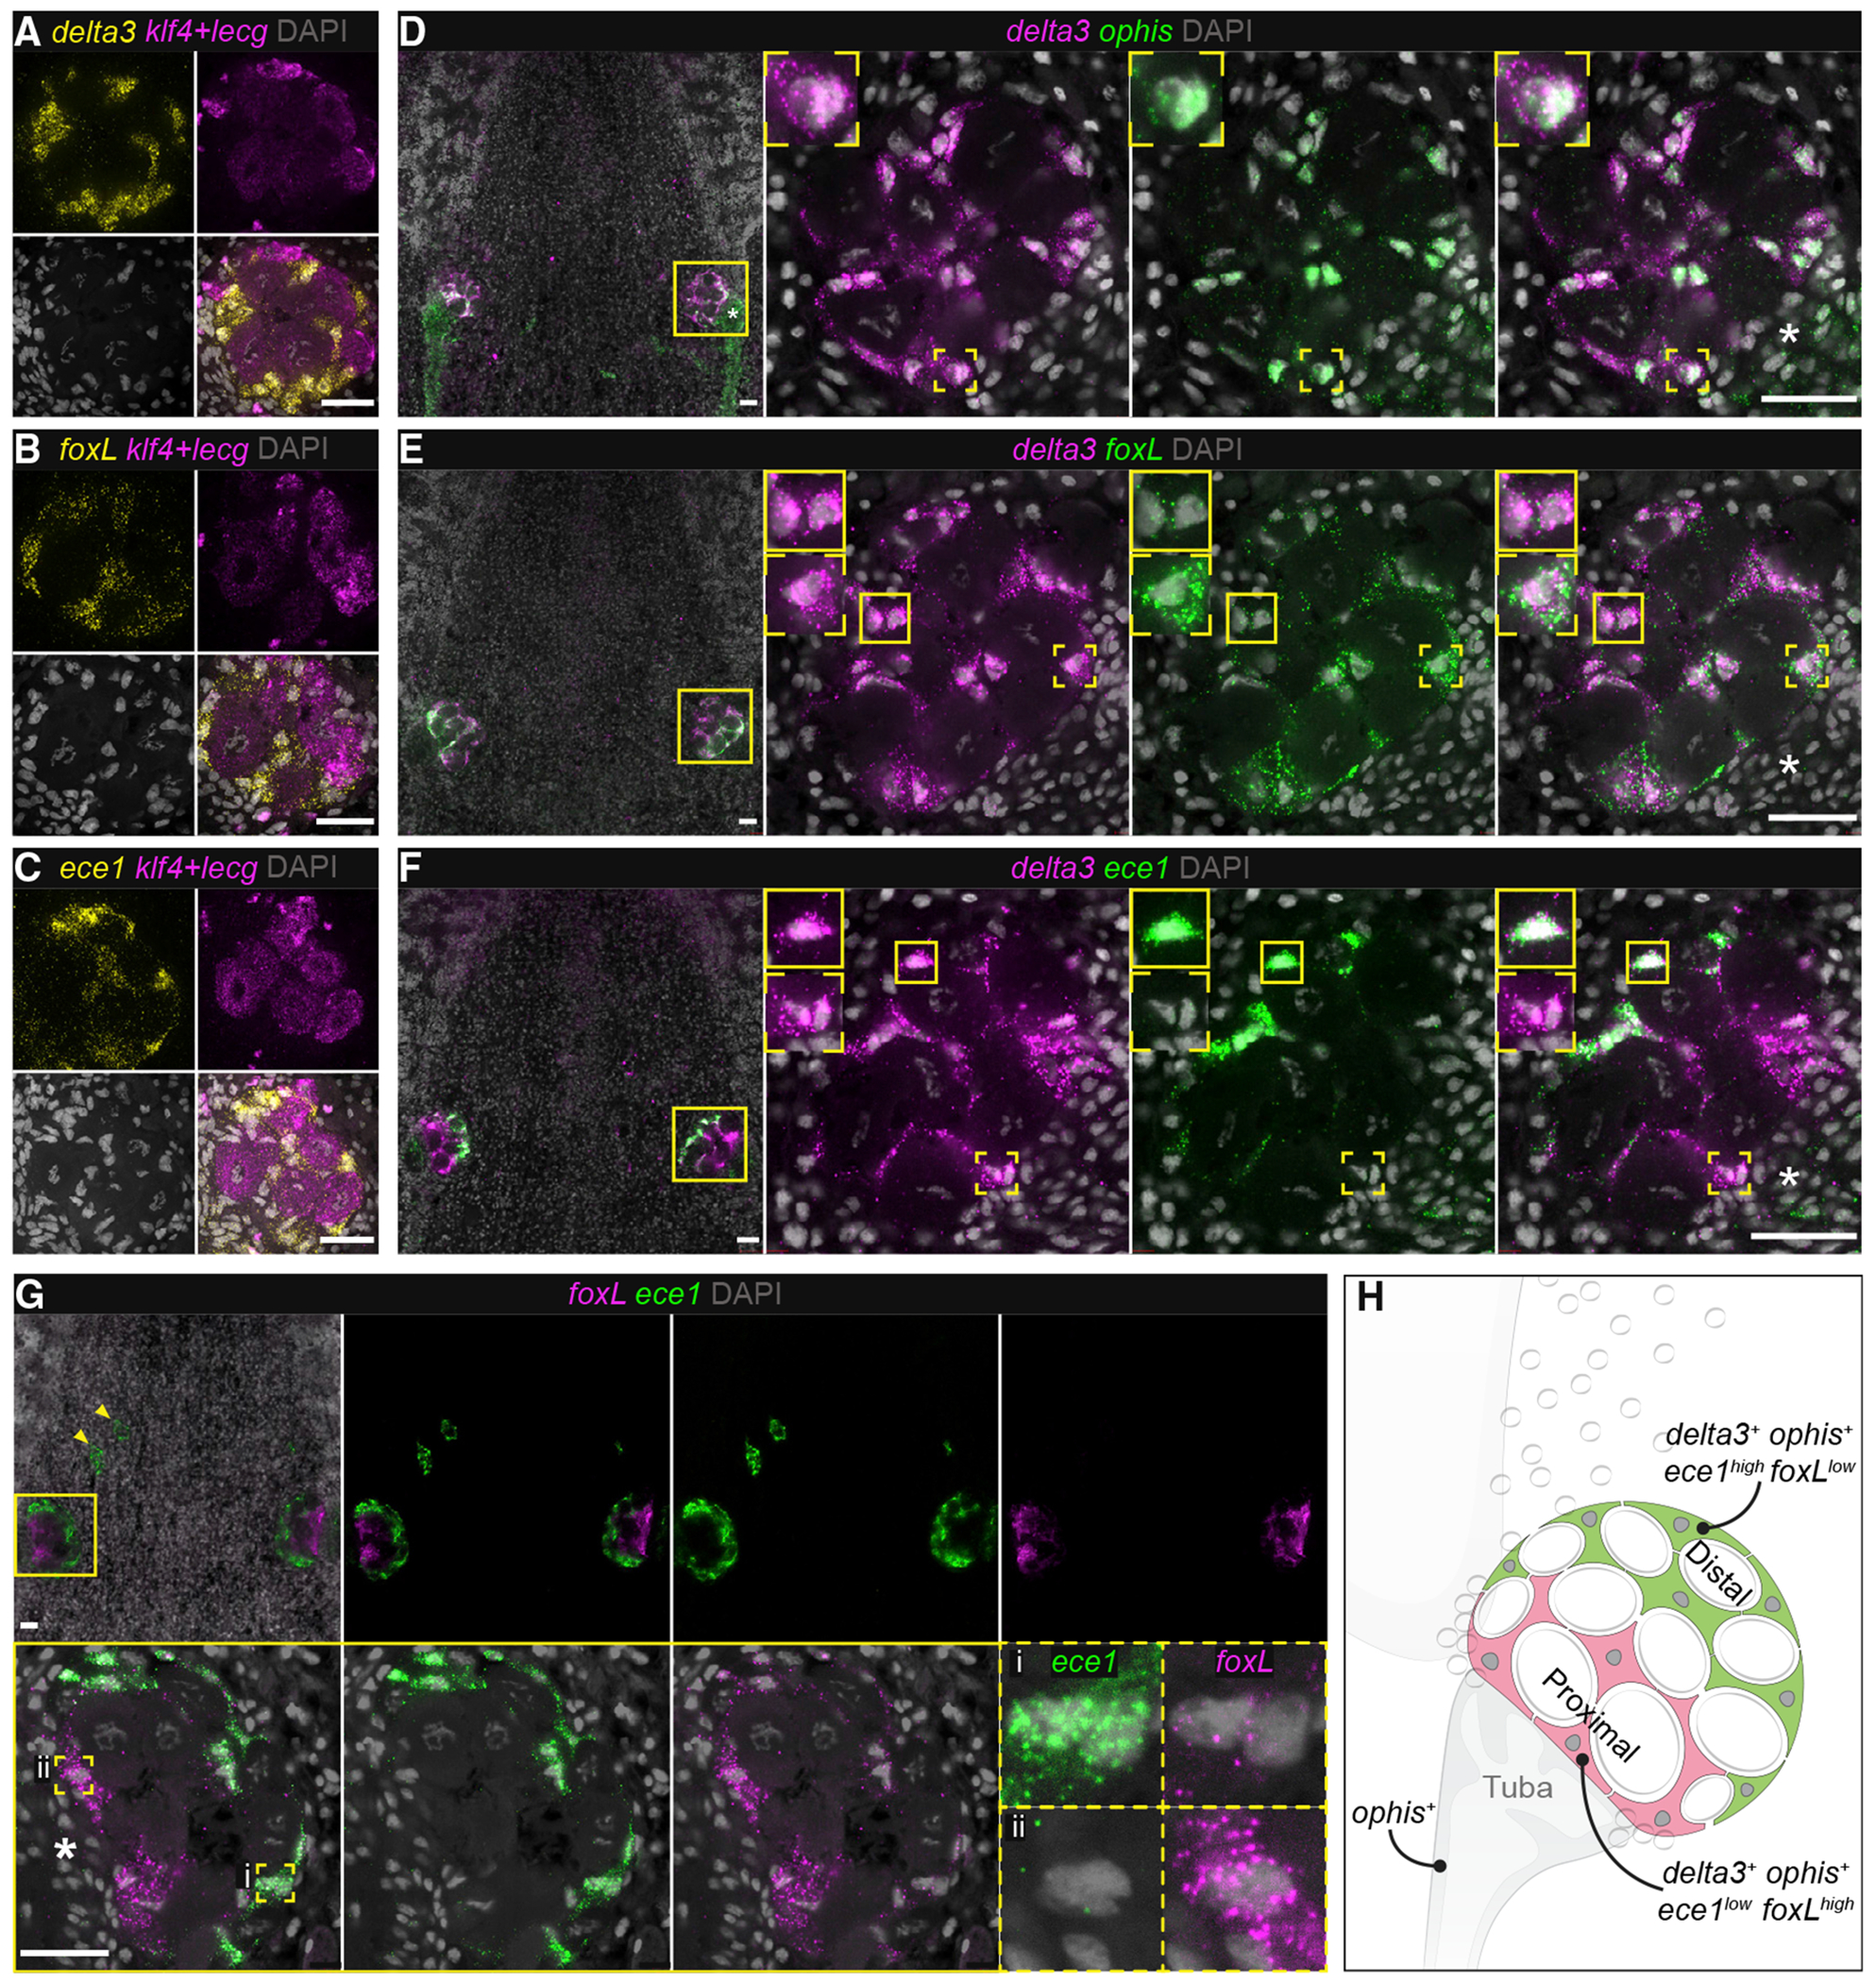
Characterization of somatic ovarian cells (A–C) FISH to detect *delta3* (A), *foxL* (B), *ece1* (C), and pooled probes for *klf4* (FGPs) and *lecg* (oocytes) shows expression of these transcripts in non-germ-cell populations of the ovary. (D) *ophis*^+^ ovarian somatic cells co-express *delta3*. (E and F) *delta3*^+^ somatic support cells co-express *foxL* (E) and *ece1* (F). (G) FISH to detect *ece1* and *foxL* reveals heterogeneity in gene expression within somatic ovarian cells: (i) *ece1^low^ foxL^high^* cells are located proximal to the tuba and (ii) *ece1^high^ foxL^low^* cells are located distal to the tuba. Arrowheads indicate ectopic ovaries often found in large sexual worms. (H) Schematic depicting marker gene expression in somatic ovarian cells and associated reproductive structures (tuba and oviduct). Asterisks indicate tuba. Scale bars: 50 μm. See also Figure S5.

**Figure 4.**
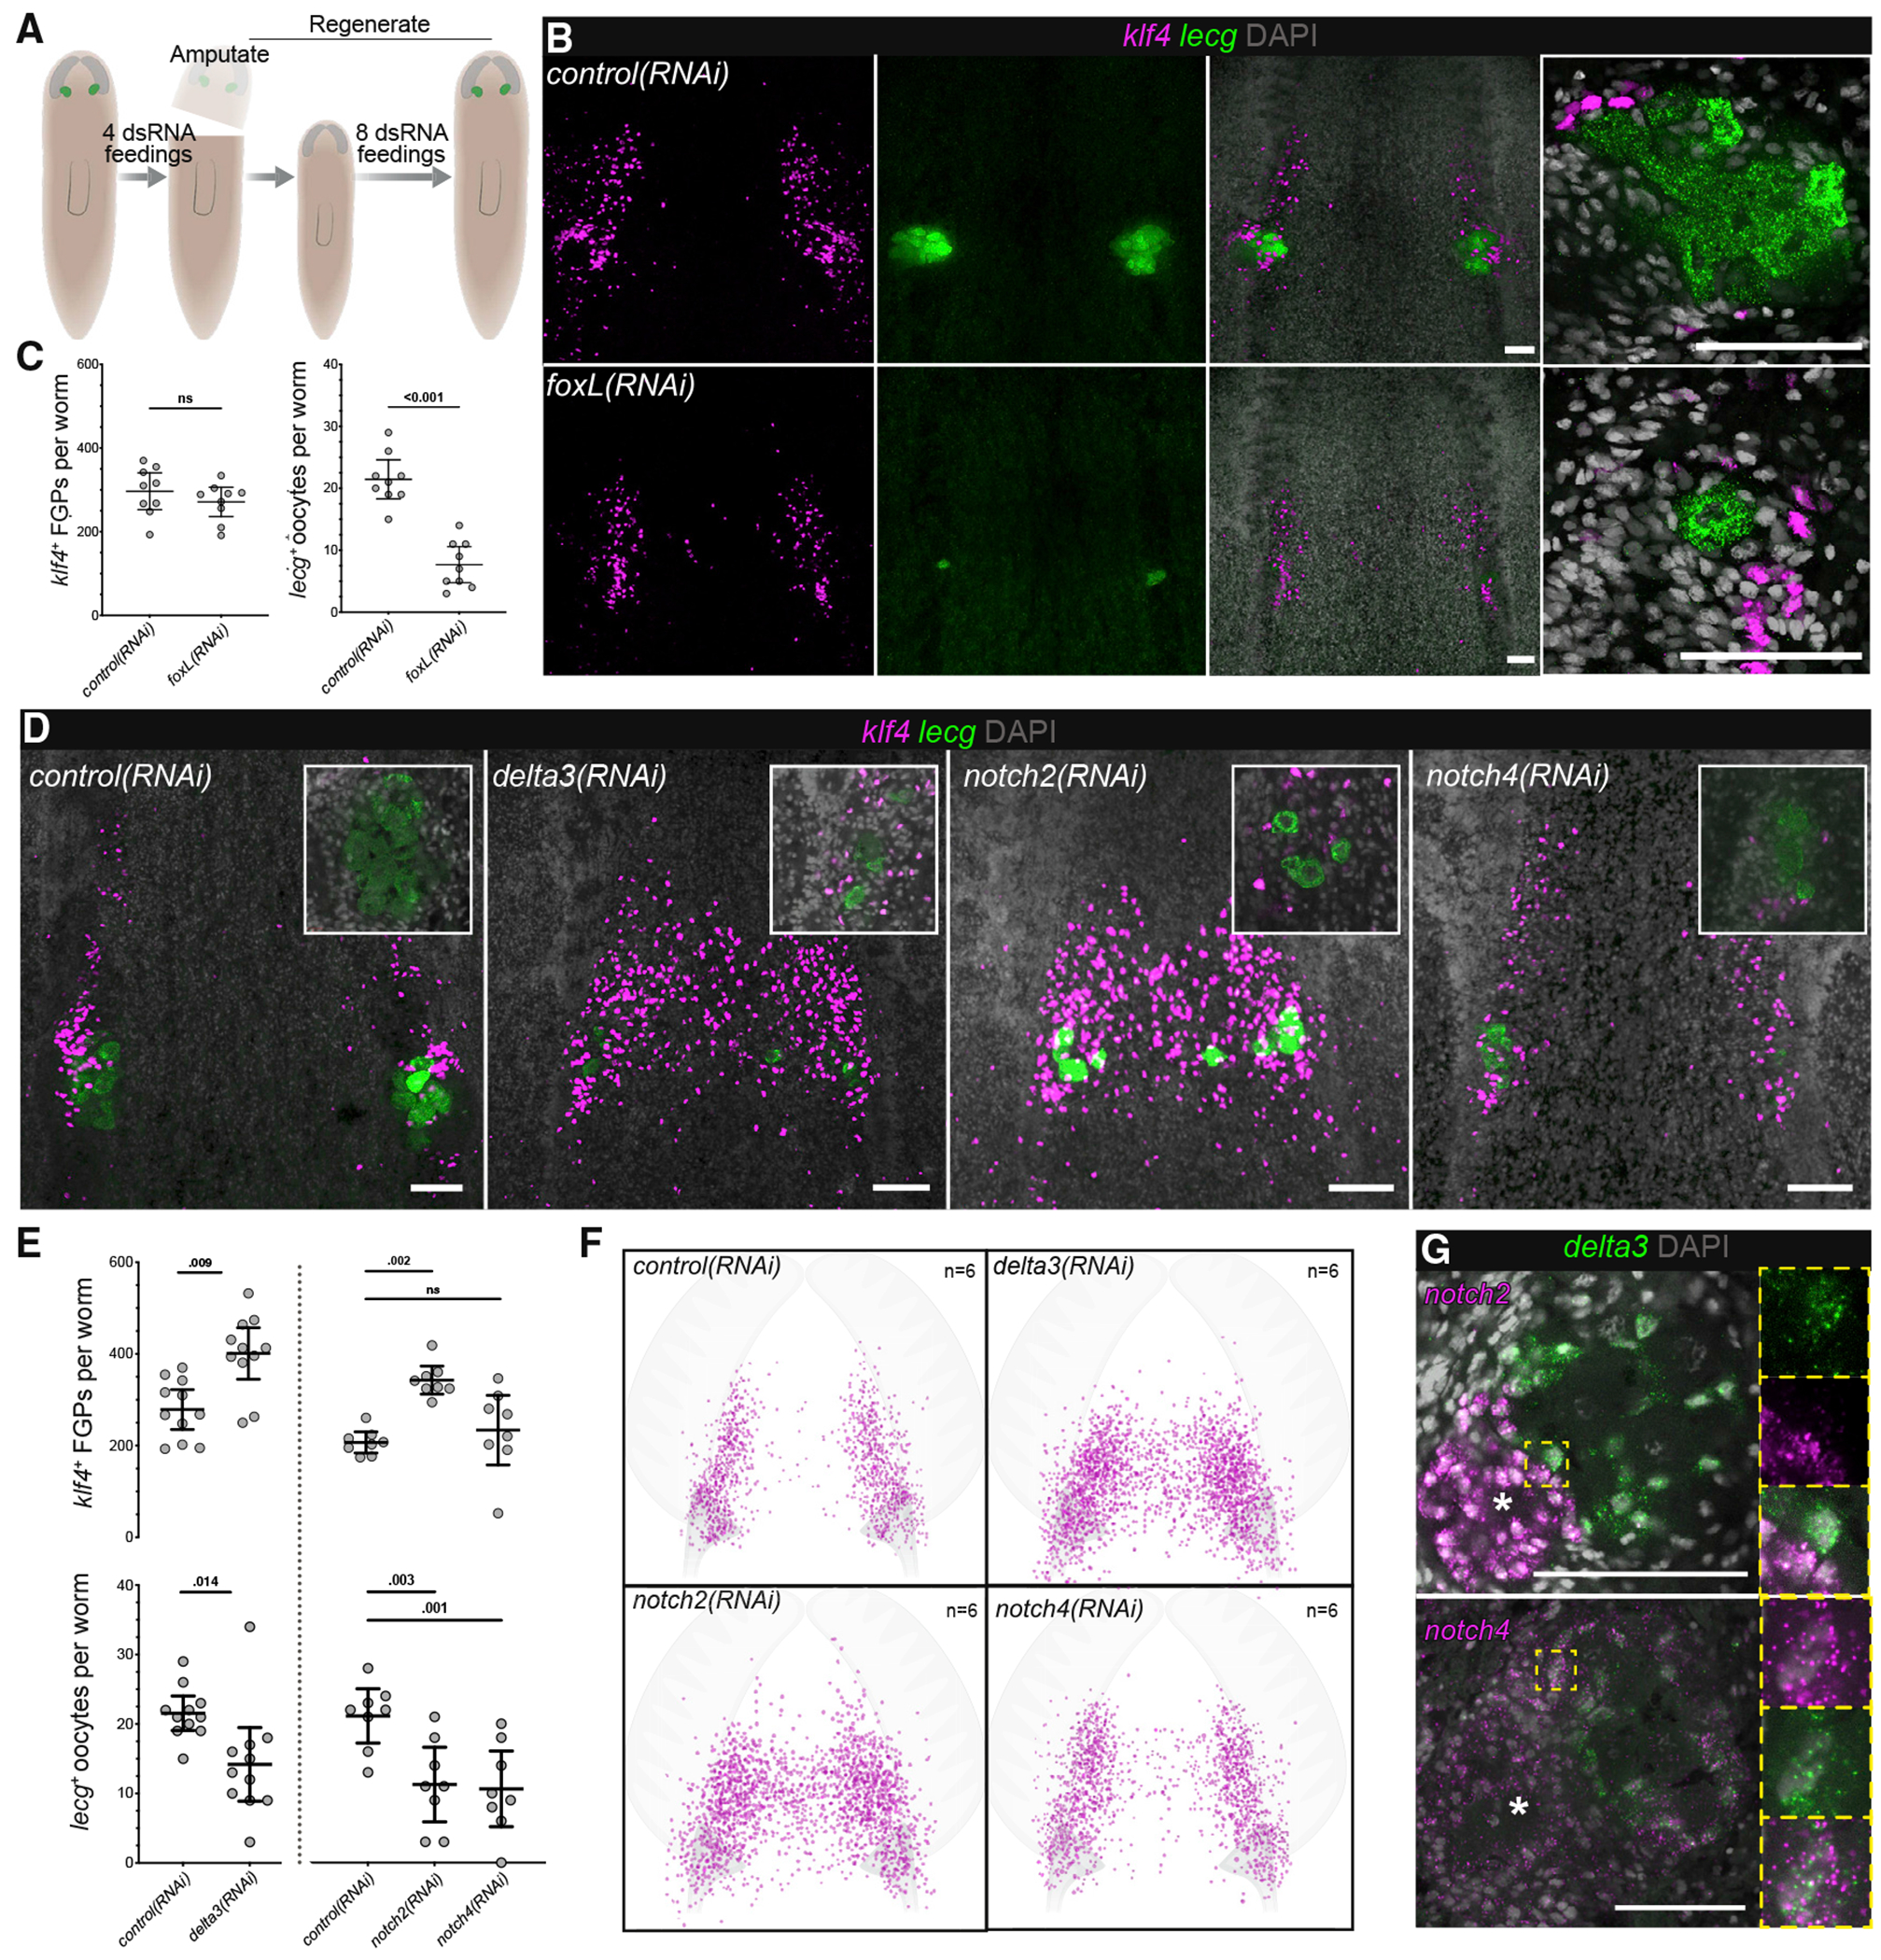
Ovarian somatic cells are essential for female germ cell development (A) Regeneration assay for RNAi-mediated gene knockdown: sexually mature planarians were fed double-stranded RNA (dsRNA) corresponding to the target gene four times over 2 weeks. Then, the heads were amputated posterior to the ovaries and discarded; after head regeneration in tail fragments, eight dsRNA feedings were performed for 4 weeks before fixing the animals for further analysis. (B) FISH to detect *klf4* and *lecg* in *control(RNAi)* and *foxL(RNAi)* worms. (C) Quantification of *klf4*^+^ FGPs and *lecg*^+^ oocytes in control(RNAi) and *foxL(RNAi)* worms (mean with 95% confidence interval; ns, not significant). (D) FISH to detect *klf4* and *lecg* in control(RNAi), *delta3(RNAi)*, *notch2(RNAi)*, and *notch4(RNAi)* worms. (E) Quantification of *klf4*^+^ FGPs and *lecg*^+^ oocytes in control(RNAi), *delta3(RNAi), notch2(RNAi),* and *notch4(RNAi)* worms (mean with 95% confidence interval; ns, not significant). (F) Density plot of *klf4*^+^ FGPs in *control(RNAi), delta3(RNAi), notch2(RNAi)*, and *notch4(RNAi)* worms. The brain lobe and tuba were used to define the relative position of cells. (G) Double FISH for *notch2* or *notch4* with the somatic marker *delta3*. Asterisks indicate tuba. Scale bars: 100 μm. See also Figure S5.

**Figure 5.**
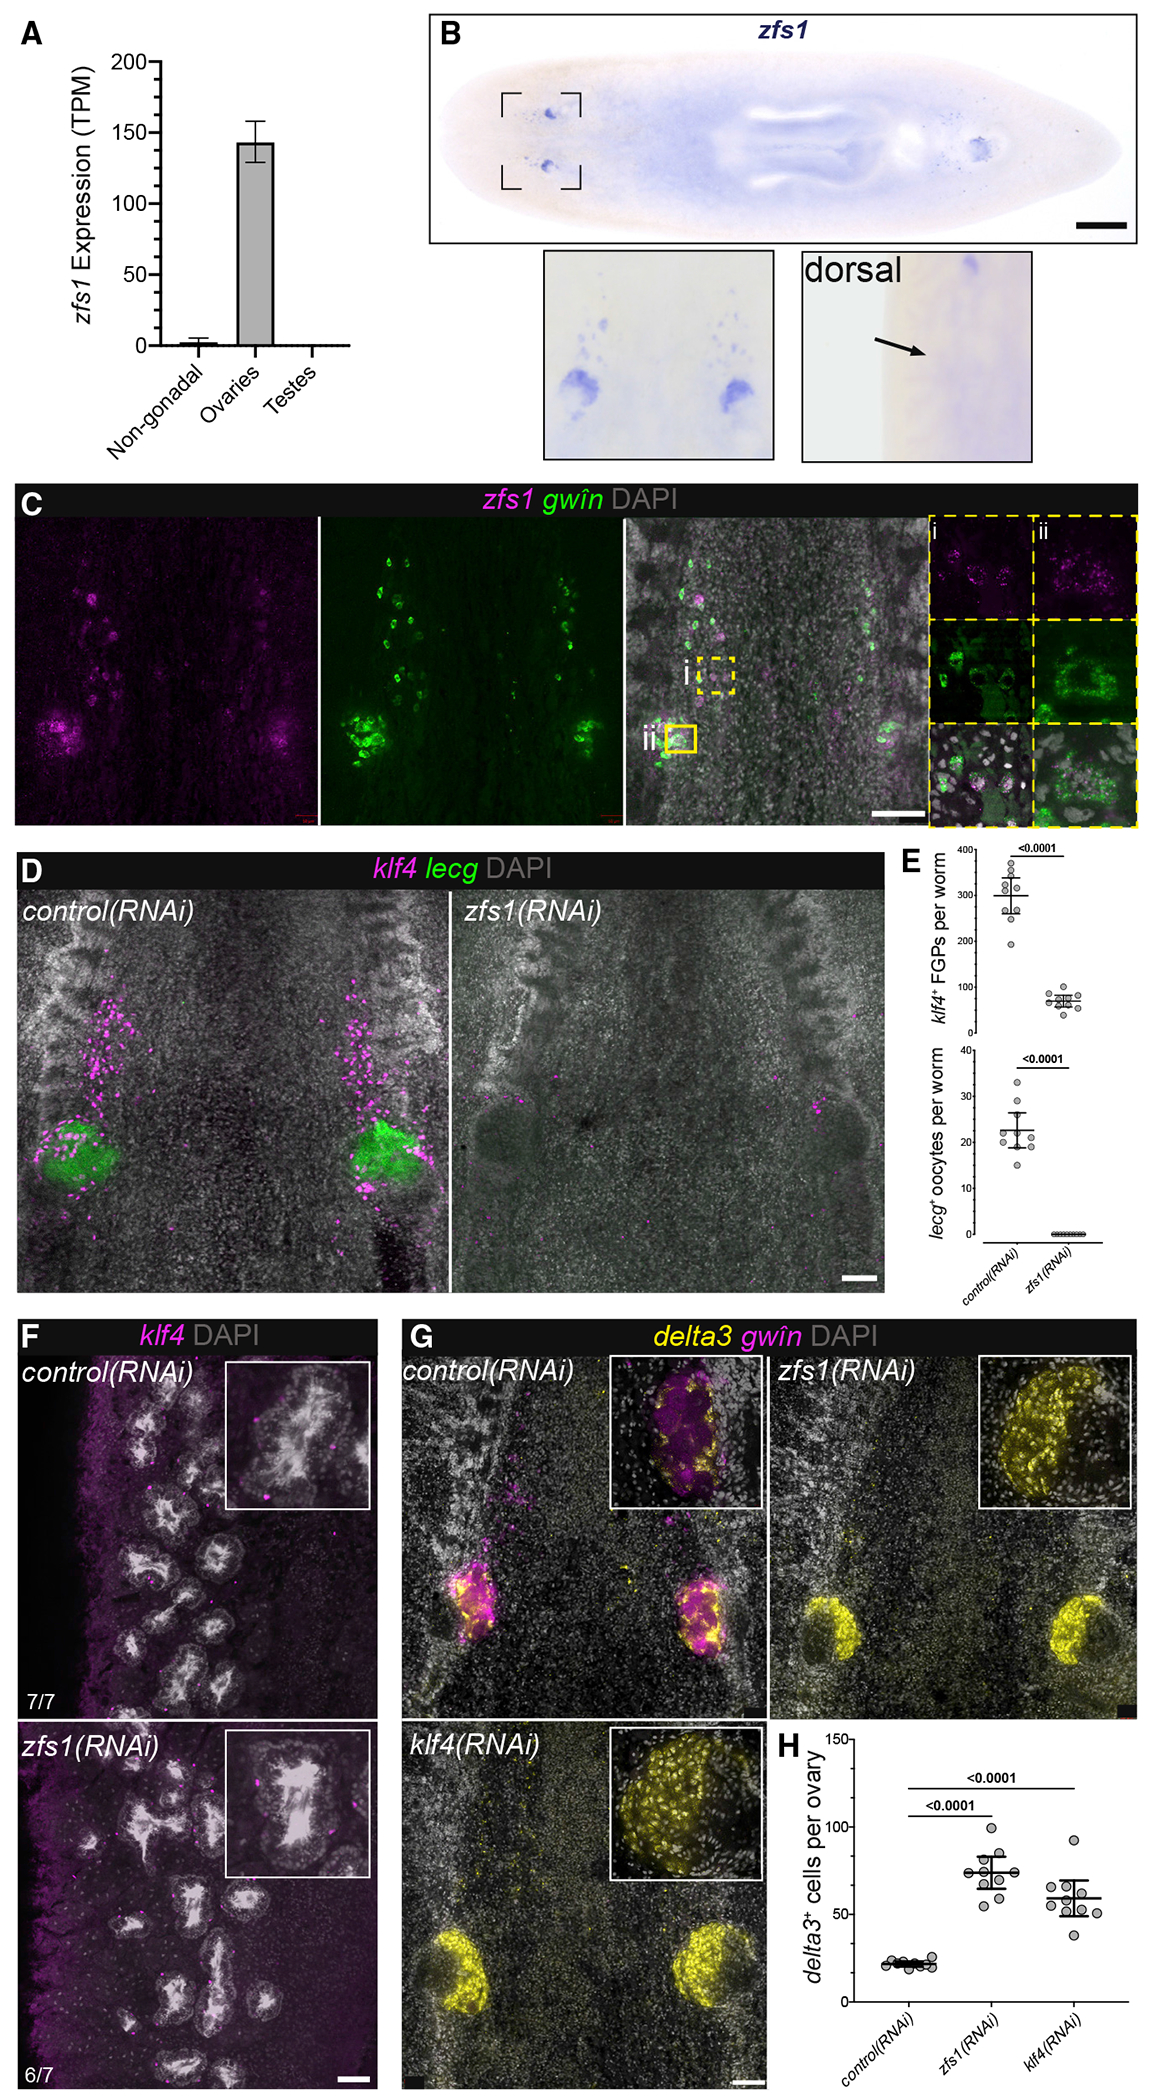
Female-specific role of *zfs1* in germ cell regeneration (A) *zfs1* expression is enriched in the ovary versus testis and non-gonadal transcriptomes (mean ± SD). (B) WISH to detect *zfs1* reveals expression in the ovary and cells anterior to the ovary (ventral view). Dorsal view shows no detectable *zfs1* expression in the testes. (C) Double FISH to detect *zfs1* and *gwîn* shows *zfs1* expression in *gwîn*^+^ FGPs anterior to the ovary (i) and oocytes within the ovary (ii). (D) FISH to detect *klf4*^+^ FGPs and *lecg*^+^ oocytes in *control(RNAi)* and *zfs1(RNAi)* worms. (E) Quantification of *klf4*^+^ FGPs and *lecg*^+^ oocytes in *control(RNAi)* and *zfs1(RNAi)* worms. (F) FISH to detect *klf4* (early male germ cells) in testes of *control(RNAi)* and *zfs1(RNAi)* worms. (G) FISH to detect *delta3* (somatic ovarian cells) and *gwîn* (female germline) in *control(RNAi), zfs1(RNAi),* and *klf4(RNAi)* worms. (H) Quantification of *delta3*^+^ support cells in *control(RNAi), zfs1(RNAi)*, and *klf4(RNAi)* worms. (E and H): means with 95% confidence intervals. Scale bars: (B) 500 μm; (C–F) 100 μm. See also Figure S6.

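In the authors' TPM, zfs1 was at 143 ± 14.5 in ovary, 3.29 ± 1.91 in non-gonadal tissue, and 0.0310 ± 0.0536 in testis (mean ± SD, n = 3 each). The ovary libraries were each above every library of the other tissues. TPM values sum to the same total in each library and are not corrected for differences in composition between tissues.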

**Figure 6.**
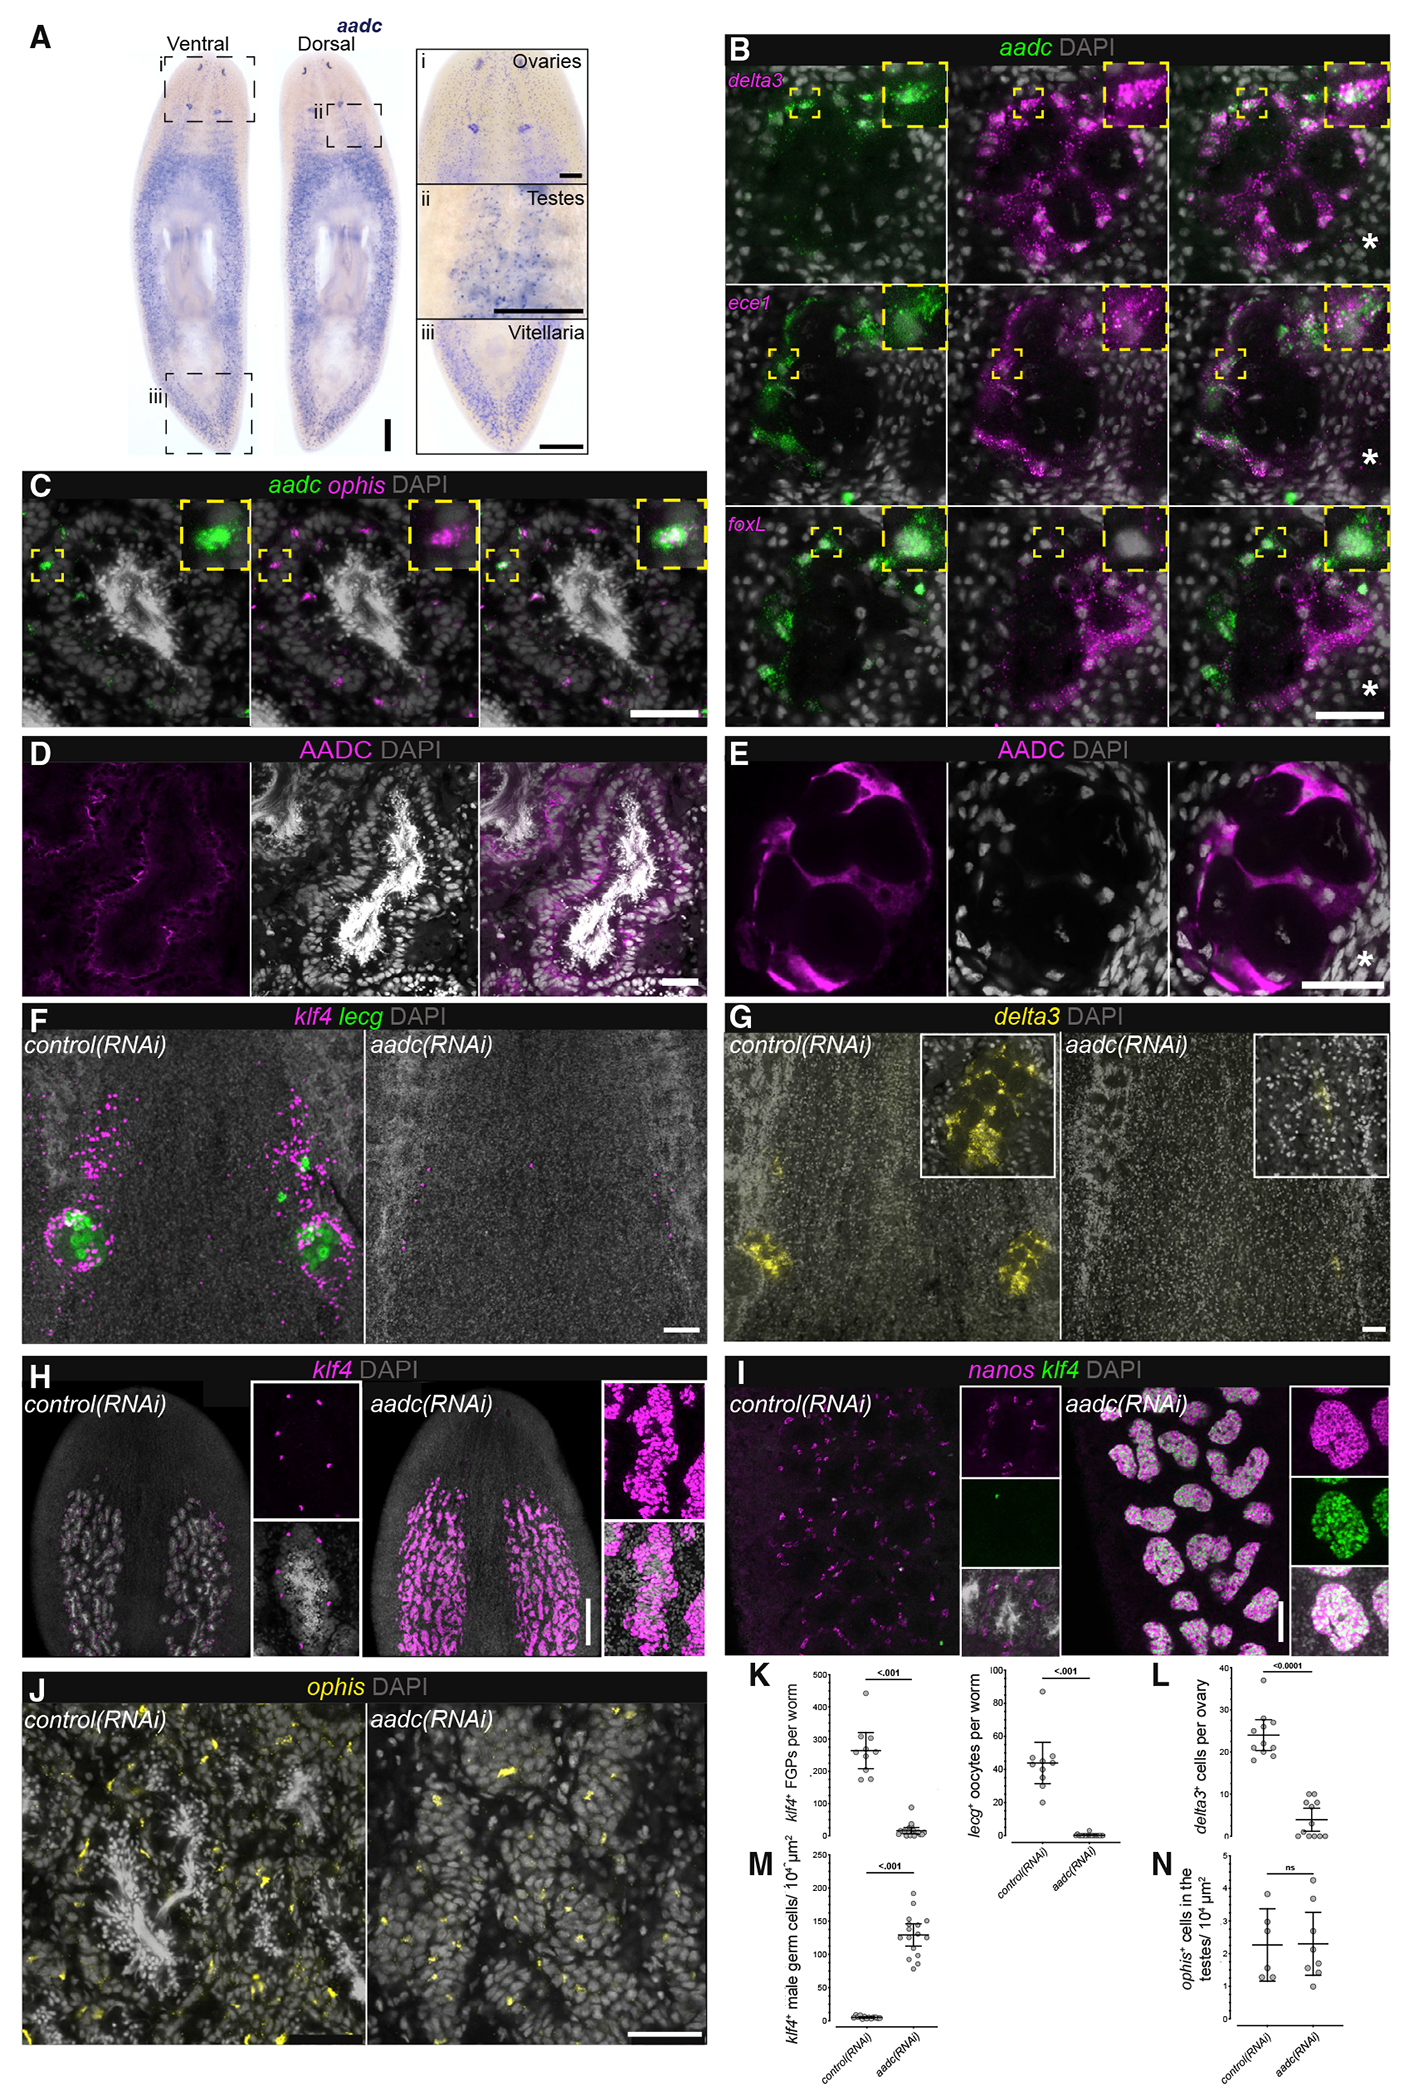
Opposing roles of AADC in female and male germ cell regeneration (A) Expression of *aadc* (aromatic L-amino acid decarboxylase) is detected in the planarian reproductive system: (i) ovaries, (ii) testes, and (iii) vitellaria. (B) FISH to detect *aadc* and ovarian somatic markers (*delta3, ece1,* and *foxL*): *aadc* transcripts are enriched in the distal *ece1^high^ foxL^low^* ovarian somatic cells. (C) FISH to detect *aadc* and testis somatic marker (*ophis*) indicates *aadc* expression in testis somatic support cells. (D and E) Immunostaining for AADC protein in testes (D) and ovaries (E). (F) FISH to detect *klf4*^+^ FGPs and *lecg*^+^ oocytes in *control(RNAi)* and *aadc(RNAi)* worms. (G) FISH for *delta3* to mark somatic ovarian cells in *control* and *aadc(RNAi)* worms. (H and I) FISH to detect *klf4* (H) and *nanos* (I), labeling early male germ cells in testes of *control(RNAi)* and *aadc(RNAi)* worms. (J) FISH for *ophis* to mark testis somatic support cells in *control* and *aadc*(RNAi) worms. (K–N) Quantification of *klf4*^+^ FGPs and *lecg*^+^ oocytes (K); *delta3*^+^ ovarian support cells (L); *klf4*^+^ early male germ cells (M); and *ophis*^+^ male somatic cells (N), in *control(RNAi)* and *aadc(RNAi)* worms. Means with 95% confidence intervals; ns, not significant. Asterisks in (B) and (E) indicate tuba. Scale bars: (A and H) 500 μm; (B–E, J) 50 μm; (F, G, and I) 100 μm. See also Figure S7.

**Figure 7.**
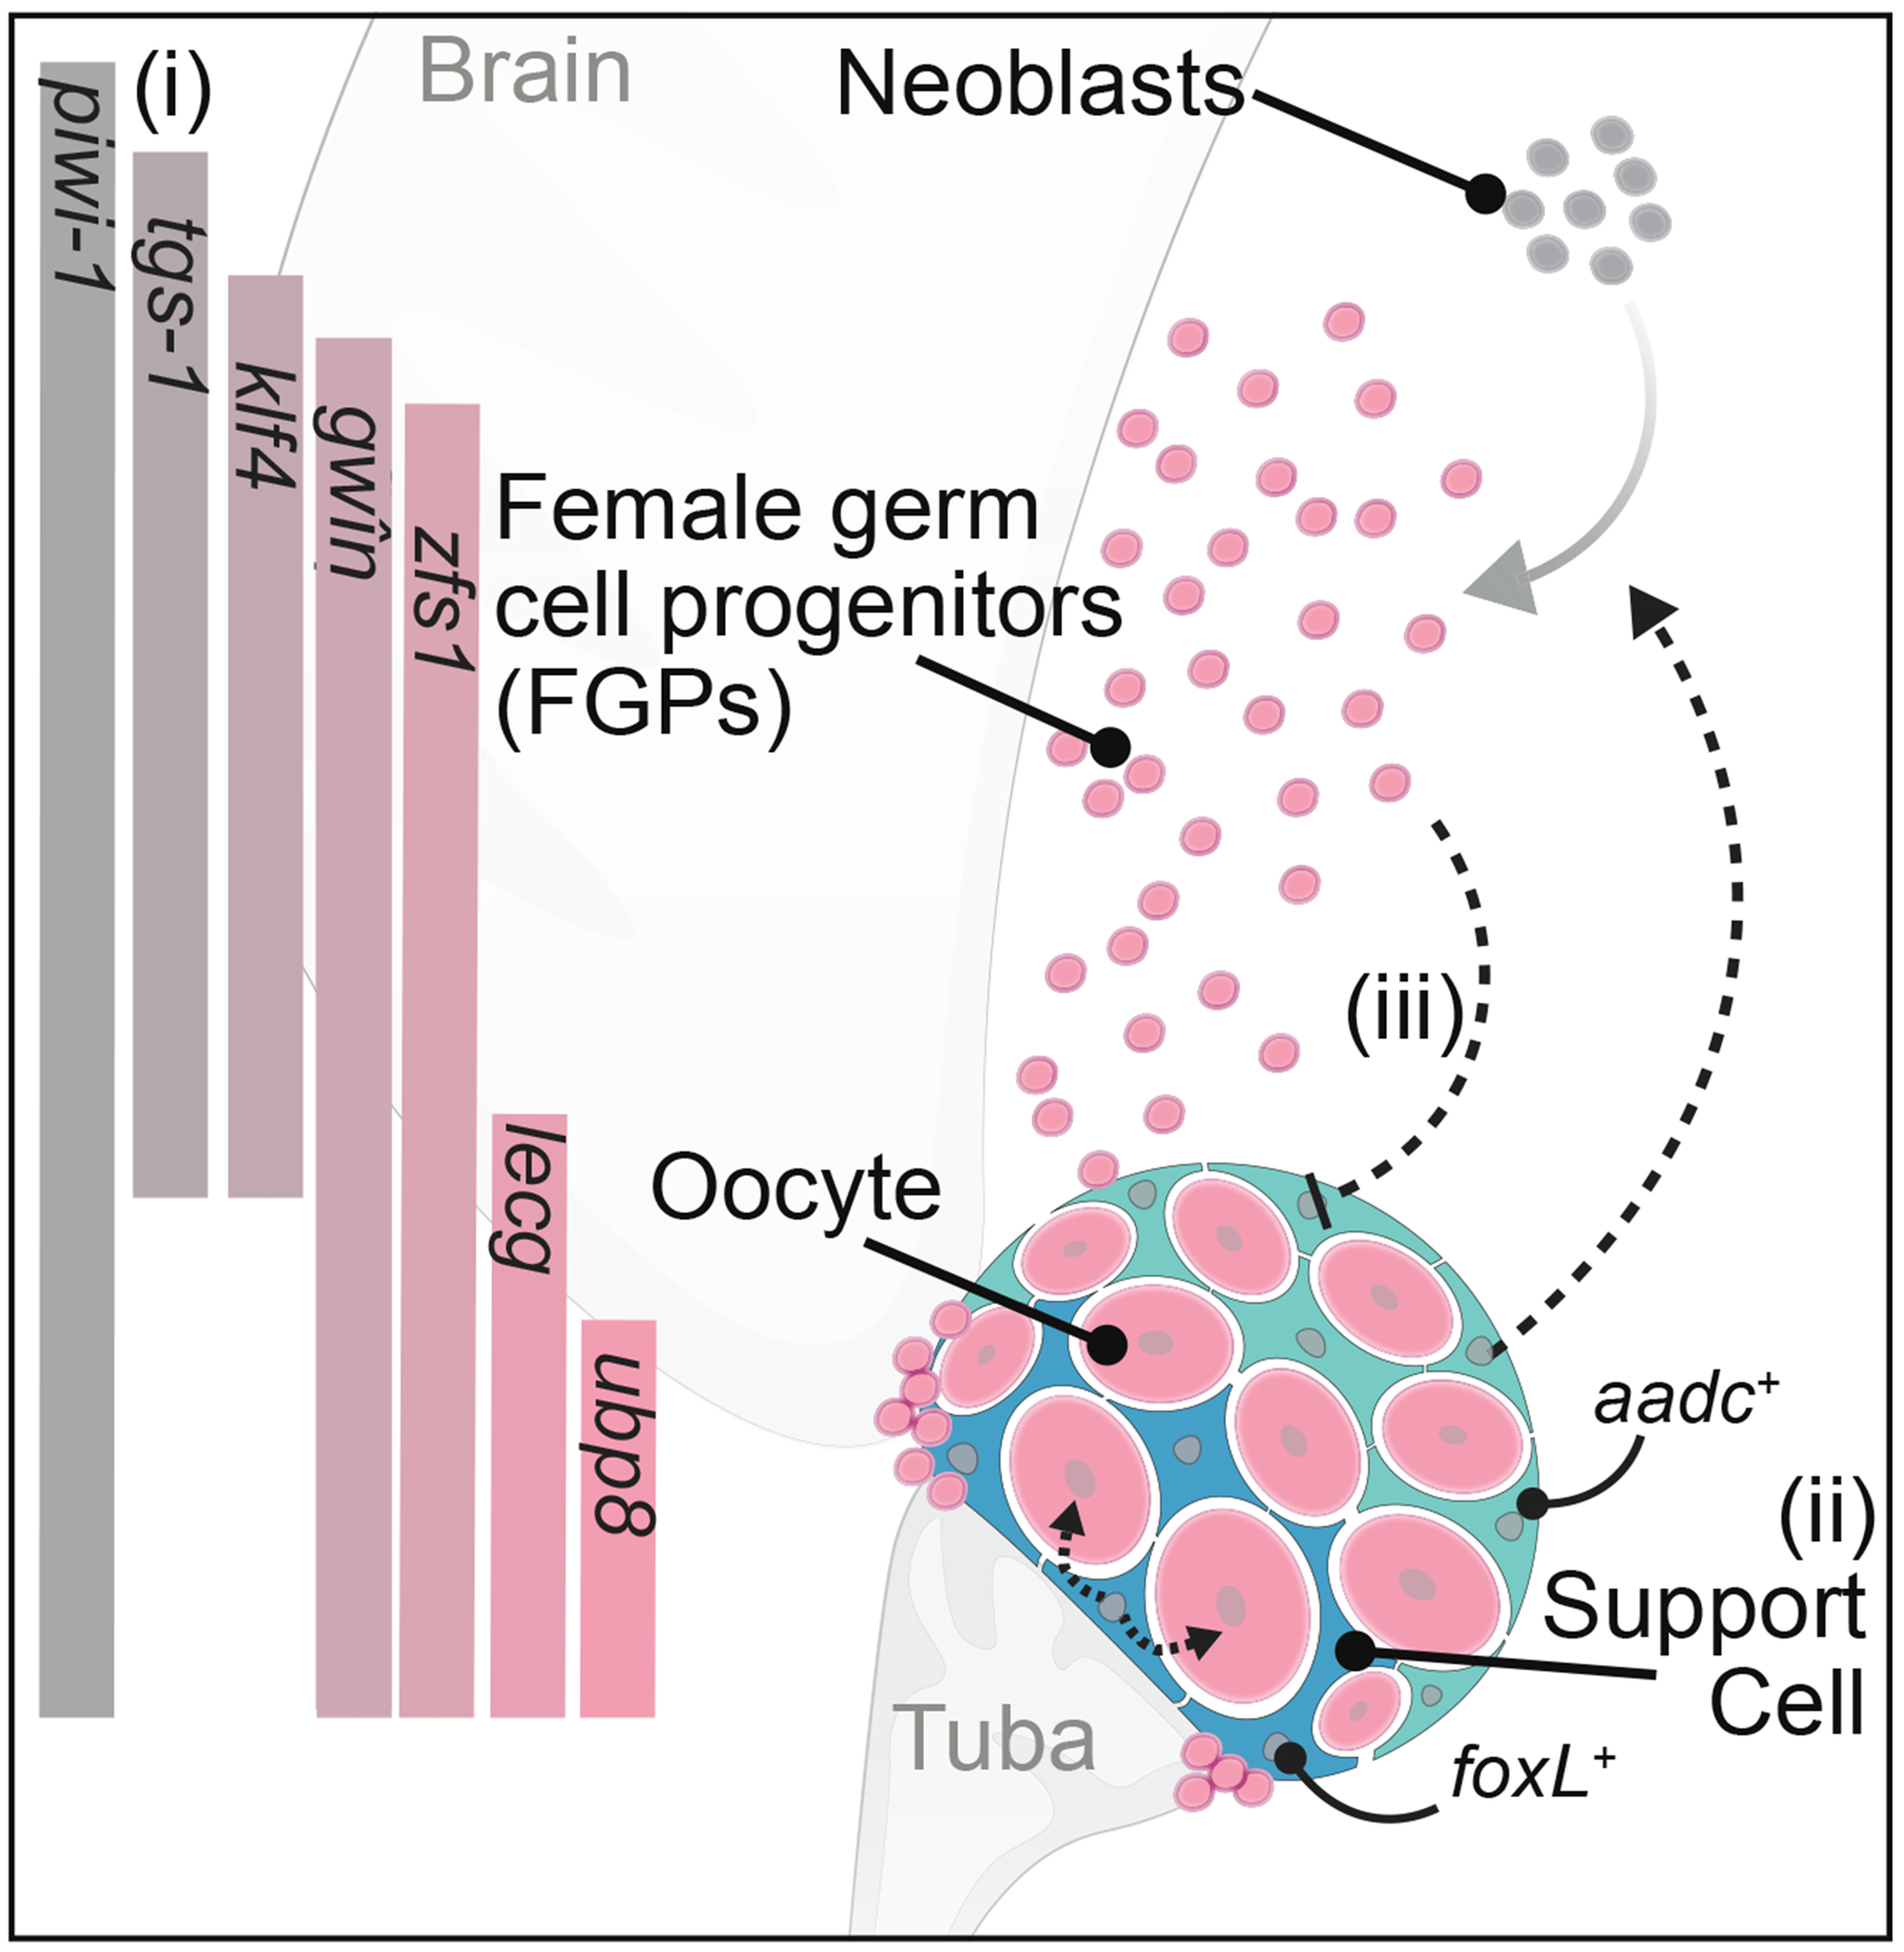
Schematic of planarian female germ cell differentiation and the roles of somatic gonadal cells (i) Neoblasts specialize into FGPs antero-ventrally toward the base of the brain. FGPs around the margin of the ovary differentiate peripherally into oocytes that mature and move internally toward the tuba. Gene expression at distinct stages of female germ cell differentiation is indicated to the left. Expression of female-specific *zfs1* reveals early and spatially restricted specification of germ cell sex in a simultaneous hermaphrodite. (ii) Somatic ovarian cells are closely associated with germ cells and display spatial heterogeneity in gene expression. Tuba-distal *aadc*^+^ somatic cells are required for regeneration of the female germ cells, whereas *foxL*^+^ tuba-proximal cells regulate oocyte development, suggesting distinct functional domains within the ovarian somatic compartment. (iii) Loss of female germ cells triggers an expansion of ovarian somatic cells, suggesting that feedback from female germ cells regulates support cell numbers.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Anti-Digoxigenin-POD, Fab fragments (sheep polyclonal)	Roche	Cat: 11207733910 RRID: AB_514500
Anti-Dinitrophenyl-HRP (rabbit polyclonal)	Vector Laboratories	Custom made
Anti-Fluorescein-POD, Fab fragments (sheep polyclonal)	Roche	Cat: 11426346910 RRID: AB_840257
Anti-phospho-Histone H3 (Ser10) (rabbit monoclonal)	Millipore Sigma	Cat: 05-817R-I; RRID: AB_11215621)
Anti-SmedAADC (rabbit polyclonal)	This paper	N/A
Peroxidase AffiniPure Goat Anti-Rabbit IgG (H+L)	Jackson ImmunoResearch Laboratories	Cat: 111-035-003 RRID: AB_2313567
Alkaline Phosphatase AffiniPure Goat Anti-Rabbit IgG (H+L)	Jackson ImmunoResearch Laboratories	Cat: 111-055-144 RRID: AB_2337953
Bacterial and virus strains		
DH5-alpha	Thermo Fisher	Cat: EC0112
Chemicals, peptides, and recombinant proteins		
Alcoholic Eosin Y	Sigma Aldrich	Cat: HT110116
Cresyl Violet Acetate	Sigma Aldrich	Cat: C5042
Critical commercial assays		
PEN membrane glass slides	Thermo Fisher	Cat: LCM0522
Capsure HS LCM caps	Thermo Fisher	Cat: LCM0214
PicoPure RNA Isolation Kit	Thermo Fisher	Cat: KIT0204
Deposited data		
Raw and analyzed data	This paper	GEO: GSE191229
Experimental models: Organisms/strains		
*Schmidtea mediterranea*, Sexual strain	Zayas et al., 2005	N/A
*Schmidtea mediterranea*, Asexual clonal strain CIW4	Sánchez Alvarado et al., 2002	N/A
Oligonucleotides		
Sequences used for probes and dsRNA	This Paper	Table S2
Recombinant DNA		
Plasmid: pJC53.2	Collins et al., 2010	Cat: 26536 RRID: Addgene_26536
Software and algorithms		
CLC Genomics Workbench	Qiagen	RRID: SCR_011853
R Studio	RStudio	RRID: SCR_000432
Complex Heatmaps	Gu et al., 2016	N/A
Zen	ZEISS	RRID: SCR_013672
GraphPad Prism	GraphPad Software	RRID: SCR_002798
Fiji	Schindelin et al., 2012	RRID: SCR_002285
Imaris	Oxford Instruments	RRID: SCR_007370
Other		
Differential gene expression analysis	This paper	Table S1
Transcriptome (smed_20140614)	Robb et al., 2015	https://planosphere.stowers.org
PlanMine	Rozanski et al., 2019	https://planmine.mpibpc.mpg.de

# Supplementary material for: Somatic regulation of female germ cell regeneration and development in planarians
**Source:** Cell Rep. Author manuscript; Available in PMC 2022 Apr 9.
**Supplement:** 1

**Cell Reports, Volume 38**

**Supplemental information**

**Somatic regulation of female germ cell  
regeneration and development in planarians**

**Umair W. Khan and Phillip A. Newmark**

**Cell Reports, Volume 38**

**Supplemental information**

**Somatic regulation of female germ cell  
regeneration and development in planarians**

**Umair W. Khan and Phillip A. Newmark**

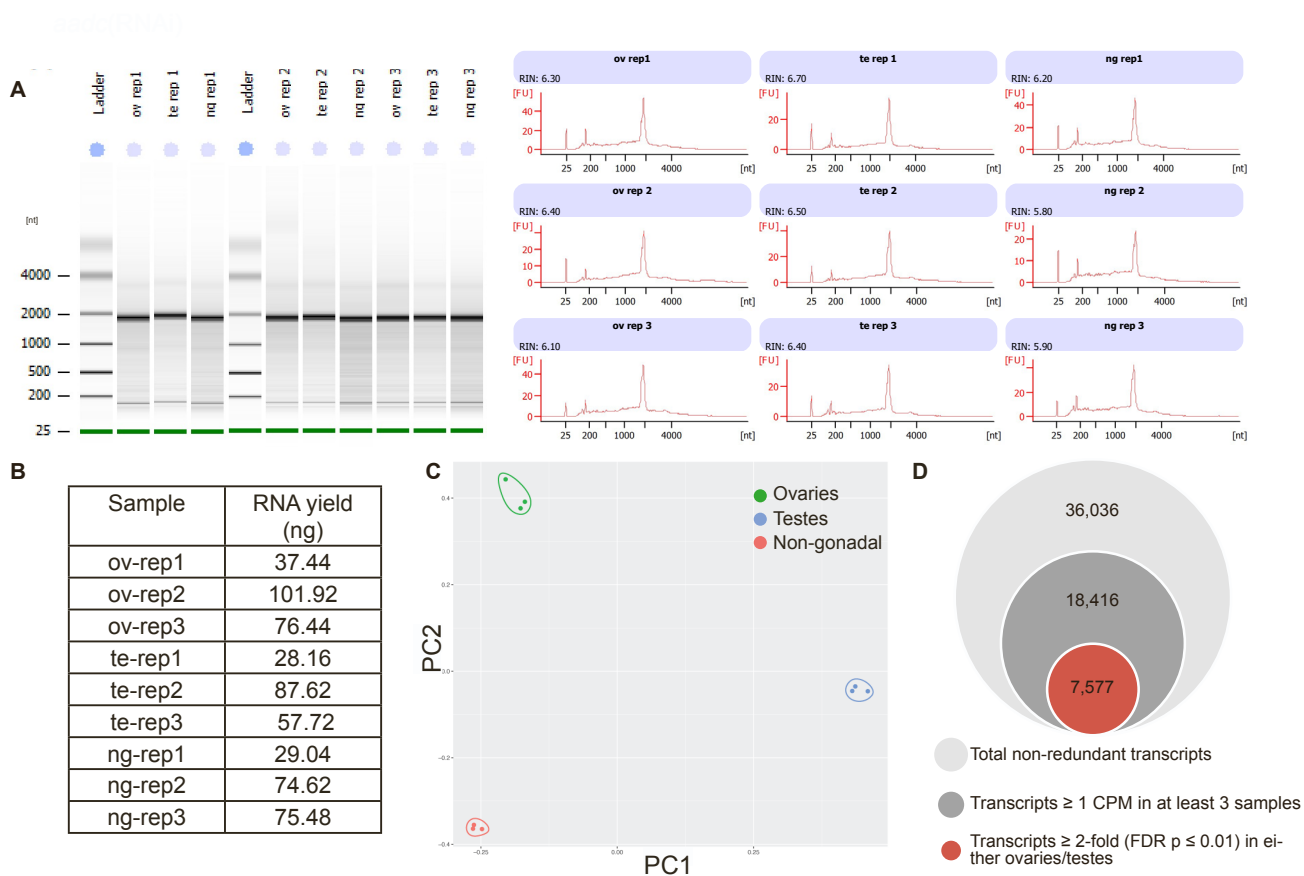

**Figure S1. LCM-RNA-seq approach to generate gonadal transcriptomes, Related to Figure 1.**

(A) Bioanalyzer analysis of RNA integrity recovered from LCM-excised tissue. 

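The 9 libraries grouped by tissue. The first principal component of log2 CPM over the tested transcripts, which set testis apart from both other tissues, held 82.2% of the variance, and the second, which set ovary apart from non-gonadal tissue, held 15.4%. With the 500 most variable transcripts these shares were 95.6% and 3.9%. Across transcripts, Pearson's r was 0.985 to 0.990 between replicates of a tissue. It was 0.798 to 0.819 between ovary and non-gonadal tissue, 0.414 to 0.496 between testis and ovary, and 0.284 to 0.355 between testis and non-gonadal tissue. Transcripts are not independent replicates, so no test is attached to these values.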

(B) RNA yields from LCM-dissected tissues (ov- ovary, te- testis, ng- non-gonadal, rep- replicate) (C) Principle component analysis of LCM-RNA-seq samples. 

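Of the 36036 transcripts, 33747 had a count in at least 1 library, and 18416 (51.1%) met the expression filter given in Fig. S1D. Those transcripts held 99.65% to 99.86% of the counts in each library.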

(D) LCM-RNA-seq results: 7,577 genes ( $\geq 2$ -fold; FDR  $p \leq 0.01$ ) are preferentially expressed in ovaries or testes compared to non-gonadal tissue.

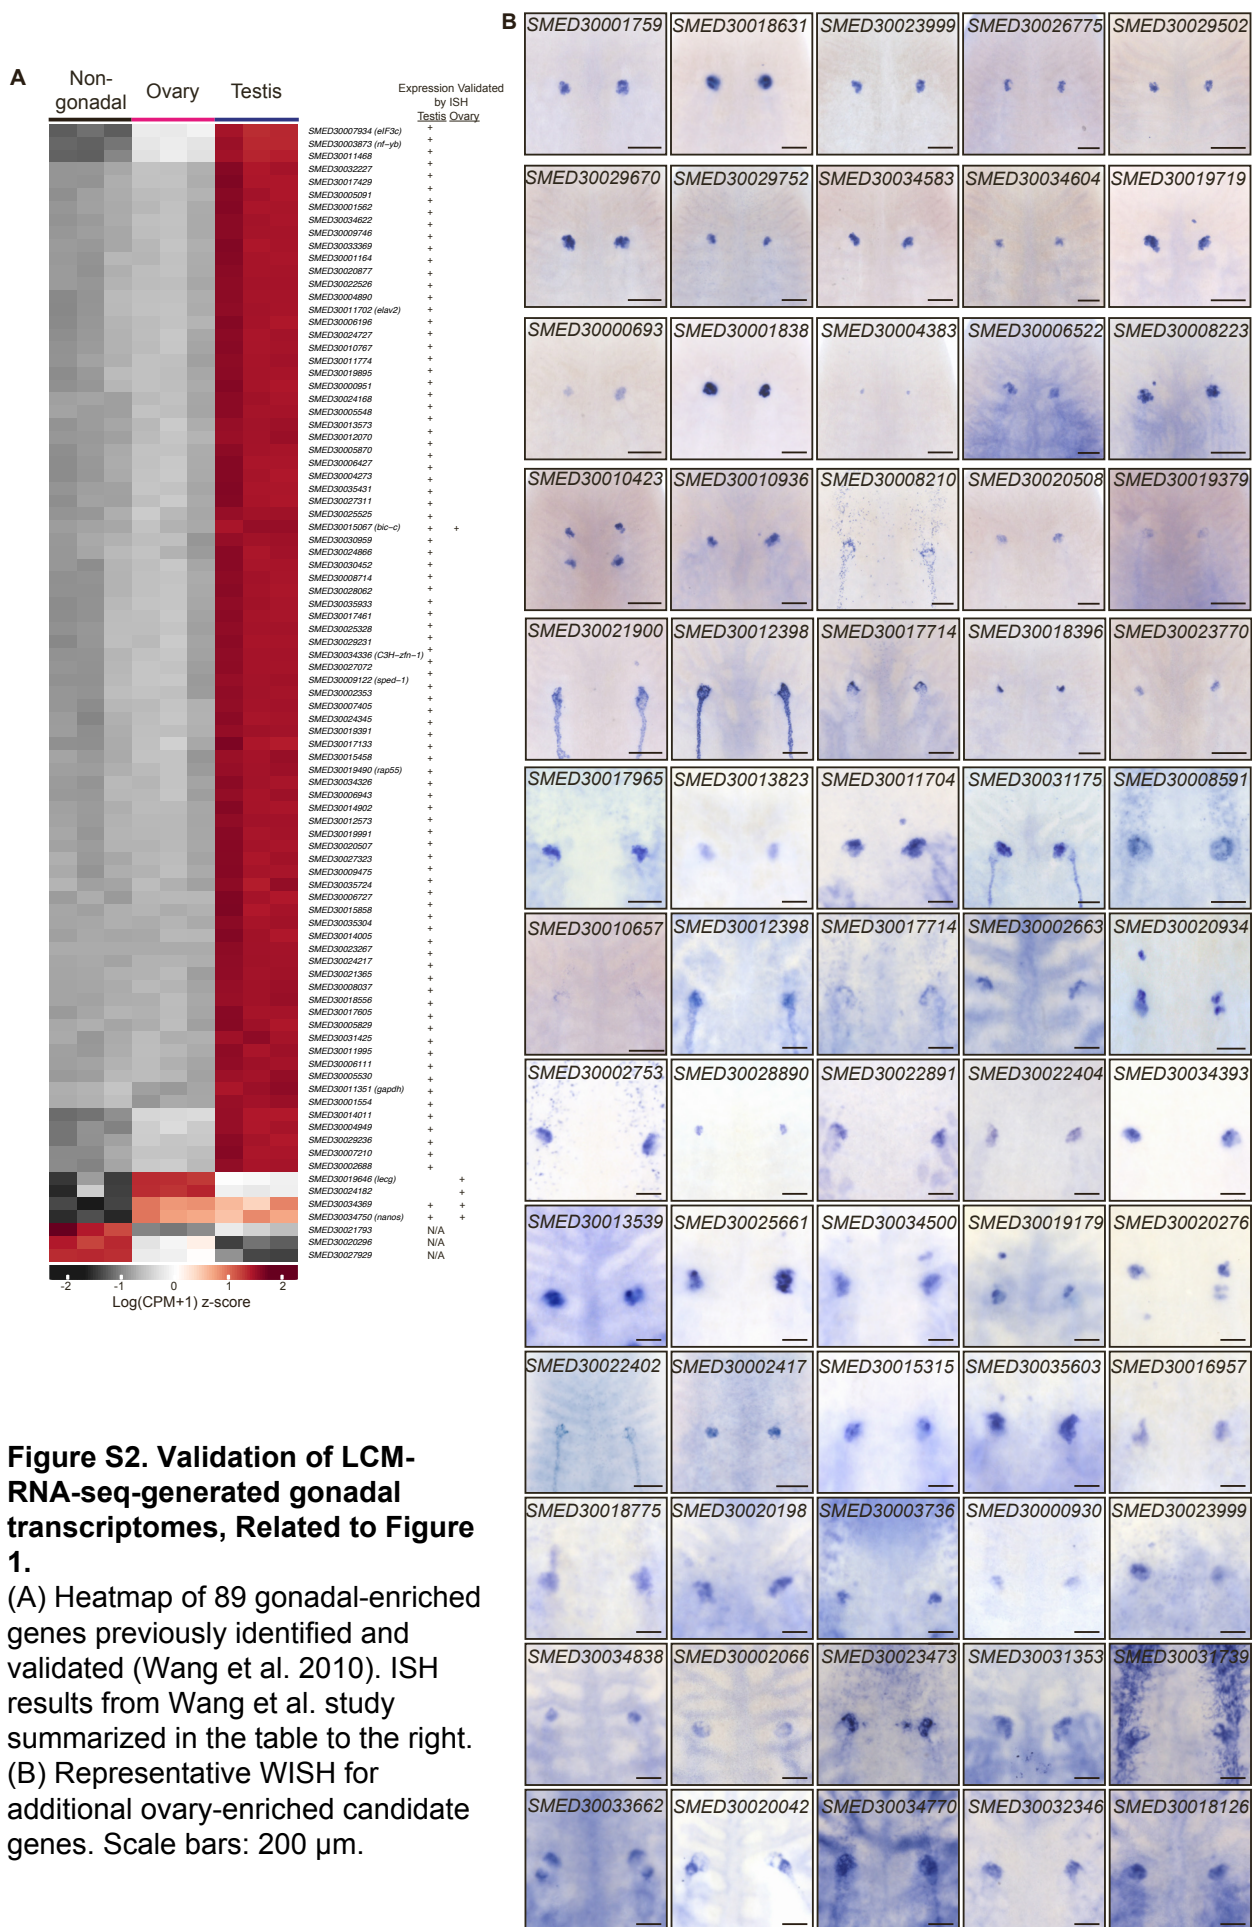

**Figure S2. Validation of LCM-RNA-seq-generated gonadal transcriptomes, Related to Figure 1.**

(A) Heatmap of 89 gonadal-enriched genes previously identified and validated (Wang et al. 2010). ISH results from Wang et al. study summarized in the table to the right.

(B) Representative WISH for additional ovary-enriched candidate genes. Scale bars: 200  $\mu$ m.

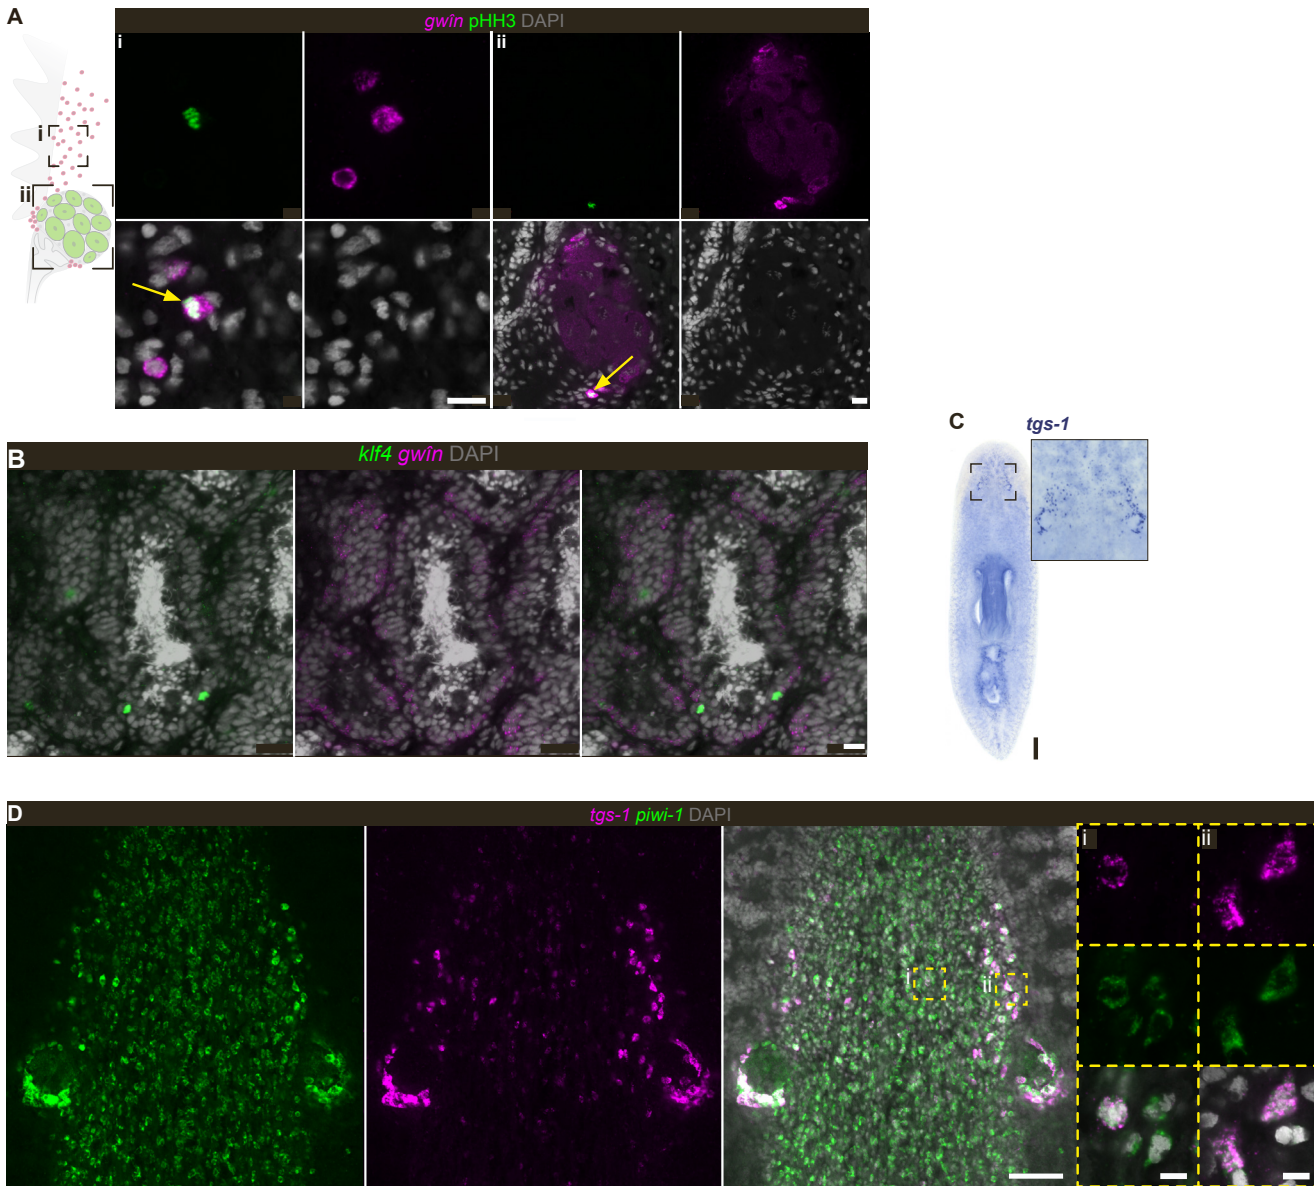

**Figure S3. FGPs are a proliferative, extra-ovarian cell population, defined by coexpression of *kif4* and *gwin*, Related to Figure 2.**

(A) FISH to detect *gwin* and anti-phospho histone H3 (pHH3) indicating proliferative activity of FGPs. (B) FISH to detect *gwin* expression in testes. (C) WISH to detect *tgs-1* reveals enriched expression in cells around the margin of the ovary and anterior to the ovary. *tgs-1* expression is not detected in the testes. (D) FISH to detect *tgs-1* and *piwi-1*. *tgs-1* marks a pluripotent subset of neoblasts (i) and is enriched in FGPs (ii). Scale bars: (A,B) 20  $\mu$ m; (C) 500  $\mu$ m; (D) 100  $\mu$ m; insets: 10  $\mu$ m.

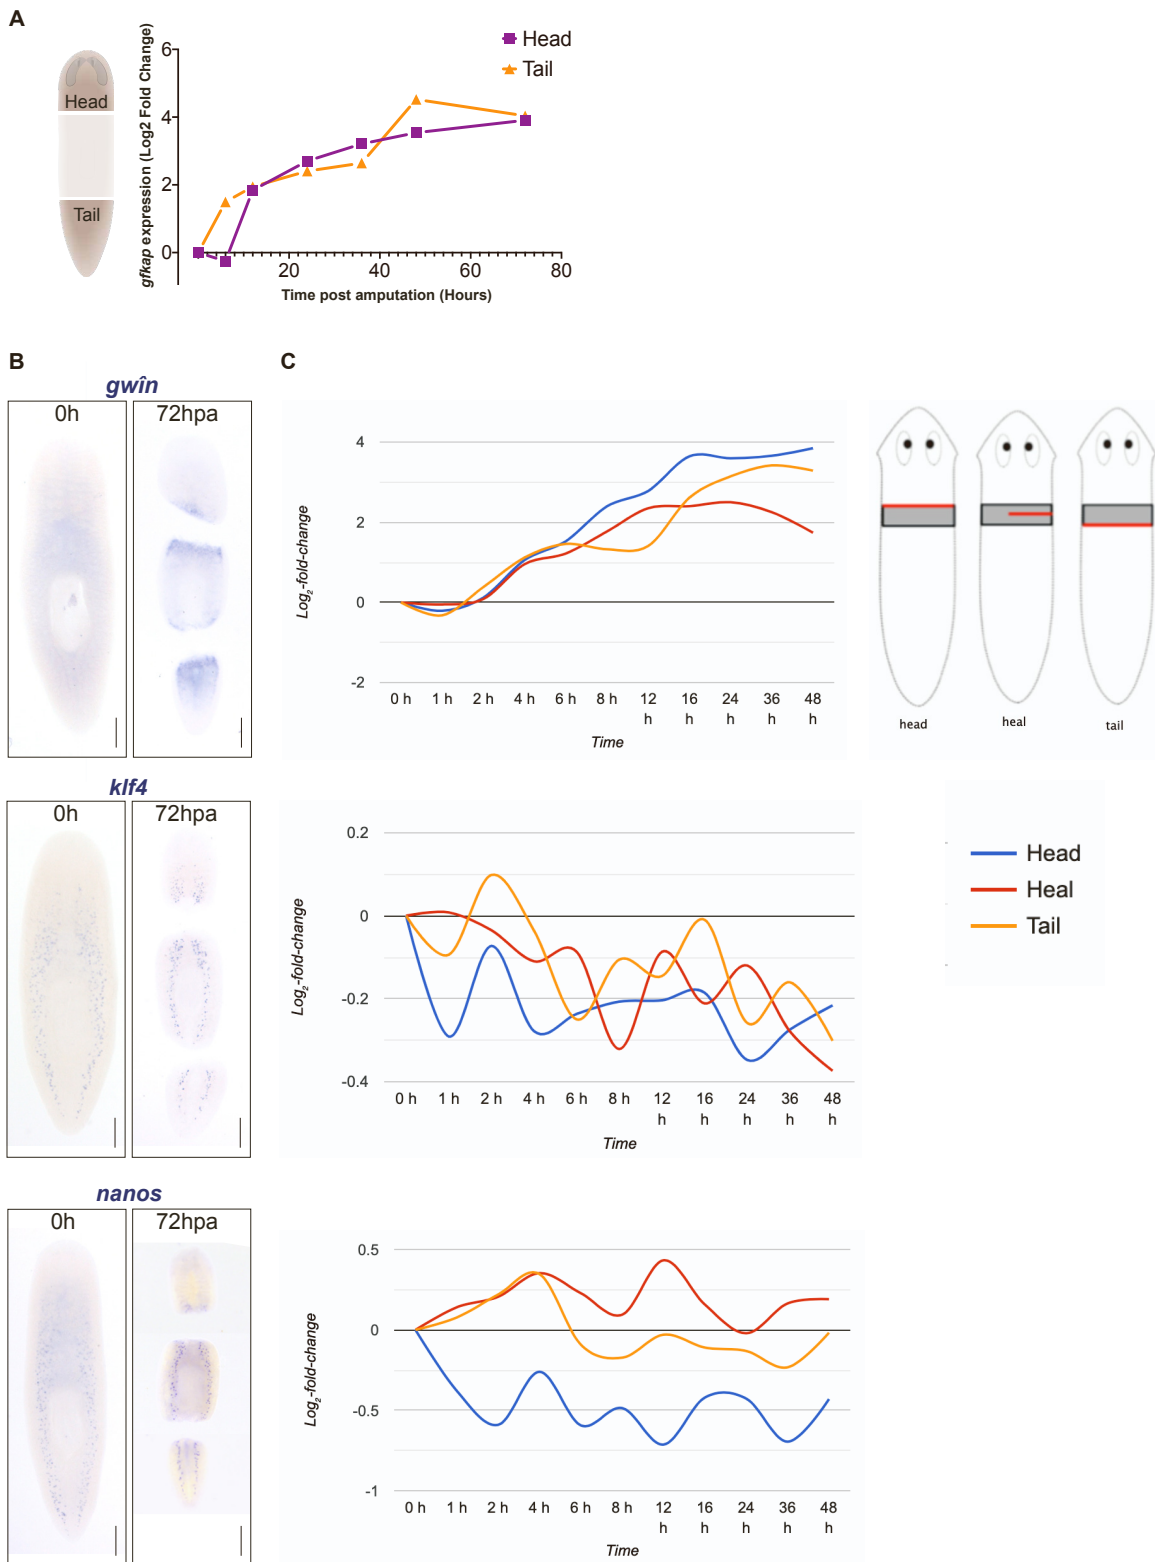

**Figure S4. Expression of germ cell markers after wounding, Related to Figure 2.**

(A) Expression of *gwin* in head and tail fragments after amputation. Regeneration time course data (Kao et al., 2013) for *gwin* retrieved from Planmine (<http://planmine.mpi-cbg.de/>)(Rozanski et al., 2019). (B) WISH for *gwin*, *nanos* and *klf4* at 0 hours and 72 hours post-amputation (hpa) shows that only *gwin* has detectable upregulation at wound sites after injury. (C) Expression of *gwin*, *klf4* and *nanos* during a regeneration time course retrieved from Planmine. Red: injury site; grey box: tissue analyzed.

Figure S5

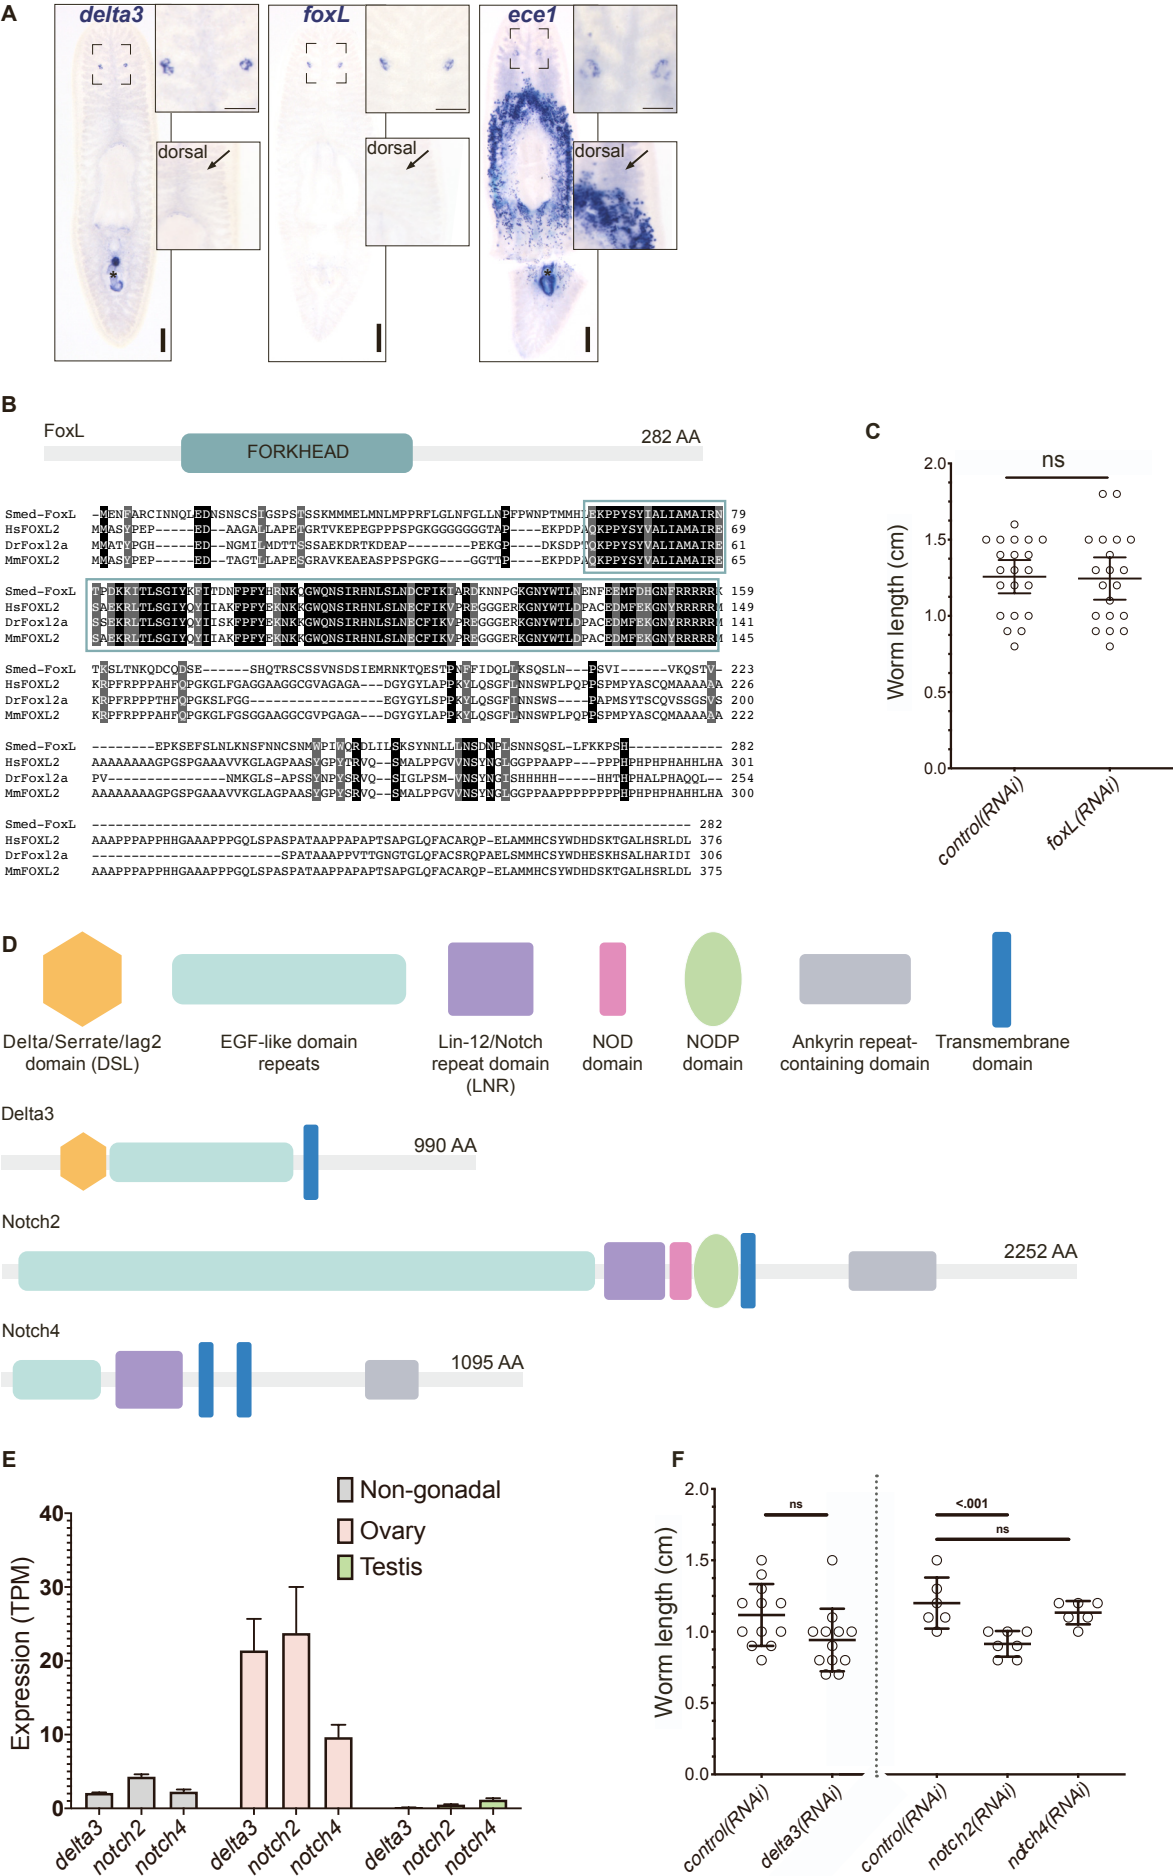

**Figure S5. Analysis of genes expressed in ovarian support cells, Related to Figures 3 and 4.**

(A) WISH for *delta3*, *foxL*, and *ece1* indicating expression in the ovary. Dorsal view shows that none of these genes have detectable expression in the testes (arrows pointing to the region where testes are found). *ece1* and *delta3* are detected in the penis papilla (asterisks), while *ece1* is highly expressed in the secretory cells around the pharynx as well. (B) Sequence alignment of Smed-FoxL with vertebrate FoxL2 proteins from Humans (Hs), Mouse (Mm), and Zebrafish (Dr). Black and gray shading indicate residues that are identical or conserved, respectively, among all four species. (C) Measurement of *control(RNAi)* and *foxL(RNAi)* worm length at the end of RNAi regeneration assay (ns: not significant; mean with 95% CI). (D) Domain architecture analysis of Smed-Delta3, -Notch2, and Notch4 using SMART and Interpro protein domain analysis tools. Smed-Delta3 contains a N-terminal Delta/Serrate/Lag2 (DSL) domain and EGF (epidermal growth factor) motifs. (E) *delta3*, *notch2*, and *notch4* mRNA expression levels (TPM- Transcripts per million) in the ovary, testis, and non-gonadal transcriptomes. (F) Measurement of *control(RNAi)*, *delta3(RNAi)*, *notch2(RNAi)*, and *notch4(RNAi)* worm length at the end of RNAi regeneration assay (ns: not significant).

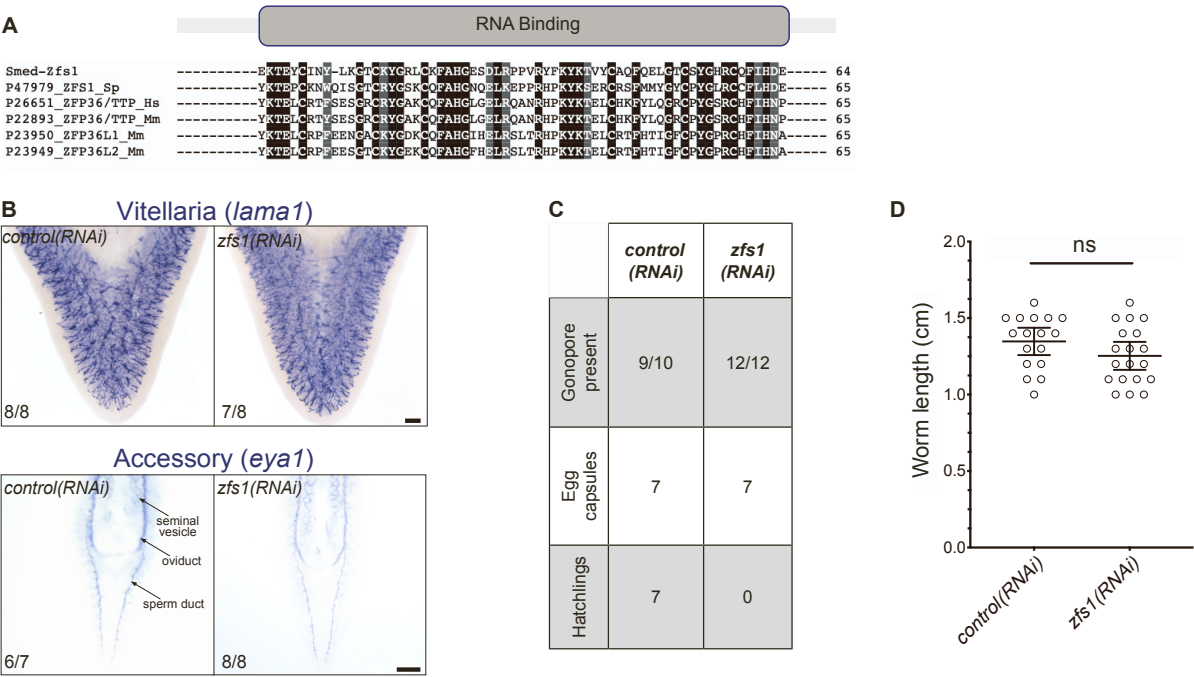

**Figure S6. Female-specific role of *zfs1* in germ cell regeneration, Related to Figure 5.** (A) Sequence alignment of tandem zinc finger (C3H1) RNA-binding domain of Smed-Zfs1 with homologs from Yeast (Sp), Humans (Hs), and Mouse (Mm). Black and gray shading indicate residues that are identical or conserved. (B) WISH for *lama1* (vitellaria), and *eya1* (accessory reproductive organs) in control and *zfs1*(RNAi) worms (tails regenerating a head). (C) Presence of gonopore, egg-laying, and egg-hatching observed for *control* (RNAi) and *zfs1*(RNAi) regenerated worms. (D) Measurement of *control*(RNAi) and *zfs1*(RNAi) worm lengths at the end of RNAi regeneration assay (ns: not significant). Scale bars: (B) 200  $\mu$ m.

**A**

|                  |                                          |                                          |     |
|------------------|------------------------------------------|------------------------------------------|-----|
| smad-4ADC        | -----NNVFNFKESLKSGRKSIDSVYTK-----        | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 70  |
| P05031_D0C_D0M   | MSHPI5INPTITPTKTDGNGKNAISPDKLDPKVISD     | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 125 |
| P20711_D0C_HUMAN | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 125 |
| QTSR50_Ddc_Dcr   | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 125 |
| smad-4ADC        | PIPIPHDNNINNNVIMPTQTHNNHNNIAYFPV         | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 150 |
| P05031_D0C_D0M   | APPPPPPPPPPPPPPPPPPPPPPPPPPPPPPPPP       | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 150 |
| P20711_D0C_HUMAN | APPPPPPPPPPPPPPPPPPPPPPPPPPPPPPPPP       | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 150 |
| QTSR50_Ddc_Dcr   | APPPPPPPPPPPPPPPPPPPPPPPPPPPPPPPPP       | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 150 |
| smad-4ADC        | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 225 |
| P05031_D0C_D0M   | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 225 |
| P20711_D0C_HUMAN | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 225 |
| QTSR50_Ddc_Dcr   | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 225 |
| smad-4ADC        | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 300 |
| P05031_D0C_D0M   | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 300 |
| P20711_D0C_HUMAN | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 300 |
| QTSR50_Ddc_Dcr   | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 300 |
| smad-4ADC        | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 375 |
| P05031_D0C_D0M   | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 375 |
| P20711_D0C_HUMAN | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 375 |
| QTSR50_Ddc_Dcr   | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 375 |
| smad-4ADC        | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 450 |
| P05031_D0C_D0M   | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 450 |
| P20711_D0C_HUMAN | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 450 |
| QTSR50_Ddc_Dcr   | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 450 |
| smad-4ADC        | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 525 |
| P05031_D0C_D0M   | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 525 |
| P20711_D0C_HUMAN | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 525 |
| QTSR50_Ddc_Dcr   | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | -----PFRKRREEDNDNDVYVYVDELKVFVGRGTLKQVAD | 525 |

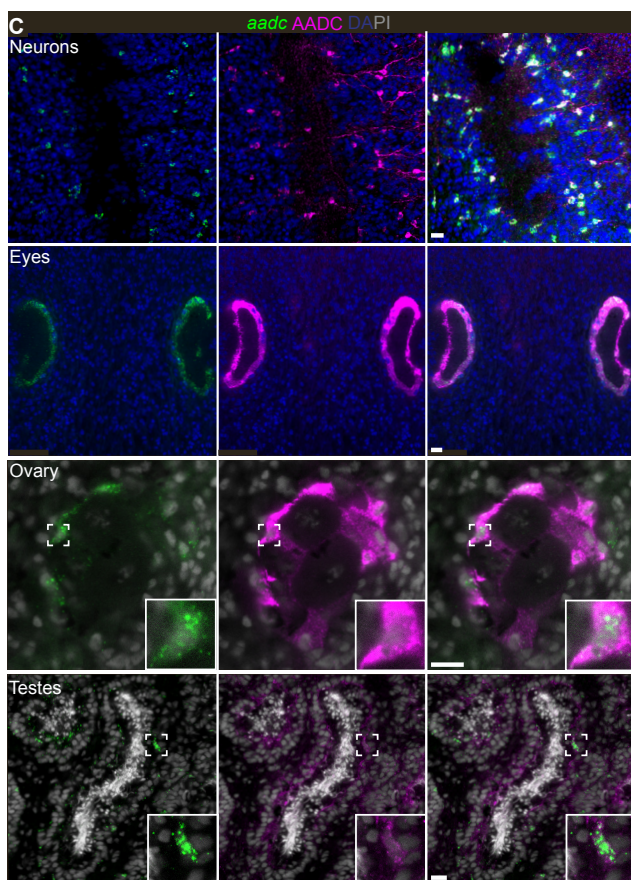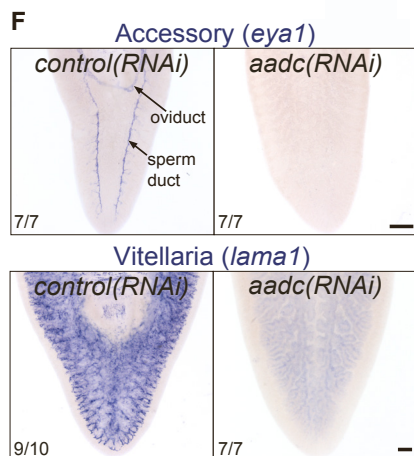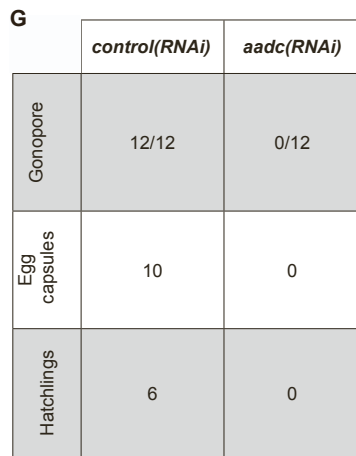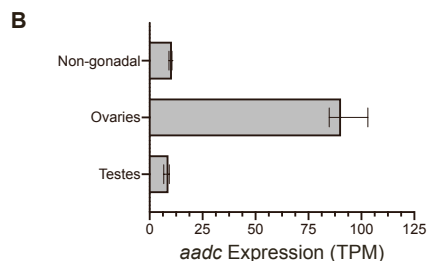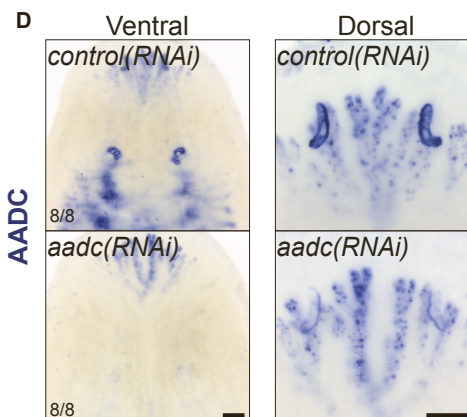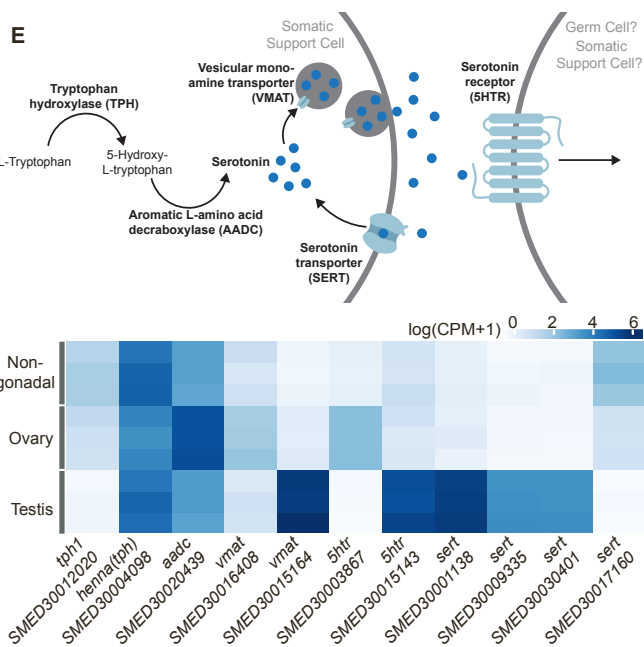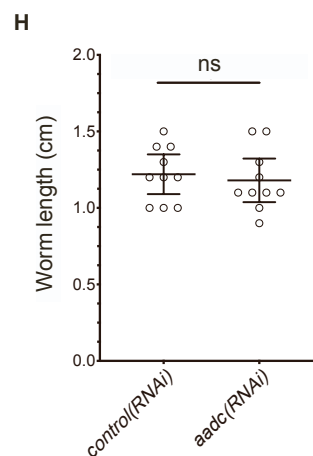

**Figure S7. Roles of AADC in germ cell and reproductive development, Related to Figure 6.**

(A) Sequence alignment of Smed-AADC with AADC proteins from Humans (Hs), Mouse (Mm), and Zebrafish (Dr). Black and gray shading indicate residues that are identical or conserved, respectively, among all four species. (B) *aadc* expression levels (TPM) in the ovary, testis, and non-gonadal transcriptomes. 

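The authors' TPM of aadc were 92.8 ± 9.35 in ovary, 10.1 ± 0.793 in non-gonadal tissue, and 8.29 ± 1.39 in testis (mean ± SD, n = 3 each). The difference between ovary and the other tissues was larger than the spread between replicates, and that between testis and non-gonadal tissue was not tested on this scale.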

(C) Expression of *aadc* mRNA and AADC protein in the indicated cell types and organs. (D) Labeling for AADC protein after *aadc* knockdown ablates labeling in the ovaries, eyes, and neurons, verifying the specificity of the AADC antibody staining in these organs. Non-specific labeling of gut branches can be seen in the background. (E) Schematic of canonical serotonin synthesis and signaling pathway in gonadal cells (Left). Normalized expression levels (LogCPM (counts per million)) of serotonin signaling pathway components in planarian gonads and non-gonadal tissues from the LCM-generated transcriptomes. (F) WISH for *lama1* (vitellaria), and *eya1* (accessory reproductive organs) in *control(RNAi)* and *aadc(RNAi)* regenerated worms (tails regenerating a head). (G) Presence of gonopore, egg-laying, and egg-hatching observed for *control(RNAi)* and *aadc(RNAi)* regenerated worms (tails regenerating a head). (H) Measurement of *control(RNAi)* and *aadc(RNAi)* worm lengths at the end of RNAi regeneration assay (ns: not significant). Scale bars: (C) 20  $\mu\text{m}$ ; (D, F) 200  $\mu\text{m}$ .

How the deposited data were processed for this re-analysis (not part of the article)

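RNA from laser-captured ovary, testis, and non-gonadal tissue of sexual *Schmidtea mediterranea* was sequenced in 3 replicates per tissue, 9 libraries in all. Per the methods and the file headers, the authors trimmed the reads, mapped them to the transcriptome with the zfs1 transcript added, and counted them per transcript in CLC Genomics Workbench, and the deposited counts are raw and not pooled. The paper's text does not give the version of that program. The authors also made the deposited RPKM values, as reads per kilobase of transcript scaled to the counted reads, and the deposited TPM values, which sum to the same total in every library and so are not corrected for composition. A further signal column made by the authors, headed CPM, holds counts divided by an effective size with 1 factor per library, so it is not a plain CPM. It was used here for the expression filter. The authors' fold changes and FDR p-values, from a Wald test in CLC Genomics Workbench, were deposited too and were used as an alternative.

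Total counts were 18611584 to 21654320 per non-gonadal library, 20629642 to 25730833 per ovary library, and 22157475 to 25537267 per testis library. TMM factors were 1.02 to 1.04, 1.37 to 1.39, and 0.67 to 0.73 in the same order. The filter, a CPM of at least 1 in at least 3 libraries, kept 18416 of 36036 transcripts, and the same filter on plain CPM kept 18568.

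The comparisons were ovary with non-gonadal tissue, testis with non-gonadal tissue, and testis with ovary. Each used the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, in one fit to the 9 libraries with a mean per tissue, TMM scaling, and no block. The Benjamini-Hochberg method adjusted p over all tested transcripts, and the thresholds were a fold change of at least 2 and an adjusted p of at most 0.01. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The common coefficient of biological variation was 13.1%, with 6.15 prior degrees of freedom. Principal components and correlations used log2 CPM with a prior count of 2. Counting intervals are exact (Clopper-Pearson) at 95%, and folds against a tissue without counts are bounds from 3 counts over its 3 libraries. Intervals and bounds cover counting error only. Figures were drawn with matplotlib 3.10.9 from tables handled with pandas 2.3.3 in Python 3.11.15.

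The procedure was tested on simulated data with the dispersion and depth of these libraries. All libraries were drawn around the non-gonadal means, raised to a set fraction of the overall mean where they lay below it. Transcripts close to absent from non-gonadal tissue were thus simulated at a higher level. In ovary, 57, 70, and 73 transcripts were changed by 2-, 4-, and 8-fold, up or down at random, and in testis 63, 60, and 77. So few changes do not challenge the scaling, and 6830 to 12618 transcripts passed the threshold in the data. The rates below may therefore not carry over. A true change of 4-fold passed both thresholds for 98.6% of transcripts in the ovary comparison and 95% in the testis comparison. A true change of 2-fold lies at the threshold and passed for 40.4% and 44.4%. False calls were 2 and 1 among the unchanged of the 18416 transcripts.

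Equal replicate numbers were not taken as pairs. Across the 9 pairs of libraries with the same number, the correlation of deviations from the tissue means ran from −0.02 to 0.19, and 2 pairs exceeded 0.1. Both were between non-gonadal and ovary libraries, 0.194 for replicate 1 and 0.164 for replicate 2, and for replicate 3 the value was −0.022. In 12 of 18 comparisons of a library with another tissue, the closest library carried the same number. With 3 libraries to choose from, that is more than random matching gives on average, so pairing is not excluded. A fit with a replicate block was among the alternatives.

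Genes were named by a rule fixed before the data were examined, though after the values in the part of Table S1 at hand and the bars of Figs. 5A, S5E, S7B, and S7E had been seen. The rule takes each gene that the paper names and that a figure label, the table, or a description ties to a transcript. It adds, for each comparison, the 12 largest increases and the 6 largest decreases among described transcripts past the threshold with non-overlapping replicates and a mean TPM of at least 10. Only the first 35.6% of the paper's ovary-enriched entries were at hand, 405 of them with a description and 115 without a match, so the additions come from that part and are all ovary-enriched in the paper. The deposited tables pair no other identifier with a name. For that reason the gene lists and cell type marker lists drawn up for this purpose were not tested.

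The alternatives, also fixed beforehand, were DESeq2 1.42.0, RLE, upper-quartile and total-count scaling, no filter, filterByExpr, fits to the 2 tissues compared, a replicate block, a test of the fold change against 2, an FDR of 0.05, the authors' p-values over the tested transcripts, leaving out each library, a class rule without the direct comparison, and other prior counts, transcripts, or scaling for the principal components. Removal of a testis share from the other libraries, thinning to equal total counts or equal effective sizes, and classes by clustering were chosen after seeing the data. The experiments with in situ hybridization, immunofluorescence, and RNAi have no sequencing counts and were left out.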

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

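The tests of read exchange between ovary and testis libraries and between non-gonadal and testis libraries, of testis RNA among transcripts higher in both gonads, of library depth, and of scaling were chosen after the results were seen.

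Ovary and testis moved in opposite directions, relative to non-gonadal tissue, for a set of transcripts. There were 341 transcripts higher in ovary and lower in testis, and 216 lower in ovary and higher in testis. Among the named transcripts, testis was below ovary by log2 fold changes of −10.72 for zfs1 and −7.13 for 5htr SMED30003867. For the transcripts described as Delta-like protein C (SMED30002414) and Tetraspanin-1 (SMED30010326) the values were −6.74 and −4.08. The tgs-1 transcripts SMED30000949 and SMED30002872 were at −4.28 and −4.15. The zfs1 and 5htr values depend on the prior count, since testis held 1 and 3 counts. Without testis replicate 2 the zfs1 value was −12.96, and without testis replicate 1 the 5htr value was −8.05. The sign of each of these 6 values was the same under every alternative.

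The paper does not discuss transcripts lower in both gonads than in non-gonadal tissue, of which there were 2909, against 1218 for lists drawn independently. In libraries simulated without differences the overlap was 0, but so was the number past the threshold in each gonad, so they set no reference. Both comparisons use the same non-gonadal libraries, and the part of the excess over independent lists that comes from this was not separated. The covariance of the log2 fold changes was 3.37 in the data and 0.038 in the simulations. That argues against noise in those libraries as the main source of the folds moving together. In the authors' deposited comparisons, a further 1030 transcripts were higher in a gonad but lay under the expression filter.

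With 3 libraries against 3 there are 10 splits, and only 1 of them, the real one, reached the real count in each comparison. The splits are too few for a share under 0.05. The real counts were 6830 for ovary with non-gonadal tissue, 12618 for testis with non-gonadal tissue, and 11430 for testis with ovary, and the highest count among the other splits was 0 in each.

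Abundant testis transcripts were found at a low, even level in ovary and non-gonadal libraries. In plain CPM (counts over the total of the library), 95% of the 200 most abundant lay at or above 0.299% to 0.699% of their testis level in the ovary libraries and 0.152% to 0.368% in the non-gonadal libraries. The next 400 transcripts showed a like floor, at least 0.5 of that of the first, in 6 of 6 libraries. That is what testis RNA in the other captures would give, but low expression there or exchanged reads could give it too. Exchange of reads between ovary and testis libraries during sequencing is argued against, because it would leave a floor in the other direction too, and 18 of 4474 transcripts with at least 3000 ovary counts lay below 0.05% of their ovary level in testis, against 1 of 4225 testis transcripts in ovary. The 1st percentiles were closer, at 0.397% and 0.539%. Exchange among all libraries alike would include these libraries, so the same count argues against it. The test of it set before the result was seen came out as exchange would give, since the 200 most abundant non-gonadal transcripts kept a floor of up to 2.64% in the testis libraries, but expression in testis would give this too. Exchange between non-gonadal and testis libraries alone stays open, since 3 of 2935 transcripts with at least 3000 non-gonadal counts lay below 0.05% in testis, too few to decide, and 3 of 4225 testis transcripts did in non-gonadal libraries. For ovary transcripts in non-gonadal libraries the number was 8 of 4474. The 1st percentile of the 200 most abundant ovary transcripts was 0.951% of their ovary level in non-gonadal replicate 2. In replicates 1 and 3 it was 0.093% and 0.0858%, while the 5th percentiles were 17.5% to 18%. Without replicate 2, the ovary fold changes of zfs1, lecg, and cgh-1 were 1.52, 1.89, and 4.54 times as high. Some named transcripts with 1 non-gonadal count moved by up to 4.02 times without replicate 1 or 3. Whether replicate 2 holds ovary RNA was not tested. Low expression of testis transcripts in the other tissues also stays open, as untested. At SMED30023267, chosen after its values were seen, testis held 36722 counts and the other 6 libraries held 0, so the floor does not cover every transcript. Testis RNA or exchanged reads at the level of the floor would have left counts of it there, and neither is seen for this transcript.

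The testis share of an ovary library was taken as its floor above, 0.299% to 0.699% of the testis level. For the 1826 transcripts higher in both gonads than in non-gonadal tissue, testis RNA at that share is argued against as the cause of most of the calls. With the share subtracted, 43 of them (2.35%) were no longer higher in both, and 77 other transcripts became higher in ovary. The 2.35% is of all 1826, among them transcripts about as high in ovary as in testis, whose calls a subtraction could hardly end. The argument therefore rests on the small size of the share. For the 719 that did not differ between the gonads past the threshold, the subtraction cannot decide. Their levels in the gonads are close by selection, and even a share of the whole testis level would supply 53.9% for the median transcript. At the share seen in the ovary libraries, testis RNA would supply at most 0.558% of the ovary counts of any of these. That follows from the small share and the selected closeness of the levels, so it is no separate evidence on their cause.

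More transcripts were higher in testis than in ovary, each relative to non-gonadal tissue, with a ratio of 1.83. A difference in library depth is argued against, since the ratio was 1.93 with every library thinned to the same effective size (total count times TMM factor), and 1.85 with every library thinned to the same total count. Scaling moved the ratio, to 0.98 with total counts, but among transcripts at least 10-fold higher it was 6.16 with TMM and 4.11 with total counts, so scaling does not account for the larger changes. Surrounding tissue in the ovary captures could lower the ovary number, and cannot be told apart from shared expression. The 200 most abundant non-gonadal transcripts had a floor of 7.16% to 11.4% in the ovary libraries, and those transcripts may be expressed in ovary itself. A difference between the tissues stays open as the biological explanation and was not tested further.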

How the results depend on the processing

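Removal of a testis share, equal total counts, equal effective sizes, and classes by clustering were chosen after seeing the data.

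Apart from those given here, each count of transcripts past the threshold or in a class stayed within 1.5 times its value under every alternative. With total-count scaling, 5311 transcripts rather than 3364 were higher in ovary than in non-gonadal tissue, 9738 rather than 5828 were lower in testis than in ovary, and 3149 rather than 1692 were ovary-enriched. Total counts carry no correction for composition, and the median log2 fold change of all transcripts shifts with them. With the fold change tested against 2, 4451 transcripts rather than 6830 were past the threshold in ovary against non-gonadal tissue, 2191 higher and 2260 lower, because the test asks for evidence beyond 2-fold. Without the direct comparison in the class rule, all 1826 transcripts higher in both gonads count as enriched in both, rather than 719. Clustering, which uses the shape of expression over the tissues and no direct test, put 1133 transcripts in that class. With the 500 most variable transcripts, the first principal component held 95.6% of the variance. Leaving out single libraries moved it between 77.97% and 85.2%, with the lowest values where a testis library was left out. This component sets testis apart from the other tissues, so with a testis library fewer it has less variance to hold. No other cause was tested.

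With DESeq2, 3427 transcripts were higher and 3536 lower in ovary, and 6388 higher and 6256 lower in testis. With the replicate block the numbers were 3283 and 3460, and 6126 and 6452. Leaving out single libraries gave 6557 to 6900 transcripts past the threshold in ovary, 12448 to 12629 in testis, and 11093 to 11474 between the gonads.

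Over 52 named transcripts in 3 comparisons, 3273 values were computed under alternatives. Of these, 3215 kept their side of the threshold, 33 no longer passed it, 25 newly passed it, and 0 of the calls reversed. Values that were not past the threshold could change sign, as that of aadc in testis did (0.15, and −0.69 with upper-quartile scaling). The calls that ended include nanos in testis with upper-quartile scaling (1.00), and tph1 and henna in ovary with total-count scaling (−0.68 and −0.60).

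Depth limits what can be said of transcripts with few counts. Folds against a tissue with 1 to 3 counts have wide intervals, and folds against 0 counts are bounds. The gene lists, the marker lists, and their alternatives were not run, because the deposited tables hold no descriptions.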

Differences from the paper's values

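The number of transcripts enriched in both gonads was 719 here, and the paper's is 1206, at the same thresholds for fold change and FDR. The legend of Figure 1C names hierarchical clustering of the genes enriched in ovaries, testes, or both, but the paper's text does not say whether the classes were taken from it or how a transcript higher in both gonads was assigned. Of 21 alternatives set before the data were examined, 1 came within 1.5 times the paper's number, total-count scaling with 823. The other 20 gave 484 to 1826 and did not. The upper end is the class rule without the direct comparison of the gonads. Clustering of expression across the libraries gave 1133. It was chosen after seeing the values. Of the ovary-enriched entries of Table S1 at hand, 35.6% of the paper's, 529 were higher in ovary here and were clustered. All 529 fell in the ovary class. The other 2 were not higher in a gonad here, so they were not clustered. The ovary and testis classes by clustering held 1761 and 4789 transcripts.

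The paper's other counts of transcripts, in the table and higher in a gonad, were within 1.5 times of those here. Its count of known gonadal genes higher in testis was not compared, because names could be tied to an identifier for only 10 of them. Under the expression filter, the authors' deposited comparisons give 7577 transcripts higher in either gonad, the paper's number. They give 1490 higher in ovary and not in testis, 4297 higher in testis and not in ovary, and 1790 higher in both, and the paper's classes hold 1491, 4880, and 1206. Of the ovary-enriched entries at hand, 42 were higher in testis here, so 1490 and 1491 do not count like sets. By the class rule used here, the authors' comparisons give 1628 ovary-enriched, 5259 testis-enriched, and 690 enriched in both. The change of test thus does not account for the lower number enriched in both.

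In Fig. S7E the sert transcript SMED30001138 is drawn as the most highly expressed of the sert transcripts in testis, read by eye. In the counts SMED30009335 was highest, at 167 CPM, and SMED30001138 was at 30.0 CPM. Both were higher in testis than in non-gonadal tissue, as the figure also shows.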

Other observations

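The share of transcripts in each class varied with transcript length. In the shortest of 5 length groups (median 522 nt), 7.1% of the tested transcripts were ovary-enriched and 32.3% testis-enriched. In the longest (median 3193 nt), the shares were 10.9% and 23.8%. The shares enriched in both gonads were 2.9% and 4.6%.

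The deposited table lists the comparison of testis and ovary in both directions. For 58 transcripts only one of the directions was past the threshold.

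The log2 fold changes in ovary and testis relative to non-gonadal tissue were correlated across transcripts, with a Pearson's r of 0.486. In libraries simulated without differences, the shared non-gonadal libraries alone gave 0.506. An r of this size comes from a shared reference alone whatever the size of the noise, so it cannot separate noise from differences. The covariance was 3.37 in the data and 0.038 in the simulations, which argues against noise in the shared libraries as its main source.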
